# Wdr4 regulates ribosome biogenesis and intestinal homeostasis via *let-7*

**DOI:** 10.1038/s44319-026-00701-y

**Published:** 2026-02-09

**Authors:** Kreeti Kajal, Elham Rastegari, Wen-Der Wang, Jian-Chiuan Li, Chun-Hong Chen, Wan Hsuan Chou, Wei Chiao Chang, Tzu-Yang Lin, Kevin Tsai, Tsai Ming Lu, Kartik Venkatachalam, Hwei-Jan Hsu

**Keywords:** TOR, JNK, Myc, ISC, m^7^G, RNA Biology, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

Proper regulation of ribosome biogenesis is essential for stem cell function and tissue homeostasis, yet its upstream control in adult intestinal stem cells (ISCs) remains unclear. Here, we identify the WD repeat protein Wdr4 as a key regulator of ISC homeostasis in the *Drosophila* midgut. Wdr4 cooperates with the methyltransferase Mettl1 to catalyze N⁷-methylguanosine (m⁷G) modification of *let-7* miRNA. Wdr4 or Mettl1 depletion disrupts this modification, reducing *let-7* levels and aberrantly activating TOR-JNK-dMyc signaling. This drives elevated ribosome biogenesis, ISC overproliferation, misdifferentiation, and intestinal dysplasia. Overexpression of *let-7*, inhibition of TOR, or suppression of JNK rescues these defects. Importantly, expression of human WDR4 and METTL1, but not catalytic-dead METTL1 mutant, restores ISC homeostasis in Wdr4- and Mettl1-depleted flies, establishing a conserved Wdr4/Mettl1-*let-7*-TOR-JNK axis that links miRNA modification to translational control and tissue integrity. Together, our findings uncover a previously unrecognized function of miRNA m⁷G methylation in regulating ribosome biogenesis and maintaining intestinal homeostasis.

## Synopsis

The Wdr4–Mettl1 complex controls m⁷G modification of let-7 to restrain TOR–JNK–dMyc signaling and maintain homeostatic ribosome biogenesis in intestinal stem cells. Loss of this leads to ISC overproliferation, misdifferentiation, and gut dysplasia.

- Wdr4 and Mettl1 act together to control m⁷G modification of let-7 in intestinal stem cells and maintain let-7 abundance.
- Loss of let-7 results in elevated TOR–JNK–dMyc signaling, which in turn increases ribosome biogenesis.
- Elevated ribosome biogenesis drives ISC overproliferation and misdifferentiation, resulting in gut dysplasia.
- Human WDR4 and METTL1 rescue these defects, indicating a conserved regulatory mechanism.

## Abstract (web summary)

The Wdr4–Mettl1 complex controls m⁷G modification of let-7 to restrain TOR–JNK–dMyc signaling and maintain homeostatic ribosome biogenesis in intestinal stem cells. Loss of this leads to ISC overproliferation, misdifferentiation, and gut dysplasia.

## Introduction

Gut homeostasis is vital for the health and longevity of all metazoans, relying on the maintenance and regeneration of gastrointestinal tissues by intestinal stem cells (ISCs). Disruption of ISC function—through aberrant proliferation or differentiation—can lead to disorders such as leaky gut syndrome and tumorigenesis. Recent studies emphasize that ribosome biogenesis and protein translation are tightly regulated processes essential for stem cell function and aging (Martínez Corrales et al, 2020; Tiku et al, 2017). However, how ribosome biogenesis is controlled in ISCs remains unclear.

The *Drosophila* intestine provides an ideal model to investigate these questions due to its well-characterized ISC lineage and powerful genetic tools. The adult fly gut consists of three main regions: the foregut, midgut, and hindgut (see Fig. 1D). The foregut contains the crop for food storage (Stoffolano and Haselton, 2013), while the midgut functions like the small intestine and partly like the stomach, performing digestion and absorption (Buchon et al, 2013). This tissue is grossly subdivided into the anterior midgut (AMG), the middle midgut (MMG), and the posterior midgut (PMG). The anterior midgut encompasses the proventriculus. This region opens into the acidic midgut, which contains acid-secreting copper cells that aid in food digestion (Dubreuil, 2004). The AMG includes the entry region of the gut, which connects to the acidic midgut. The acidic midgut contains specialized copper cells that secrete acid to help digest food (Buchon et al, 2013; Marianes and Spradling, 2013). Within the PMG, ISCs rapidly regenerate the epithelium through well-characterized mechanisms (Jiang et al, 2016). The PMG consists of five major cell types: ISCs, two immediate daughter cells [enteroblasts (EBs), and EE progenitors (pEEs)], and two differentiated cells [enterocytes (ECs), and enteroendocrine cells (EEs)]. With high Notch signaling, EBs differentiate into ECs, which undergo extensive growth and DNA endoreplication, constituting the majority of the midgut cell population (Micchelli and Perrimon, 2006); pEEs, with low Notch signaling, differentiate into EEs (Zeng and Hou, 2015). ECs secrete digestive enzymes and absorb nutrients, while EEs secrete gut hormones that regulate gut mobility and function in response to external stimuli and bacteria.

**Figure 1:**
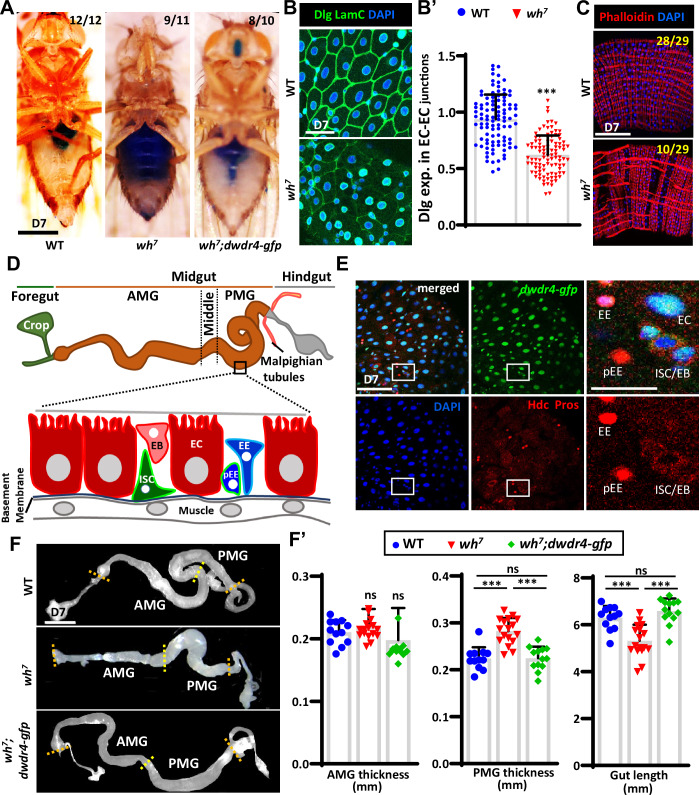
dWdr4 is expressed in the ISC lineage and its loss disrupts epithelial integrity and gut morphogenesis. (**A**) Smurf assay of wild-type (WT), *dwdr4* mutant (*wh*^*7*^) mutant flies with or without a genomic *dwdr4-gfp* transgene. The fraction of flies exhibiting the depicted smurf pattern is provided in each panel. (**B**) Dlg expression (green) at EC-EC junctions in control and *wh*^*7*^ mutant posterior midguts (PMGs). LamC (green) marks the nuclear envelope; DAPI (blue) labels nuclei. (**B’**) Quantification of the Dlg-to-LamC intensity ratio in WT (*N* = 24) and *wh*^*7*^ mutant (*N* = 20) (*n* = 100 cells) PMGs. Each dot represents a single cell. (**C**) F-actin organization in the PMG of the WT (*N* = 11) and *wh*^*7*^ mutant (*N* = 14) PMGs visualized by Phalloidin (red) and DAPI (blue). Percentages of gut sections displaying the shown pattern are indicated. (**D**) Schematic of the adult *Drosophila* gut, including foregut, midgut, and hindgut. The foregut includes the crop, which stores food ingested by the fly. The Malpighian tubules (analogous to the mammalian kidney) connect at the midgut-hindgut junction. The midgut is the main site of digestion and is divided into the anterior midgut (AMG), middle midgut (MMG), and posterior midgut (PMG). The adult midgut contains intestinal stem cells (ISC), which reside above the basement membrane (blue line), and give rise to EBs (absorptive EC precursors), pEEs (secretory EE precursors), ECs, and EEs. Muscle lies beneath the epithelium. (**E**) Flies carrying *dwdr4-gfp* (green) (*N* = 10) are widely expressed in the ISC lineage. ISCs/EBs/pEEs, marked by cytoplasmic Hdc (red); pEEs and EEs, marked by nuclear Prospero (Pros, red). DAPI, blue. Enlarged views of the boxed region are shown to the right. (**F**, **F’**) Brightfield images of dissected adult intestines showing the AMG and PMG in flies of the WT (*N* = 12), *wh*^*7*^ mutant (*N* = 17), and *wh*^*7*^ mutant with a genomic *dwdr4-gfp* transgene (*N* = 13). Each dot represents a single gut. The scale bar is 500 μm in (**A**, **F**), 50 μm in (**B**, **C**), and 50 μm for the low-magnification images and 25 μm for the enlarged views in (**E**). Dashed lines roughly define the region of AMG and PMG. Quantification (**F’**) shows the width of the AMG, PMG, and total gut length in the indicated genotypes. Error bars, mean ± SD. Statistical significance in (**B’**) was identified by the non-parametric Mann–Whitney test, and in (**F’**) by the unpaired Student’s *t* test. Statistically significant differences in (**B’**) were observed between WT and *wh*^*7*^ (***P = < 0.0001). (**F’**) AMG thickness did not differ between WT and *wh*^*7*^ (ns, not significant, *P* = 0.254) or WT and *wh*^*7*^*;dwdr4-gfp* (ns, *P* = 0.415). In contrast, PMG thickness differed significantly between WT and *wh*^*7*^ (***P = < 0.0001) and *wh*^*7*^ and *wh*^*7*^*;dwdr4*^*-*^*gfp* (***P = < 0.0001); with no difference between WT and *wh*^*7*^*;dwdr4-gfp* (ns, *P *= 0.957). Gut length showed significant reduction between WT and *wh*^*7*^ (***P = < 0.0001) and *wh*^*7*^ and *wh*^*7*^*;dwdr4-gfp* (***P = < 0.0001); with no difference between WT and *wh*^*7*^*;dwdr4-gfp* (ns, *P* = 0.183). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

WD repeat domain 4 (Wdr4) encodes a conserved protein with five WD40 domains involved in protein-protein interactions (Schapira et al, 2017; Wu et al, 2006). Wdr4 exerts a wide range of cellular functions, including DNA replication (via Flap endonuclease 1) (Cheng et al, 2016), protein degradation (via the CUL4 E3 ligase) (Wang et al, 2017), and m⁷G tRNA modification (with methyltransferase Mettl1) (Alexandrov et al, 2002). This modification is known to maintain the pluripotency of mouse embryonic stem cells and their differentiation into neural cells (Lin et al, 2018), as well as *Drosophila* spermatogenesis (Kaneko et al, 2024). Our prior work showed that *Drosophila* Wdr4 (dWdr4), previously known as Wuho (Wh), regulates germline stem cell proliferation with Mei-p26 (Rastegari et al, 2020). Interestingly, WDR4 has opposing roles in cancer; it promotes lung tumorigenesis (Regan et al, 2016), but correlates with improved survival in gastrointestinal cancers (Zeng et al, 2021), highlighting its critical role in the ISC and its lineage.

In this study, we show that dWdr4 cooperates with *Drosophila* Mettl1 (dMettl1) to maintain ribosome biogenesis in ISCs by mediating m⁷G modification of let-7 miRNA. Loss of this modification lowers *let-7* levels, activating TOR-JNK-dMyc signaling, which in turn elevates ribosome biogenesis, ISC overproliferation, and misdifferentiation, ultimately leading to gut dysplasia and a reduced lifespan. These findings reveal a novel mechanism by which Wdr4 safeguards ISC homeostasis and suggest a possible association with gastrointestinal cancer outcomes.

## Results

### dWdr4 maintains lifespan, locomotor activity, and intestinal function

Wdr4 is evolutionarily conserved, implicated in DNA replication, RNA modification, and protein degradation (Cheng et al, 2016; Lin et al, 2018; Wang et al, 2017), but its physiological roles remain unclear. We found that both male and female *dwdr4* mutant (*wh*^*7*^) flies exhibited shortened lifespans and impaired climbing activity, which were rescued by reintroducing a genomic *dwdr4-gfp* transgene (Fig. EV1A–D) (Wu et al, 2006), indicating that dWdr4 is essential for maintaining organismal health. Given the tight link between gut function and lifespan (Biteau et al, 2010; Hodge et al, 2022), and the observation that higher WDR4 levels are associated with better survival in gastrointestinal cancers (Appendix Fig. S1) (Zeng et al, 2021), we examined the role of dWdr4 in intestinal health.

To assess gut barrier integrity, we performed the Smurf assay, in which flies were fed a non-absorbable blue dye, and the distribution of the dye was assessed (Rera et al, 2011). In one-week-old control female flies, the dye remained confined to the gut, whereas ~80% of *dwdr4* mutant females, but not males (Appendix Fig. S2), showed systemic dye leakage. This defect was corrected by reintroducing a genomic *dwdr4-gfp* transgene. Consistently, levels of Discs large (Dlg), a septate junction protein essential for epithelial integrity (Tepass et al, 2001), were markedly reduced at EC-EC junctions in *dwdr4* mutant female intestines (Fig. 1B,B’). Additionally, phalloidin staining revealed disorganized, branched and discontinuous actin filaments in the visceral muscle layer surrounding the *dwdr4* mutant female intestine (*dwdr4* mutant: 34% of image sections: 0.6% of image sections (Fig. 1C), which likely impairs gut contraction (Min et al, 2017).

As the gut is essential for lipid uptake and transfer (Wit et al, 2022), we used Bodipy staining to assess lipid metabolism (Qiu and Simon, 2016). dwdr4 mutant intestines showed excessive lipid droplet accumulation (Fig. EV1E), similar to phenotypes from loss of the endocrine peptides Tachykinin (Tk) or *Drosophila* insulin-like peptide (Dilp3) in ECs, both regulated by the innate immune deficiency (IMD) pathway (Bolukbasi et al, 2017; Song et al, 2014). Consistently, RNA-seq revealed strong downregulation of *tk*, *TKR99D* (encoding TK receptor), *dilp3*, and multiple IMD pathway genes, along with many digestion-related genes, in one-week-old *dwdr4* mutant female intestines (Fig. EV1F; Appendix Table S1). These findings demonstrate that dWdr4 is essential for intestinal barrier integrity, visceral muscle organization, and gut endocrine signaling in females.

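RNA was taken from pools of 20 to 30 guts of females aged 7 days, from the wild-type strain yw (WT) and from wh7, a mutant allele of dwdr4. There were 2 libraries per genotype, each from its own pool. The reads were trimmed, aligned with HISAT2 and quantified with StringTie by the authors, who deposited whole-number counts for 17807 genes without normalization. The paper's text names no genome build for them and does not say whether the counting used the strand. The counts summed to 94150194 and 93603837 in WT replicates 1 and 2, and to 94559036 and 101610356 in wh7 replicates 1 and 2. The 10 genes with the most counts took 15.4% and 16.8% of the counts in the WT libraries and 13.8% and 13.0% in the wh7 libraries. The 10795 genes kept by edgeR's filterByExpr were scaled by TMM and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All normalized counts are given as mean ± SD of the 2 libraries. The mutated gene dwdr4 (listed as wuho, FBgn0029857) had 1400 ± 88 normalized counts in WT (SD, n = 2) and 2 ± 1 in wh7 (SD, n = 2). It was at least 453-fold lower in wh7, taking 3 counts as the floor (adjusted p = 0.021 from edgeR's quasi-likelihood test). Both wh7 libraries lay below both WT libraries. At an adjusted p under 0.05, 52 genes differed between the genotypes, 27 higher and 25 lower in wh7. At an unadjusted p under 0.05 there were 1570. Another test, DESeq2's Wald test, called 798 genes on the same counts. With 2 libraries against 2, an exact permutation test of one gene cannot give a two-sided p below 0.33, so the values of single genes rest on the spread that edgeR shares across genes. The WT libraries differed more from each other than the wh7 libraries did, with more than a 2-fold difference in 900 and 225 of the 8893 genes with at least 100 normalized counts on average. Against wh7 replicates 1 and 2, the number was 1112 and 937 for WT replicate 1, and 826 and 893 for WT replicate 2. By this measure the WT libraries were about as far from each other as from the wh7 libraries.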

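Tk (FBgn0037976, chromosome arm 3R), which encodes the peptide Tachykinin, had 11350 ± 532 normalized counts in WT (SD, n = 2) and 6657 ± 417 in wh7. Its log2 fold change was -0.77 (standard error 0.13, adjusted p = 0.117 from edgeR's quasi-likelihood test). It ranged from -0.83 to -0.71 when each library was left out in turn. The receptor gene TkR99D (FBgn0004622, 3R) fell from 632 ± 124 to 308 ± 19, a log2 fold change of -1.04 (standard error 0.22, adjusted p = 0.161 from edgeR's test). For dilp3 (listed as Ilp3, FBgn0044050, 3L) the normalized counts were 391 ± 39 in WT and 138 ± 96 in wh7. The log2 fold change of Ilp3 was -1.50 (standard error 0.56, adjusted p = 0.342 from edgeR's test), and it was -0.94 without wh7 replicate 1 and -2.48 without wh7 replicate 2. The genotypes overlapped in none of these 3 genes, which chance gives for 33.3% of genes, but Table S1, which lists them, was chosen on these libraries. For the log2 fold change of Tk, DESeq2's Wald test gave an adjusted p of 0.00414, and the adjusted p ranged from 0.000997 to 0.363 over the alternatives tried.
Of the immune genes of Appendix Table S1, PGRP-LB (FBgn0037906) had a log2 fold change of -1.26 (standard error 0.21, adjusted p = 0.108 from edgeR's test). PGRP-SD had 247 and 839 normalized counts in WT and 93 and 118 in wh7. Its log2 fold change of -2.37 (adjusted p = 0.232 from edgeR's test) became -1.24 without WT replicate 2. The lysozyme gene LysS had a log2 fold change of -8.29 (standard error 1.00, adjusted p = 0.0739 from edgeR's test), LysE one of -1.57 and LysB one of -0.73, and reads of these similar genes could have been split between them. LysC, a gene of the same family that was chosen after its values were seen, was higher, rising from 5949 ± 648 to 65105 ± 14077 normalized counts, a log2 fold change of 3.45 (standard error 0.23, adjusted p = 0.0318 from edgeR's test). LysD was at -0.49 and LysX at 0.13, and the genotypes overlapped for both. When each library was left out in turn, LysD ranged from -0.76 to -0.21 and LysX from -0.60 to 1.68. The antiviral gene vir-1 fell from 7619 ± 126 to 3821 ± 428 normalized counts, a log2 fold change of -1.0. LysP was removed by the count filter, with 2532 and 9 counts in WT and 4 and 4 in wh7. A list of 35 IMD pathway genes had 31 genes tested, 19 higher and 12 lower. PGRP-SD and PGRP-LB are in this list as well as in Table S1. The log2 fold changes of the list ranged from -2.37 for PGRP-SD to 3.16 for AttC. AttC had 14 and 62 normalized counts in WT and 132 and 544 in wh7. The genes were not split by their role in the pathway, so a median over them does not measure its activity. The median log2 fold change of the list was 0.06 (camera, adjusted p = 0.701; fry, adjusted p = 0.872), and it was 0.25 without WT replicate 2 and -0.07 without WT replicate 1. No gene of the list had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. From the lower tk, TKR99D, dilp3 and immune genes, beside its lipid staining, the paper concludes that dWdr4 is essential for gut endocrine signaling in females.

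**Figure D1:**
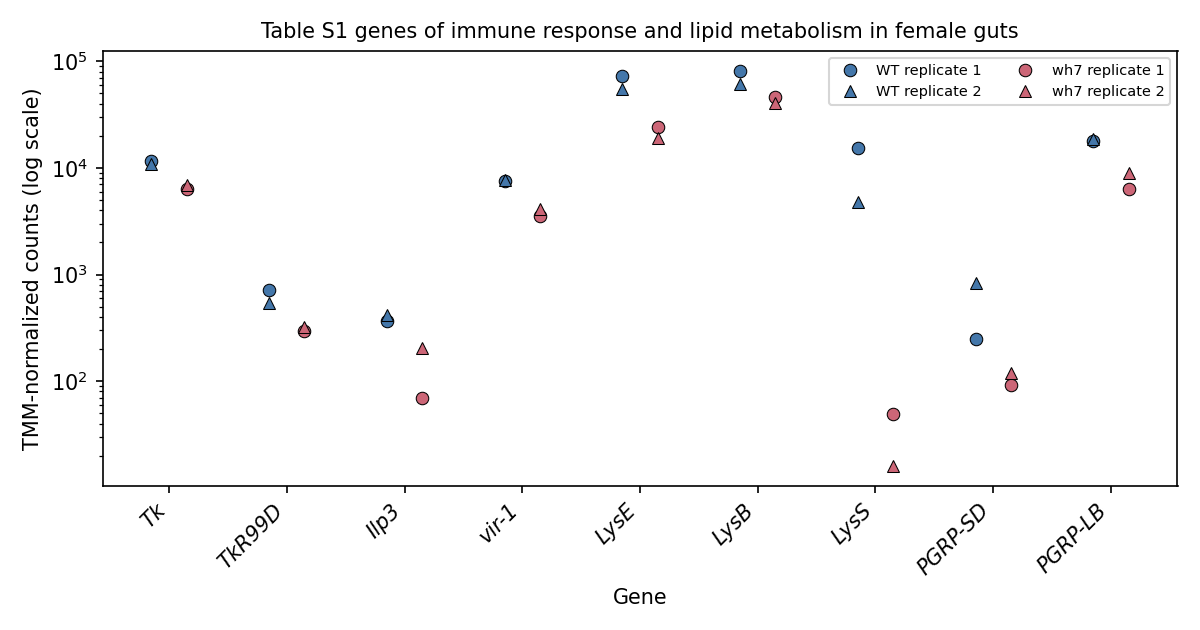
TMM-normalized counts (log scale) of 9 genes of Appendix Table S1 in each library, with WT in blue, wh7 in red, replicate 1 as circles and replicate 2 as triangles. For each gene both wh7 libraries lie below both WT libraries, with the WT libraries far apart for LysS and PGRP-SD.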

### dWdr4 is expressed in all intestinal cells and controls gut morphogenesis

We next examined dWdr4 expression in the ISC lineage using a genomic dwdr4-GFP transgene (Fig. 1D,E). Co-labeling with Headcase (Hdc, ISC/EB marker) (Resende et al, 2017), Prospero (Pros, pEE/EE marker) (Zeng and Hou, 2015), and nuclear size to identify ECs showed that dWdr4-GFP was broadly expressed in all intestinal cell types, including ISCs and EBs (Hdc⁺), pEEs (Pros⁺/Hdc⁺), EEs (Pros⁺), and ECs (Pros−/Hdc^−^ with large nuclei).

We proceeded to investigate the requirement of dWdr4 in the intestine. Strikingly, *dwdr4* mutant females, but not males (Appendix Fig. S3), displayed shorter intestines with thickened PMGs (Fig. 1F,F’), the region containing the most active ISCs and functionally analogous to the mammalian small intestine (Marianes and Spradling, 2013). In contrast, the AMG appeared unaffected. These morphological abnormalities were fully rescued by reintroducing a genomic *dwdr4-gfp* transgene (Fig. 1F,F’). The thickness of the MMG was not measured because of its small size and limited visibility in gross dissections. Together, these results demonstrate that loss of *dwdr4* specifically disrupts female gut morphogenesis in a region-dependent manner.

### dWdr4 regulates ISC proliferation and differentiation to preserve intestinal tissue integrity

To elucidate the role of dWdr4 in the ISC lineage, we analyzed ISCs and progenitor populations (EBs and pEEs) in the PMG using *esg-GAL4*-driven GFP (*esg>gfp*). In control PMGs, ISCs/progenitors were sparsely and evenly distributed (classified as “normal”). In contrast, *dwdr4* mutant PMGs exhibited varying degrees of ISC/progenitor expansion, categorized as “individual,” “intermediate,” or “strong” based on the extent of GFP^+^ cell accumulation (Fig. 2A,A’), with severe phenotypes often localized near the MMG region. Moreover, in mutants exhibiting “strong” or “intermediate” phenotypes, ISC/progenitor cells often formed clusters (Fig. 2B).

**Figure 2:**
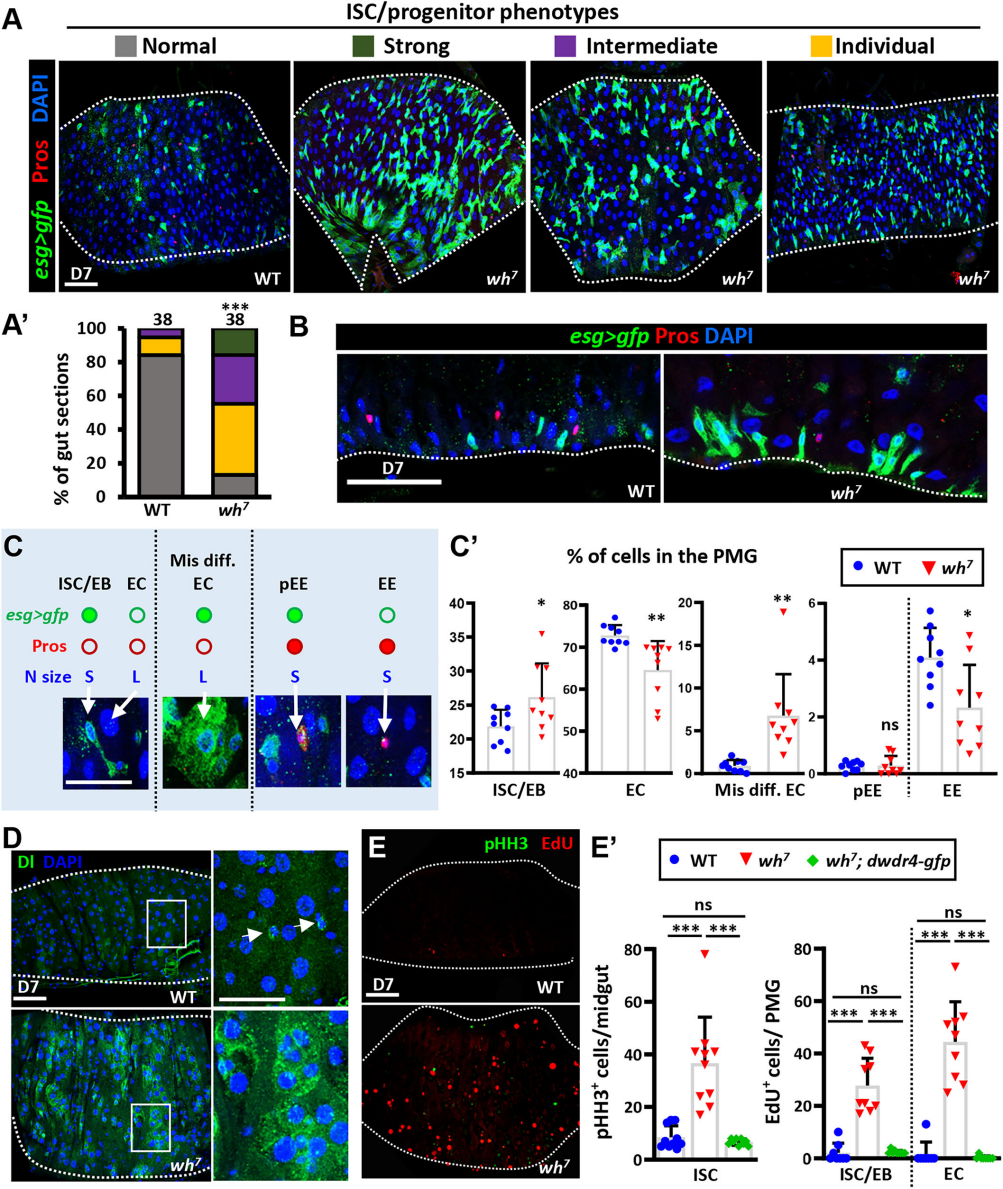
dWdr4 loss leads to gut dysplasia. (**A**) Posterior midguts (PMGs) from wild-type (WT) and *dwdr4* mutant (*wh*^*7*^) females expressing *esg>gfp* (green, ISCs, EBs, and pEEs), stained for Pros (red, pEEs and EEs) and DAPI (blue, nuclei). *esg>gfp*^*+*^ cell occupancy in WT and *wh*^*7*^ mutant (*N* = 9) PMGs is classified as “normal,” “strong,” “intermediate,” or “individual” based on the extent of GFP^+^ cell expansion. (**A’**) Quantification of PMG phenotypes, color-coded to match the images. The number of gut sections analyzed is shown above each bar. (**B**) Apical-basal optical sections of a “strong” *wh*^*7*^ mutant PMG show clustered ISCs/EBs (green) in contrast to the scattered distribution of ISCs/EBs in WT. (**C**) Summary of *esg>gfp* and Pros expression, along with nuclear size in the ISC lineage. Filled and open green or red circles indicate positive and negative expression of *esg* > *GFP* and Pros, respectively. Nuclear size is categorized as small (S) or large (L). Arrows indicate representative cell types. Mis diff. ECs, misdifferentiated ECs. DAPI, blue. (**C’**) Quantification of indicated cell types in WT and *wh*^*7*^ mutant PMGs. Each dot represents one PMG. (**D**) Dl expression (green, ISCs) in WT (*N* = 10) and *wh*^*7*^ mutant (*N* = 11) PMGs. DAPI, blue. Boxed regions are magnified at right. Arrows in the WT inset indicate representative Dl-positive ISCs. (**E**) WT and *wh*^*7*^ mutant PMGs labeled with PHH3 (green, mitosis marker) and EdU (red, DNA replication marker). (**E’**) Quantification of PHH3⁺ cells per midgut (left) and EdU⁺ ISCs/EBs or ECs per PMG (right) in the WT (*N* = 10), *wh*^*7*^ mutant (*N* = 10), and *wh*^*7*^ mutant with a genomic *dwdr4-gfp* transgene (*N* = 9). Each dot in (**C’**, **E’**) represents one midgut. The scale bar in (**A**, **D**, **E**) is 50 μm; enlarged views of (**C**, **D**) are shown at 25 μm. (**B**) The scale bar is 100 μm. White dashed lines in (**A**, **B**, **D**, **E**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (**A’**) were analyzed by Chi-square between WT and *wh*^*7*^ (***P = < 0.001), and in (**C’**) were identified by Welch’s *t* test, and (**E’**) by the non-parametric Mann–Whitney test. (**C’**) Significant differences were shown between WT and *wh*^*7*^ mutant in ISC/EB (***P = 0.039), EC (**P = 0.007), misdifferentiated EC (**P = 0.007), and EE (*P = 0.01) cell populations, whereas pEE showed no significant difference (ns, *P* = 0.913). (**E’**) The number of PHH3^+^ cells was significantly increased in *wh*^*7*^ compared with WT (***P = < 0.0001) and reduced in *wh*^*7*^*;dwdr4-gfp* compared with *wh*^*7*^ (***P = < 0.0001); with no significant difference between WT and *wh*^*7*^*;dwdr4-gfp* (ns, *P* = 0.8504). Similarly, EdU^+^ ISC/EB and EC cells showed significant differences between WT vs *wh*^*7*^ and between *wh*^*7*^ and *wh*^*7*^*;dwdr4-gfp* (***P = 0.0001); while no difference between WT and *wh*^*7*^*;dwdr4-gfp* (ns, *P* = 0.1765 for ISC/EB and *P* = 0.9999 for EC cells). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

To assess cell-type composition, we combined nuclear size with *esg>gfp* and Pros immunolabeling (Fig. 2C). We defined ISCs/EBs as GFP⁺ Pros⁻ with small nuclei; pEEs as GFP⁺ Pros⁺ with small nuclei; EEs as GFP⁻ Pros⁺ with small nuclei; and ECs as GFP⁻ Pros⁻ with large nuclei. *dwdr4* mutant PMGs showed a significant increase in ISCs/EBs and a modest decrease in ECs (Fig. 2C’). The proportion of pEEs was unchanged, and EEs, a minor cell population, were slightly reduced but not statistically significant (Fig. 2C’). Because pEEs represent a small and unaffected subset of the lineage, they were not further analyzed in this study.

We also identified ~7% of cells in *dwdr4* mutant PMGs resembling misdifferentiated ECs; these cells were located closer to the MMG, retained GFP expression, but exhibited irregular morphology and large nuclei characteristic of ECs (Fig. 2C,C’). These misdifferentiated ECs abberantly expressed ISC markers, including Notch ligand Delta (Dl) (Ohlstein and Spradling, 2007) and Hdc (Figs. 2D and  EV2A). Thus, the presence of Dl and Hdc in ECs reflects true misdifferentiation rather than GFP perdurance.

To determine whether the dysplastic phenotype in *dwdr4* mutant PMGs was due to increased ISC proliferation, we labeled intestines with phosphorylated Histone H3 (pHH3, a mitosis marker) and EdU (a DNA replication marker) (Fig. 2E,E’). Compared to controls, *dwdr4* mutant PMGs showed a ~fourfold increase in pHH3⁺ mitotic cells (*dwdr4* mutants: 36.6 ± 17 vs. control: 8.5 ± 5), consistent with increased ISC proliferation, as ISCs are the primary cell type known to undergo division. EdU incorporation further revealed a ~14-fold increase in replicating ISCs/EBs (*dwdr4* mutants: 36.6 ± 17, *n* = 10; control: 1.7 ± 4) and a ~40-fold increase in replicating ECs (*dwdr4* mutants: 40 ± 15; control: 1.3 ± 5), indicating both enhanced ISC activity and EC endoreplication. These phenotypes were fully rescued by introducing a genomic *dwdr4-gfp* transgene (Fig. 2E’). Together, these results demonstrate that dWdr4 is required to restrain ISC proliferation and ensure proper differentiation.

### dWdr4 cell autonomously controls ISC division and proper differentiation to support intestinal homeostasis and lifespan

To test whether dWdr4 directly regulates ISC division, we generated *dwdr4* mutant ISCs in the gut using the mosaic analysis with a repressible cell marker (MARCM) system (Wu and Luo, 2006). In this system, heat shock-induced Flippase (FLP) triggers recombination at FRT sites in a dividing ISC, producing one GFP⁺ daughter cell that is homozygous for the *dwdr4* mutation and one unlabeled homozygous wild-type twin. All non-recombined cells remain heterozygous (*dwdr4*/+), forming the background tissue. This setup allows direct comparison of homozygous mutant clones with heterozygous tissue within the same gut (Fig. 3A).

**Figure 3:**
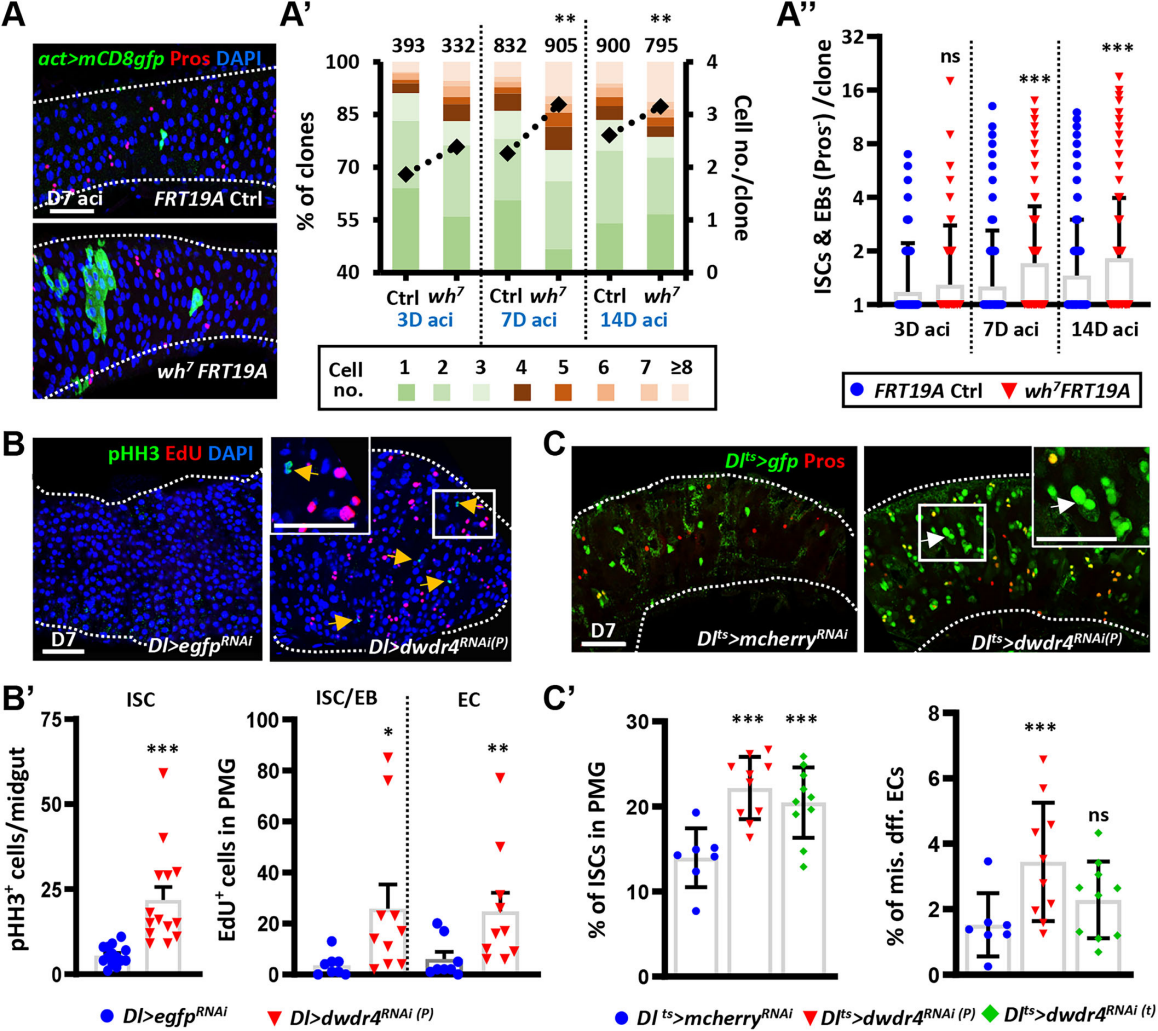
dWdr4 cell-autonomously controls ISC proliferation and differentiation. (**A**) Mosaic control (*FRT19A* ctrl) and *dwdr4* (*wh*^*7*^ *FRT19A*) heterozygous mutant posterior midguts (PMGs) at 7 days after clone induction (aci), labeled with GFP (green, mutant cells), Pros (red, pEEs or EEs), and DAPI (blue, DNA). (**A’**) Percentage of clones in *FRT19A* control (3D: *N* = 27, 7D: *N *= 30, 14D: *N* = 34) and *wh*^*7*^*FRT19A* heterozygous mutant posterior PMGs (3D: *N *= 29, 7D: *N* = 28, 14D: *N* = 28) bearing the indicated cell number (no.) at 3, 7, and 14 days aci. The right *Y* axis shows the average cell number per clone. (**A”**) Number of ISCs/EBs (Pros-negative cells with small nucleus) per clone in the indicated genotypes. (**B**) *Dl>dwdr4*^*RNAi(P)*^ PMG (*N* = 14) displays more PHH3^+^ (green, mitotic marker, indicated by arrows) and EdU^+^ cells (red, DNA replication marker), as compared to control (*Dl>egfp*^*RNAi*^) (*N* = 14). DAPI, Blue. (**B’**) Number of PHH3^+^ cells per midgut, and number of ISC/EB or ECs positive for EdU per PMG with indicated genotypes. (**C**) *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ (*N* = 10) PMG shows more ISCs (*Dl*^*ts*^*>gfp*, green) compared to *Dl*^*ts*^*>mcherry*^*RNAi*^ (*N* = 7) Pros, red, pEEs or EEs. (**C’**) Percentage of ISCs and misdifferentiated (mis. diff.) ECs (*Dl>gfp*-positive cells with big nuclei, indicated by white arrows) in PMGs with indicated genotypes. Insets show enlarged views of the boxed regions in (**B**, **C**). Each dot in (**A”**) represents one clone, and in (**B’**, **C’**) represents one midgut. The scale bar in (**A**, **B**, **C**) is 50 μm; enlarged views of (**B**, **C**) are shown at 25 μm. White dashed lines in (**A**, **B**, **C**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistical significance in (**A’**) was analyzed by Chi-square, and in (**A”**, **B’**, **C’**) by the non-parametric Mann–Whitney test. (**A’**) showed significant differences between *FRT19A* ctrl and *wh*^*7*^ *FRT19A* in ISC/EB cells after 7D aci (**P = < 0.0001), and 14D aci (***P = 0.006), whereas 3D aci showed no significant difference (ns, *P* = 0.12). (**A”**) Significant differences were shown between *FRT19A* ctrl and *wh*^*7*^ *FRT19A* in ISC/EB cells after 7D aci (***P = < 0.0001), and 14D aci (***P = 0.0006), whereas 3D aci showed no significant difference (ns, *P* = 0.6135). (**B’**) PHH3^+^ cells were significantly increased in *Dl>dwdr4*^*RNAi(P)*^ compared with *Dl>egfp*^*RNAi*^ (**P = < 0.0001); EdU^+^ ISC/EB (*P = 0.010) and EC cells (**P = 0.009) showed significant increase. (**C’**) % of ISCs in PMGs cells were significantly increased in *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ (***P = 0.0007) and *Dl*^*ts*^*>dwdr4*^*RNAi(t)*^ (***P = 0.0097) compared with *Dl*^*ts*^*>mcherry*^*RNAi*^, while the misdifferentiated ECs differed in *Dl*^*ts*^*>mcherry*^*RNAi*^ and *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ (**P = 0.0097) without any difference in *Dl*^*ts*^*>dwdr4*^*RNAi(t)*^ (ns, *P* = 0.474). *N*, number of midguts; *n*, number of ISCs or ISCs/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

We quantified clone numbers per gut and cells per clone at 3, 7, and 14 days after clone induction (aci). At 3 days aci, clone numbers were similar between control and *dwdr4* heterozygous intestines (Fig. EV2B), indicating that loss of a single *dwdr4* copy does not impair ISC division. Likewise, clone numbers in heterozygous guts remained stable from 3 to 14 days aci, suggesting that *dWdr4* is dispensable for ISC maintenance (Fig. EV2B). In contrast, homozygous *dwdr4* mutant clones expanded significantly over time (Fig. 3A’), containing more ISCs/EBs, identified by their small nuclei and absence of Pros (a pEE/EE marker) (Fig. 3A”). Notably, approximately 54-60% of clones in both control and *dwdr4* heterozygous guts consisted of a single cell, consistent with a previous report (Neophytou and Pitsouli, 2022). This likely reflects GFP labeling of an EB or pEE, the immediate daughter of a dividing ISC, after recombination. Together, these results demonstrate that dWdr4 controls ISC division in a cell-autonomous manner.

To further validate the function of dWdr4 in different intestinal cell types, we performed targeted knockdown using cell-type-specific drivers: *Dl-GAL4* (ISCs), *esg-GAL4* (ISCs/EBs), *Su(H)GBE-GAL4* (EBs), and *NP1-GAL4* (ECs). Knockdown with either *Dl-GAL4* or *esg-GAL4*, or with the addition of temperature control using GAL80^ts^ (*Dl*^*ts*^ or *esg*^*ts*^) to minimize developmental effects, produced similar phenotypes, including ISC overproliferation (Fig. 3B,B’), increased ISC numbers, and misdifferentiated ECs (Figs. 3C,C’ and  EV2C,D’). These misdifferentiated ECs expressed Dl (see Fig. 2D) and *Su(H)GBE-lacZ* (Fig. EV2B), an EB marker (Ohlstein and Spradling, 2007).

In contrast, *dwdr4* knockdown in EBs or ECs caused no obvious defects, except that EC-specific knockdown led to increased EC endoreplication (Fig. EV2E,F’). Given the similar severity of cellular defects observed with *Dl-GAL4* and *esg-GAL4* drivers, we used either driver, with or without GAL80^ts^-mediated temporal control, for subsequent analyses of dWdr4 function in ISC.

Notably, knocking down *dwdr4* in ISCs, or in visceral muscles, using *How-GAL4* (Jiang and Edgar, 2009), did not induce intestinal leakage (Fig. EV2G), suggesting that these phenotypes arise only when dWdr4 is lost throughout the entire intestinal epithelium. Furthermore, *esg*^*ts*^*>dwdr4*^*RNAi (P)*^ flies showed a modest reduction in lifespan compared to controls (Fig. EV2H), indicating that dWdr4 function in ISCs/EBs is essential for intestinal homeostasis and contributes to organismal longevity.

### dWdr4 regulates ribosome biogenesis in ISCs

Genes associated with a particular pathway are often coregulated/coexpressed due to the activity of shared upstream transcription factors. We used this notion of “guilt by association” [reference: PMID 16162296] to uncover the molecular pathways associated with dWdr4 function. We analyzed publicly available RNA-seq datasets in FlyBase and identified 3,886 genes whose expression correlated with that of *dwdr4* (Dataset EV1). To refine this list, we applied the Boruta R package to ensure predictive accuracy (Kursa and Rudnicki, 2010), which identified 166 genes (Dataset EV1). These genes were subsequently grouped into nine functional clusters (Fig. 4A; Dataset EV1). Notably, Cluster 7, containing components of the eukaryotic 43S and 48S preinitiation complexes and translation initiation factors, displayed the highest classifier importance, suggesting a strong link between dWdr4 and early steps of translational regulation. Additional Clusters (1, 2, 4, 5, and 6) were enriched for genes involved in rRNA processing, ribosome assembly, and translation initiation. In contrast, Cluster 9, related to protein hydroxylation and post-translational modification, may represent an indirect role of dWdr4. Notably, RNA-seq analysis revealed that several ribosomal genes were upregulated upon dWdr4 depletion (Appendix Table S2). Together, these results highlight a central role for dWdr4 in ribosome biogenesis and translational control.

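Appendix Table S2 lists 55 transcripts of 48 genes, and the counts analysed here are per gene. In the authors' own test many of these transcripts have an adjusted p under 0.05, those of mRpL49 and RpS3A among them. Counts per gene cannot test a change of single transcripts. Of the 48 genes, 47 were higher and 1 lower in wh7 female guts than in WT, with a median log2 fold change of 0.41. The values ranged from -0.11 for RpS3A to 0.61 for RpS26. For RpS26 the normalized counts were 43661 ± 2731 in WT (SD, n = 2) and 66599 ± 1405 in wh7, with a standard error of 0.14 and an adjusted p of 0.174 from edgeR's quasi-likelihood test. The genotypes did not overlap in 46 of the 48 genes, against 33.3% of genes by chance. Neither this count nor the number of higher genes is independent evidence, since the table was chosen on these libraries. None of the 48 reached an adjusted p under 0.05 from edgeR's test, and the smallest was 0.159, for RpL39. At an unadjusted p under 0.05 there were 34, and adjusted over the list alone there were 0. RpS14a and RpS14b, with log2 fold changes of 0.37 and 0.46, are near-identical genes whose reads could have been split. Over all 83 cytosolic ribosomal protein genes tested, those of Table S2 included, 81 were higher, and the median log2 fold change was 0.36. As a set they differed from the other genes by camera (adjusted p = 1.19e-14), while fry gave an adjusted p of 0.12. The median ranged from 0.29 to 0.44 when each library was left out in turn. Of the 72 mitochondrial ribosomal protein genes, 54 were lower, with a median log2 fold change of -0.18 (camera, adjusted p = 0.135; fry, adjusted p = 0.844). Without WT replicate 1 that median was 0.17. The mitochondrial genes listed in Table S2, mRpL49 and mRpL27, had log2 fold changes of 0.06 and 0.41. That of mRpL49 was -0.03 without WT replicate 2 and -0.01 without wh7 replicate 1. That of mRpL27 ranged from 0.27 to 0.57 when each library was left out in turn. RpS3A was at 0.01 without WT replicate 1.

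**Figure D2:**
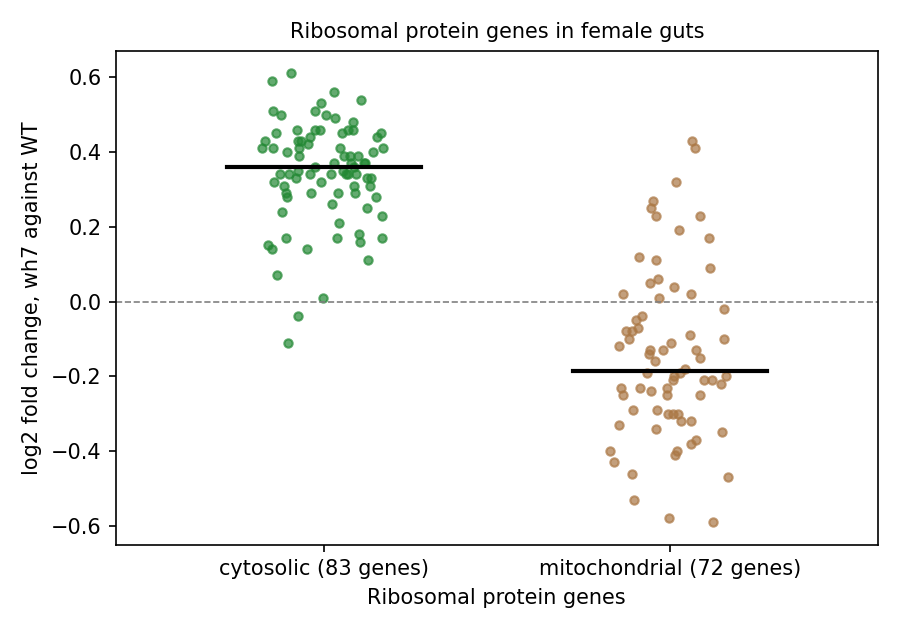
Log2 fold change between wh7 and WT female guts for each tested cytosolic (83) and mitochondrial (72) ribosomal protein gene. Points are genes and black bars are medians, at 0.36 and -0.18.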

**Figure 4:**
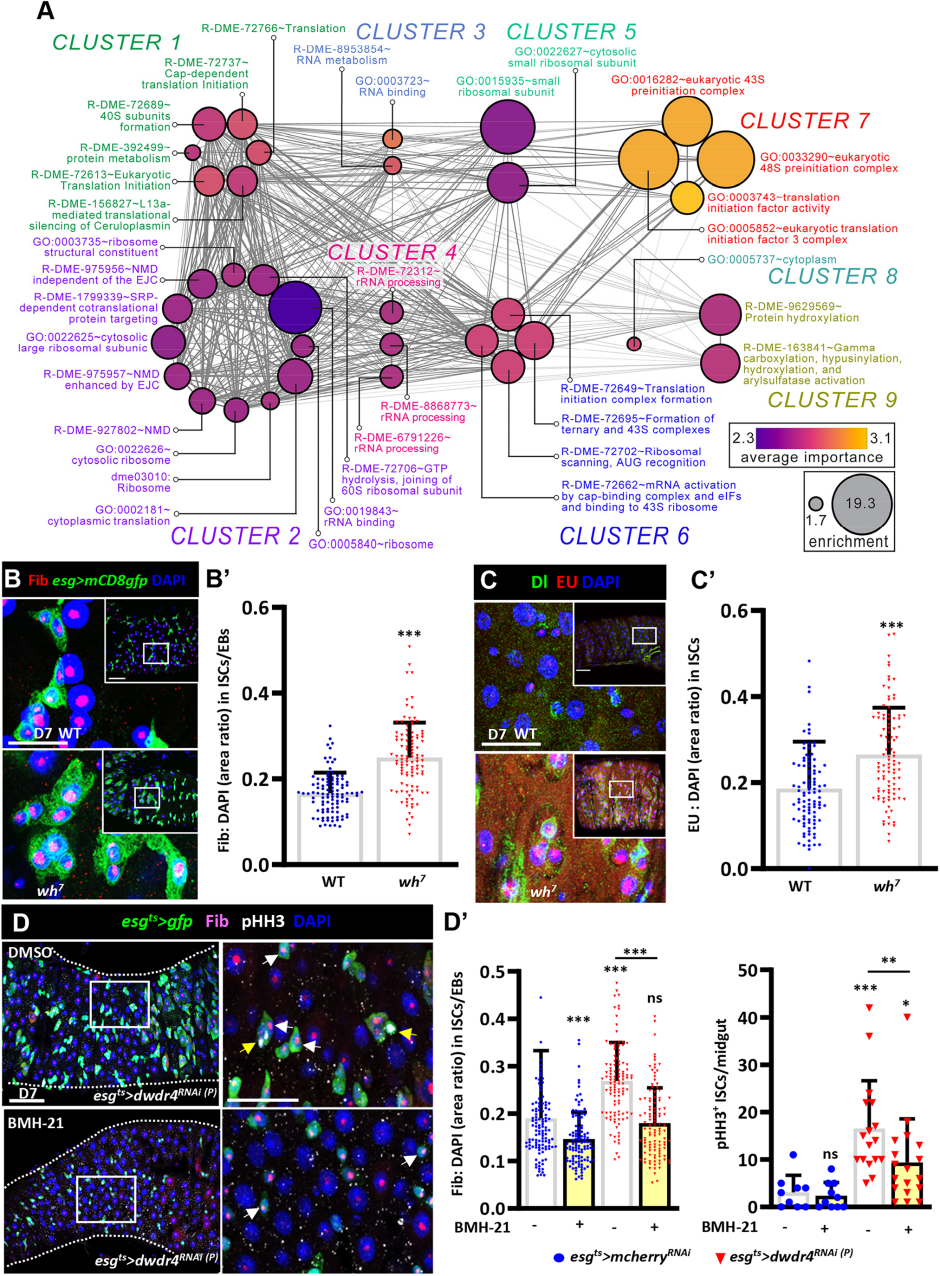
dWdr4 depletion increases ribosome biogenesis in the intestine. (**A**) A total of 166 genes that were predictive of *dwdr4* expression belonged to functional categories represented by nodes of the network. Each node represents a GO term or pathway, with node size indicating enrichment significance (larger circles = higher enrichment) and color representing average importance (purple to orange scale; see legend). Edges represent shared genes or functional overlap between nodes. Clusters are labeled and color-coded by dominant biological themes, including translation initiation (Clusters 1 and 7), RNA processing and metabolism (Clusters 3 and 4), ribosomal subunit assembly (Cluster 5), and mRNA surveillance or decay (Clusters 2 and 6). (**B**) Wild-type (WT) (*N* = 16) and *dwdr4* mutant (*wh*^*7*^) mutant (*N* = 19) (*n* = 102 ISC/EB cells) posterior midguts (PMGs) carrying *esg>mCD8gfp* (green, ISCs/EBs), stained for Fibrillarin (Fib) (red, nucleoli) and DAPI (blue, nuclei). (**B’**) Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in GFP-positive cells with small nuclei in the indicated genotypes. (**C**) *wh*^*7*^ mutant PMG labeled with ethylene uridine (EU) (red, nascent RNA transcripts), Dl (green, ISCs), and DAPI (blue). The image shown in this fig. was obtained from the same experimental sample as Fig. 2D. (**C’**) Quantification of the EU to nuclear (DAPI) area ratio in GFP-positive cells with small nuclei from WT (*N* = 11) and *wh*^*7*^ mutant (*N* = 10) (*n* = 100 ISC cells) PMGs. (**D**) *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ PMGs bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs) with DMSO or BMH-21 treatment (ribosome biogenesis inhibitor), and stained for PHH3 (gray, mitosis marker), and Fibrillarin (Fib) (magenta, nucleoli) and DAPI (blue). Yellow arrows indicate representative PHH3^+^ cells, and white arrows indicate representative ISCs with Fib labels. (**D’**) Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in GFP-positive cells with small nuclei and of PHH3^+^ ISCs per midgut and in the *esg*^*ts>*^*dwdr4*^*RNAi(P)*^ (DMSO: *N* = 17, BMH-21: *N* = 18) and *esg*^*ts*^*>mcherry*^*RNAi*^ flies (DMSO: *N* = 9, BMH-21: *N* = 10) (*n* = 111 ISC/EB cells) with and without BMH-21 treatment. Yellow arrows in D indicate representative PHH3^+^ ISCs, and white arrows mark representative ISC/EB nucleoli. Enlarged views of the boxed regions are shown in (**B**, **C**, insets) and to the right in (**D**). Each dot in (**B’**, **C’**, **D’**, left graph) represents a single ISC or ISC/EB, and each dot in (**D’**, right graph) represents one midgut. The low magnification and enlarged views of (**B**, **C**) are shown at 50 and 25 μm, and in (**D**) are 50 μm. White dashed lines in (**D**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (**B’**, **C’**, **D’**) were identified by a non-parametric Mann–Whitney *U* test. The nucleolar size was significantly increased in *wh*^*7*^ compared with WT in (**B’**, **C’**) (***P = 0.0001). (**D’**, left graph) Nucleolar size differed with and without BMH-21 in *esg*^*ts*^*>mcherry*^*RNAi*^ (***P = 0.0003), and in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without BMH-21 (***P = < 0.0001). No difference was observed between *esg*^*ts*^*>mcherry*^*RNAi*^ and *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ upon BMH-21 treatment (ns, *P* = 0.8117), whereas a significant difference was detected without BMH-21 (***P = < 0.0001). (**D’**, right graph) pHH3^+^ cells were unchanged by BMH-21 in *esg*^*ts*^*>mcherry*^*RNAi*^ (ns, *P* = 0.7601), but differed significantly between *esg*^*ts*^*>mcherry*^*RNAi*^ and *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with (*P = 0.013) and without BMH-21 (***P = < 0.0001); a difference was seen in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ between with and without BMH-21 treatment (**P = 0.0075). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

We next examined ribosome biogenesis by labeling Fibrillarin to mark nucleoli (Fomproix et al, 1998). Since ribosome biogenesis occurs in the nucleolus, nucleolar size is widely used as a proxy for ribosome biogenesis activity (Ma et al, 2016). In *dwdr4* mutant PMGs, the nucleolar-to-nuclear area ratio in ISCs increased by ~1.5-fold compared to controls (mutant: 0.25 ± 0.08 vs control: 0.17 ± 0.05) (Fig. 4B,B’). Consistently, *dwdr4* mutant ISCs and their derived EBs, generated by FLP-mediated recombination and marked by GFP, also exhibited larger nucleoli relative to controls (Fig. EV3A,A’). To directly assess ribosome RNA (rRNA) synthesis (Dvořáčková and Fajkus, 2023; Mikhaleva et al, 2019), we performed a 5-ethynyl uridine (EU) incorporation assay. EU signals were significantly stronger and EU-labeled nucleoli appeared larger in ISCs from *dwdr4* mutant PMGs than in controls (Fig. 4C,C’).

To test whether increased ribosome biogenesis contributes to the gut hyperplasia observed upon dWdr4 depletion, we treated flies with BMH-21, a small molecule widely used in cultured cells, flies, and mice to suppress rRNA transcription by inhibiting RNA polymerase I (Cho et al, 2025; Gui et al, 2023). Both control and dWdr4-depleted flies treated with 5 μM BMH-21 for 3 days showed a reduced nucleolar-to-nuclear area ratio in ISCs/EBs (Fig. 4D,D’), indicating suppression of ribosome biogenesis. Furthermore, ISC overexpression and ISC/EB expansion were markedly reduced in dWdr4-depleted flies upon BMH-21 treatment (Fig. 4D,D”). These results identify dWdr4 as a key regulator of ribosome biogenesis in ISCs, with its loss triggering elevated ribosome biogenesis, ISC overproliferation, and ISC/EB expansion.

### dWdr4 regulates ribosome biogenesis through TOR signaling and dMyc

Both Target of Rapamycin (TOR) and c-Myc are key master regulators of ribosome biogenesis (Chaillou et al, 2014); TOR regulates the translation of ribosomal proteins, while c-Myc activates the transcription of multiple ribosomal protein genes. We first examined TOR signaling in the PMGs bearing *dwdr4*-knockdown ISCs by tracking the expression of phosphorylated Eukaryotic initiation factor 4E-binding protein (p4EBP), a downstream effector of TOR signaling (Miron et al, 2003). p4EBP expression was dramatically increased in *dwdr4*-knockdown ISCs compared to controls (Fig. 5A,A’). Depletion of TOR in *dwdr4*-knockdown ISCs suppressed ISC overproliferation, whereas TOR depletion alone did not affect ISC proliferation (Fig. 5B,B’). Consistently, treating *dwdr4* mutant flies or flies bearing *dwdr4* knockdown ISCs with rapamycin, a TOR inhibitor (Lamming, 2016), suppressed ISC proliferation, reduced ISC/EB clustering, and decreased nucleolar enlargement in ISCs/EBs (Figs. 5C,D’ and EV3B,B’). These results indicate that TOR activation contributes to elevated ribosome biogenesis and ISC overproliferation upon dWdr4 depletion.

**Figure 5:**
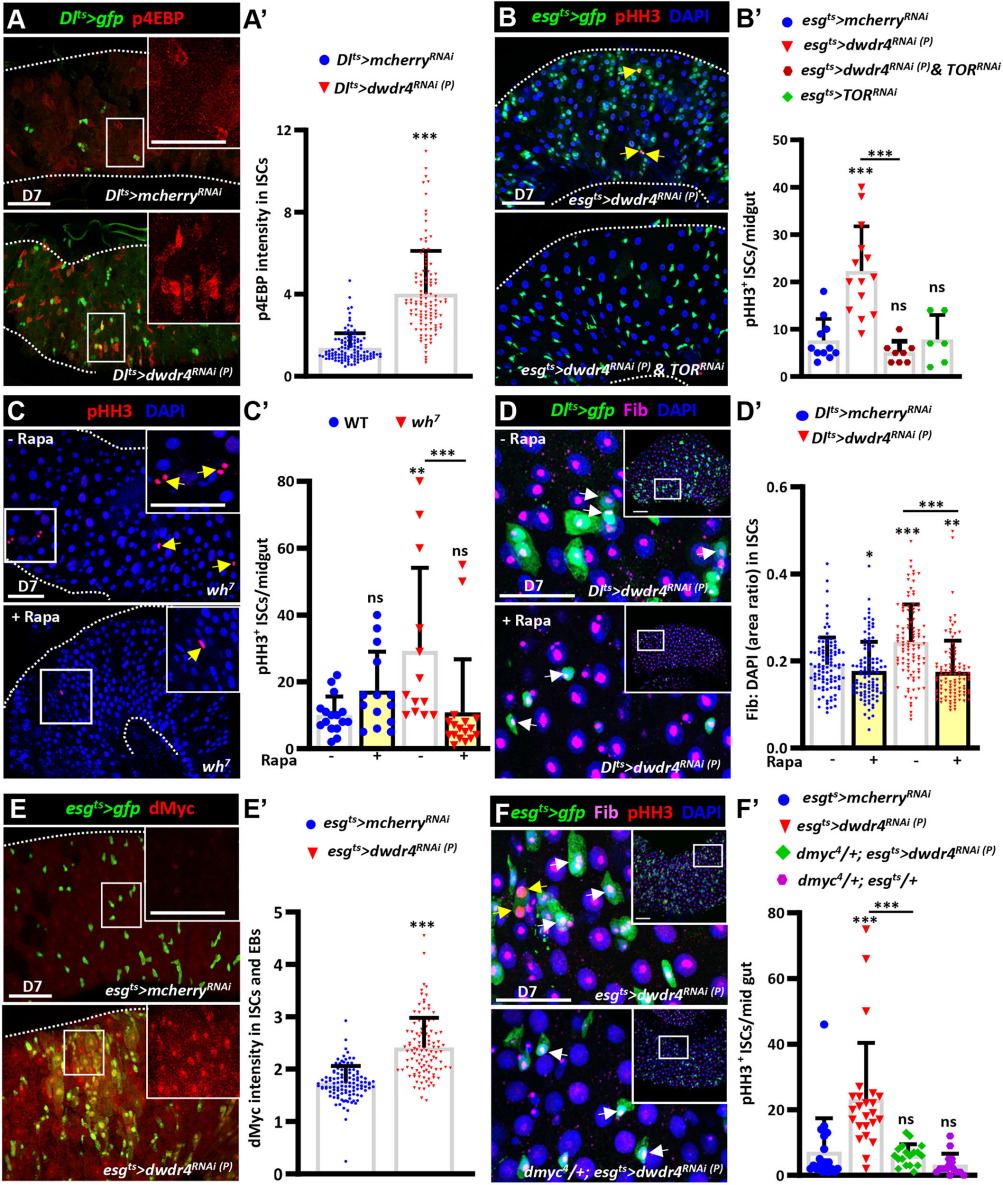
dWdr4 regulates ribosome biogenesis in ISCs via the TOR and dMyc. (**A**) Posterior midguts (PMGs) from control (*Dl*^*ts*^*>mcherry*^*RNAi*^) and dWdr4-depleted females bearing *Dl*^*ts*^*>gfp* (green, ISCs), stained for p4EBP (red, TOR signaling reporter) and DAPI (blue, nuclei). (**A’**) Quantification of average p4EBP intensity in ISCs in the *Dl*^*ts*^*>mcherry*^*RNAi*^ and *Dl*^*ts*^*>dwdr4*^*RNAi(p)*^ (*N *= 10, *n* = 110 ISC cells). (**B**) PMGs from the indicated genotypes bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs), stained for PHH3 (red, mitotic maker) and DAPI (blue). (**B’**) Quantification of PHH3^+^ ISCs per midgut in the *esg*^*ts*^***>****mcherry*^*RNAi(P)*^ (*N* = 11), *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ (*N* = 14), *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with *TOR*^*RNAi*^ (*N* = 8) and *TOR*^*RNAi*^ alone (*N* = 6) flies. (**C**) *dwdr4* mutant (*wh*^*7*^*)* PMGs with or without rapamycin treatment, stained for PHH3 (red, mitotic marker) and DAPI (blue). (**C’**) Quantification of PHH3^+^ ISCs per midgut in the *wh*^*7*^ mutant (dH_2_O: *N* = 13; Rapa: *N* = 17) and WT flies (dH_2_O: *N* = 16; Rapa: *N* = 14). (**D**) *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ PMGs bearing *Dl*^*ts*^*>gfp* (green, ISCs) with or without rapa treatment, stained for Fibrillarin (Fib; magenta, nucleoli) and DAPI (blue). (**D’**) Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in ISCs from *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ (dH_2_O: *N* = 12; Rapa: *N* = 16) and *esg*^*ts*^*>mcherry*^*RNAi*^ flies (dH_2_O: *N* = 16, Rapa: *N* = 14) (*n* = 101 ISC/EB cells). (**E**) Control (*N* = 18) and *esg*^*ts*^*>dwdr4*^*RNAi (P)*^ (*N* = 17) (*n* = 110 ISC/EB cells) PMGs bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs), stained for dMyc (red, ribosome biogenesis regulator). (**E’**) Quantification of average dMyc intensity in ISCs/EBs in the indicated genotypes. (**F**) *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ PMGs with or without a copy of the *dmyc*^*4*^ mutant allele bearing *esg*^*ts*^*>gfp* (green), Fib (magenta), PHH3 (red), and DAPI (blue). (**F’**) Quantification of PHH3^+^ ISCs per midgut in the *esg*^*ts*^*>mcherry*^*RNAi(P)*^ (*N* = 20)*, esg*^*ts*^*>dwdr4*^*RNAi(P)*^ (*N* = 24), *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with *dmyc*^*4*^ (*N* = 18) and *dmyc*^*4*^ mutant alone (*N* = 15). Yellow arrows in (**B**, **C**, **F**) indicate representative PHH3^+^ ISCs, and white arrows in (**D**, **F**) indicate representative ISC nucleoli. Insets in (**A**, **C**, **E**) show enlargements of boxed regions*;* (**D**, **F**) show enlargements of boxed regions within insets. Each dot in (**A’**, **D’**, **E’**) represents a single ISC or ISC/EB, and in (**B’**, **C’**, **F’**) represents one midgut. The scale bars of (**A**, **C**–**F**) are shown at 50 μm (overview) and 25 μm (enlarged views); in (**B**), it is 50 μm. White dashed lines in (**A**, **B**, **C**, **E**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistical analysis (**A’**, **B’**, **C’**, **D’**, **E’**, **F’**) was performed using the non-parametric Mann–Whitney *U* test. (**A’**) The p4EBP levels were increased in *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *Dl*^*ts*^*>mcherry*^*RNAi*^ (***P = < 0.0001). (**B’**) PHH3^+^ cells, differed between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *TOR*^*RNAi*^ (***P = < 0.0001) but not with *TOR*^*RNAi*^ (ns, *P *= 0.220); whereas *TOR*^*RNAi*^ alone had no effec^*ts*^ (ns, *P* = 0.903). (**C’**) PHH3^+^ cells were unchanged by rapamycin in WT (ns, *P* = 0.08), but differed between WT and *wh*^*7*^ with (ns, *P *= 0.06) and without rapamycin (**P = 0^.^0019); in *wh*^*7*^, rapamycin significantly reduced PHH3^+^ cells (***P = < 0.0001). In D’ nucleolar size differed in *Dl*^*ts*^*>mcherry*^*RNAi*^ and *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without rapamycin (*P = 0.04 and ***P = < 0.0001), with a modest difference between the genotypes upon rapamycin (**P = 0.005), whereas a significant difference was observed without rapamycin (***P = < 0.0001). (**E’**) The dMyc levels were increased in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi*^ (***P = < 0.0001). (**F’**) PHH3^+^ cells, there were differences in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *dmyc*^*4*^ (***P = < 0.0001) but not with *dmyc*^*4*^ (ns, *P* = 0.228); whereas *dmyc*^*4*^ alone had no effects (ns, *P* = 0.127). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

We next asked whether dWdr4 depletion also promotes ribosome biogenesis through c-Myc. *Drosophila* c-Myc (dMyc) expression was strongly elevated throughout the ISC lineage (Fig. 5E,E’). Furthermore, decreasing dMyc expression in *esg*^*ts*^*>dwdr4*^*RNAi*^ flies by removing a copy of *dmyc* suppressed both ISC overexpression and nucleolar enlargement in ISCs/EBs, whereas reducing dMyc alone had no effect (Figs. 5F,F’ and EV3C,C’). These results indicate that elevated ribosome biogenesis upon dWdr4 depletion requires dMyc. Together, our data demonstrate that loss of dWdr4 promotes ribosome biogenesis via both TOR signaling and dMyc activation.

### Elevated ribosome biogenesis caused by dWdr4 depletion drives gut aging via JNK signaling activation

dWdr4-deficient guts exhibit features resembling aged or damaged intestines, including ISC hyperproliferation, ISC/EB expansion, and EC misdifferentiation (Biteau et al, 2008). These features are commonly linked to age-dependent oxidative stress and Jun N-terminal kinase (JNK) signaling (Herrera and Bach, 2021). In *dwdr4*-deficient ISCs, both TOR signaling and dMyc are upregulated, pathways known to elevate cellular ROS levels (Bonawitz et al, 2007; Vafa et al, 2002). 

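In the guts of wh7 and WT females, all 10 genes of Appendix Table S3 had a higher mean in wh7, with log2 fold changes between 1.19 and 3.57. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1 was higher. At an unadjusted p under 0.05, 7 were higher. Adjusted over the list alone, 6 were higher, which is not independent evidence, since the table was chosen on these libraries. The genotypes did not overlap in 8 of the 10 genes, against 33.3% of genes by chance, the exceptions being GstD8 and Cyp4g1, and the same holds for this count. The glutathione transferase gene GstD2 (FBgn0010038, chromosome arm 3R) rose from 805 ± 299 normalized counts (SD, n = 2) to 9588 ± 30, a log2 fold change of 3.57 (standard error 0.32, adjusted p = 0.048 from edgeR's test). For the log2 fold change of GstD2, the adjusted p was 0.0586 without a filter on low counts, and it ranged from 6.72e-25 to 0.0945 over the alternatives tried. GstD1 rose from 35182 ± 5278 to 119234 ± 10383 (adjusted p = 0.0627 from edgeR's test), a log2 fold change of 1.76. GstD4, GstD6, GstD7 and GstE7 had log2 fold changes of 2.06, 2.86, 1.78 and 2.17. GstD4 was at 3.53 without WT replicate 1 and at 1.35 without WT replicate 2. GstD8 had one of 1.19, which was 0.50 without wh7 replicate 2 and 2.29 without WT replicate 1. The GstD genes lie in one cluster of similar genes, between which reads could have been split. Of the genes producing reactive oxygen species, Cyp309a1 had a log2 fold change of 1.81 (standard error 0.28, adjusted p = 0.102 from edgeR's test). Duox had one of 1.25, which was 0.79 without WT replicate 2 and 1.91 without WT replicate 1. Cyp4g1 had 903 and 2333 normalized counts in WT and 2061 and 15645 in wh7. Its log2 fold change of 2.45 (standard error 1.09, adjusted p = 0.419 from edgeR's test) became 0.35 without wh7 replicate 2.

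**Figure D3:**
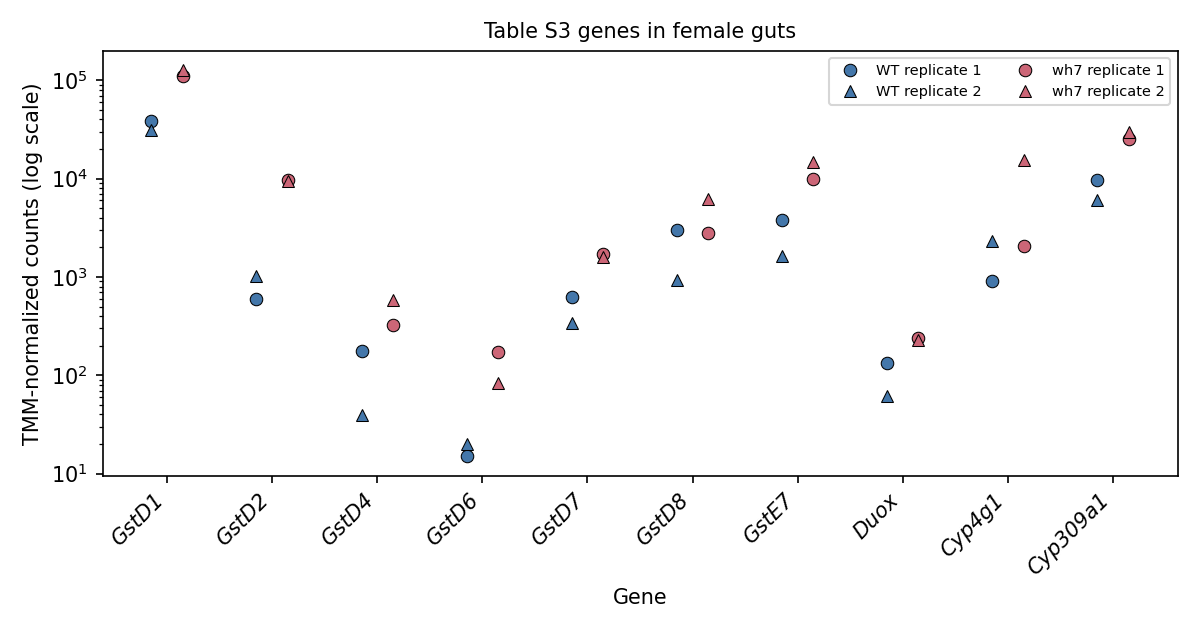
TMM-normalized counts (log scale) of the 10 genes of Appendix Table S3 in each library, with WT in blue, wh7 in red, replicate 1 as circles and replicate 2 as triangles. The genotypes overlap for GstD8 and Cyp4g1.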

Consistently, *RNA*-seq analysis revealed significant upregulation of genes involved in redox activity and oxidative stress response in *dwdr4* mutant guts (Fig. EV4A; Appendix Table S3). Direct detection of ROS, by dihydroethidium (DHE) staining (Owusu-Ansah et al, 2008), confirmed markedly elevated ROS levels in *dwdr4* mutant PMGs (Fig. EV4B,B’). As expected, JNK signaling activity, monitored by phosphorylated JNK (pJNK) (Cordero et al, 2012) and the *puc-lacZ* reporter (Martín-Blanco et al, 1998), was significantly increased in *dwdr4* mutant PMGs (Figs. 6A,A’ and EV4C).

**Figure 6:**
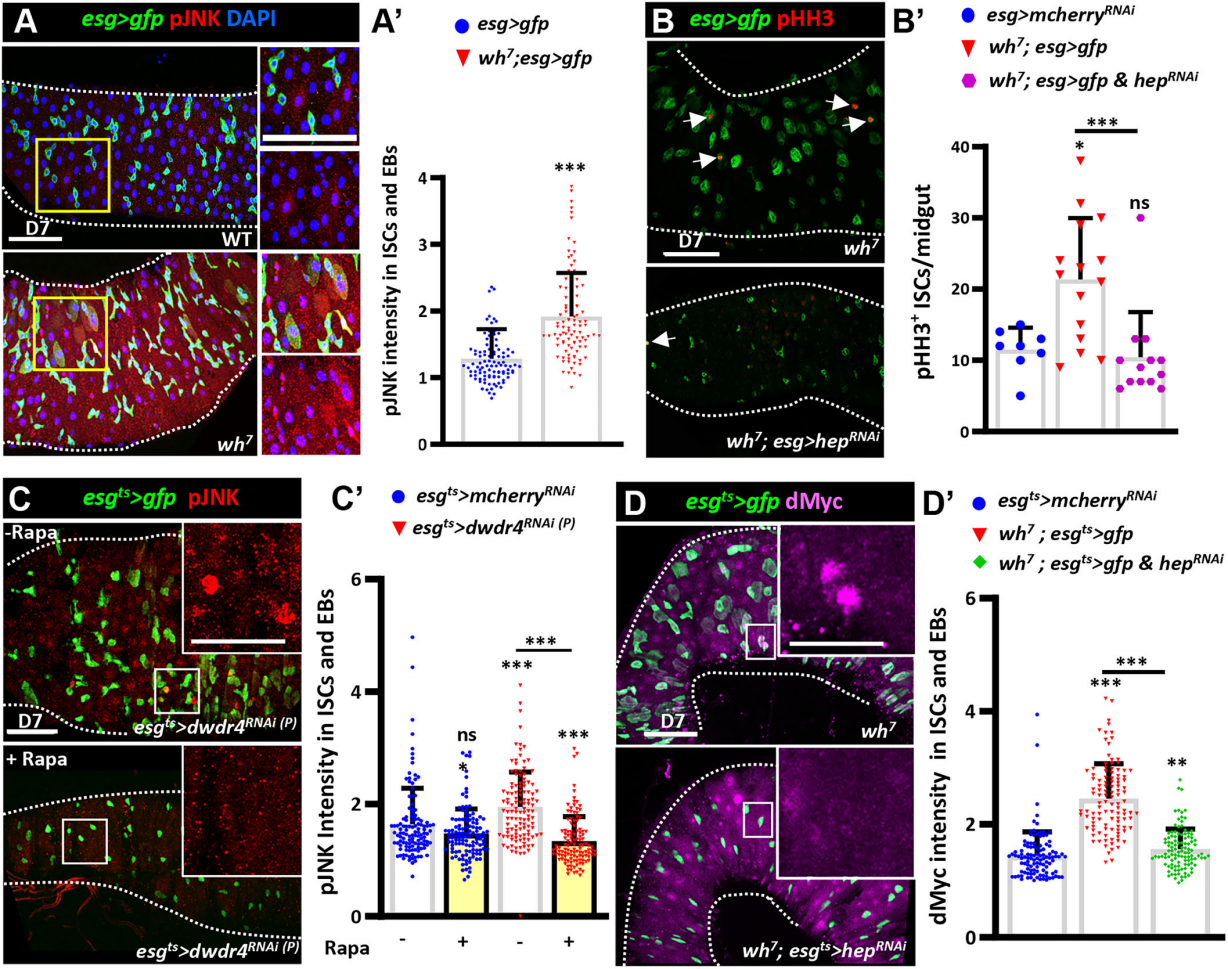
dWdr4 loss causes ISC overproliferation and misdifferentiation via the TOR-JNK-dMyc regulatory axis. (**A**) Posterior midguts (PMGs) from wild-type (WT) (*N* = 8) and *dwdr4* (*wh*^*7*^) mutant (*N *= 12) (*n *= 100 ISC/EB cells) females bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs), stained for pJNK (red, JNK signaling reporter) and DAPI (blue, nuclei). (**A’**) Quantification of average pJNK intensity in ISCs/EBs of the indicated genotypes. (**B**) PMGs from *wh*^*7*^ mutant bearing *esg>gfp* (green, ISCs/EBs) with or without Hep depletion, stained for PHH3 (red, mitotic marker). Arrows indicate representative PHH3^+^ ISCs. (**B’**) Quantification of PHH3^+^ ISCs per midgut in *esg>mcherry*^*RNAi(P)*^ (*N* = 8), *wh*^*7*^ mutant with *esg>gfp* (*N* = 15), and *wh*^*7*^ mutant with *esg>gfp* and *hep*^*RNAi*^ (*N* = 13). (**C**) *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ PMGs bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs) with or without rapamycin (rapa) treatment, stained for pJNK (red). (**C’**) Quantification of average pJNK intensity in ISCs/EBs from *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ (dH_2_O: *N* = 25, Rapa: *N* = 30) and *esg*^*ts*^*>mcherry*^*RNAi*^ flies (dH_2_O: *N* = 22, Rapa: *N* = 15) (*n* = 120 ISC/EB cells). (**D**) PMGs from *wh*^*7*^ mutant bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs) with or without Hep depletion, stained for dMyc (magenta, ribosome biogenesis regulator) and DAPI (blue). (**D’**) Quantification of average dMyc intensity in the *esg*^*ts*^*>mcherry*^*RNAi(P)*^ (*N* = 11), *wh*^*7*^ mutant with *esg*^*ts*^*>gfp* (*N* = 14), and *wh*^*7*^ mutant with *esg*^*ts*^*>gfp* and *hep*^*RNAi*^ (*N* = 28) (*n* = 110 ISC/EB cells) flies. Insets in (**A**, **C**, **D**) show enlarged views of the boxed regions with the indicated channels in each panel. Each dot in (**A’**, **C’**, **D’**) represents a single ISC or EB, and each dot in (**B’**) represents one midgut. Scale bars in (**A**–**D**) are 50 μm (overview) and enlarged views in (**A**, **C**, **D**) are 25 μm. White dashed lines in (**A**–**D**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences were identified in (**A’**–**D’**) by a non-parametric Mann–Whitney *U* test. (**A’**) The pJNK intensity was increased in *wh*^*7*^ compared to WT (***P = 0.001). (**B’**) PHH3^+^ cells, numbers were increased in *wh*^*7*^ compared to WT without *hep*^*RNAi*^ (*P = 0.01) but not with *hep*^*RNAi*^ (ns, *P* = 0.12); *hep* depletion significantly reduced PHH3^+^ cells in *wh*^*7*^ (***P = 0.0004*)*. (**C’**) pJNK intensity was unchanged by rapamycin in *esg*^*ts*^*>mcherry*^*RNAi(P)*^ (ns, *P* = 0.07), but differed between *esg*^*ts*^*>mcherry*^*RNAi(P)*^ and *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without rapamycin (***P = < 0.0001); in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^, rapamycin significantly reduced pJNK intensity (***P = 0.001). (**D’**) dmyc levels were increased in *wh*^*7*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *hep*^*RNAi*^ (***P = < 0.0001) and with *hep*^*RNAi*^ (**P = 0.002); dmyc levels differed significantly between *wh*^*7*^ with and without *hep*^*RNAi*^ (***P = 0.0001). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

Overexpression of Catalase, an antioxidant enzyme (Ighodaro and Akinloye, 2018), in ISCs/EBs suppressed both elevated pJNK expression, ISC proliferation, and ISC/EB expansion caused by dWdr4 depletion (Fig. EV4D,E’). To test whether JNK activation contributes to those phenotypes, we knocked down *hemipterous* [*hep*, encoding the JNK kinase (Herrera and Bach, 2021)] in ISCs/EBs of *dwdr4* mutant guts. Hep knockdown suppressed ISC expansion, overproliferation, and EC misdifferentiation in *dwdr4* mutant guts (Fig. 6B,B’), indicating that JNK signaling is a key downstream effector of dWdr4 loss. Together, these findings demonstrate that *dWdr4* loss elevates ROS levels and activates JNK signaling, which in turn drives ISC hyperproliferation and expansion resembling features of intestinal aging.

### The elevated TOR-JNK-dMyc signaling cascade drives gut hyperplasia upon dWdr4 loss

To further map the signaling cascade, we examined the relationship between TOR, JNK, and dMyc. Rapamycin treatment reduced elevated pJNK levels in *dwdr4-*depleted PMGs, but not in controls (Fig. 6C,C’), indicating that TOR acts upstream of JNK. In contrast, removing one copy of *dmyc* did not reduce p4EBP or pJNK levels (Fig. EV4F,G’), indicating that dMyc is not upstream of TOR or JNK. Notably, *hep* knockdown suppressed the elevated dMyc expression caused by dWdr4 depletion (Fig. 6D,D’), placing JNK upstream of dMyc. Together, these findings support a model in which dWdr4 loss activates TOR signaling in ISCs, leading to increased ribosome biogenesis and ROS accumulation that triggers JNK signaling. In turn, JNK promotes dMyc expression, further amplifying ribosome biogenesis. This positive feedback loop elevates biosynthetic activity and drives gut hyperplasia and aging.

### The dWdr4-dMettl1 complex maintains m7G levels to maintain ISC homeostasis in a conserved manner

To investigate how dWdr4 depletion activates TOR expression in ISCs, we first depleted known dWdr4-interacting proteins, Mei-p26 [involved in germline homeostasis (Rastegari et al, 2020)] and Fen1 [involved in DNA replication (Cheng et al, 2016)], in ISCs. However, neither depletion produced obvious intestinal phenotypes. In human cells, WDR4 is known to form a complex with METTL1 (a tRNA methyltransferase) to mediate 7-methylguanosine (m^7^G) modification (Alexandrov et al, 2002). Recently, dMettl1 was shown to mediate m^7^G modification of tRNA for spermatogenesis (Kaneko et al, 2024). To test if dWdr4 cooperates with dMettl1 to maintain ISC homeostasis, we knocked down *dmettl1* in ISCs and found increased ISC proliferation (Fig. 7A,A’), reminiscent of *dwdr4* depletion phenotypes. Both *dwdr4*-and *dmettl1*-knockdown ISCs/EBs exhibited decreased m^7^G levels (Fig. EV5A,B’), and a Proximity Ligation Assay (PLA) assay revealed the interaction between dWdr4 and dMettl1 (Fig. EV5C,C’). Furthermore, ISC overproliferation and ISC/EB expansion induced by dWdr4 depletion were dramatically rescued by human WDR4 (Fig. EV5D,E’), while those caused by dMettl1 depletion were rescued by human METTL1 but not by the catalytic domain mutant (METTL1^DK^) (Fig. EV5F,F’). These results indicate that the Wdr4-Mettl1 complex regulates ISC homeostasis through m^7^G modification, and that this regulatory mechanism is conserved from flies to humans.

**Figure 7:**
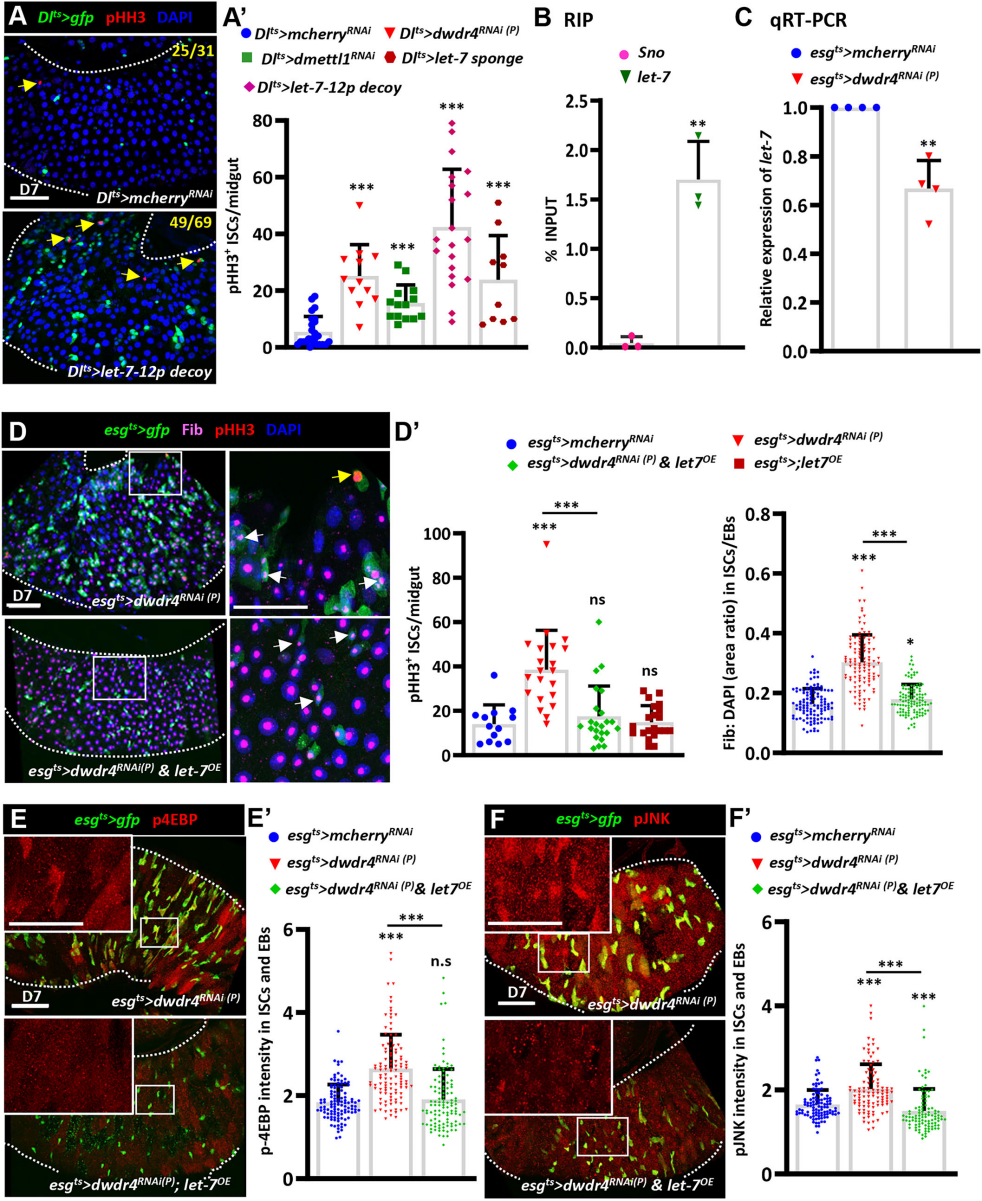
dWdr4 maintains *let-7*, which can be m7G modified, to regulate the TOR-JNK-dMyc regulatory axis and maintain ISC homeostasis. (**A**) Posterior midguts (PMGs) from control (*Dl*^*ts*^*>mcherry*^*RNAi*^) and *Dl*^*ts*^*>let-7-12p decoy* females bearing *Dl*^*ts*^*>gfp* (green, ISCs), stained for PHH3 (red, mitosis marker) and DAPI (blue, nuclei). Fractions of gut sections displaying the indicated pattern are shown. (**A’**) Quantification of PHH3^+^ ISCs per midgut in the *Dl*^*ts*^*>mcherry*^*RNAi(P)*^ (*N* = 25), *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^ (*N* = 12), *Dl*^*ts*^*>dmettl1*^*RNAi*^ (*N* = 14), *Dl*^*ts*^*>let-7-sponge* (*N* = 10) and *let-7-12p decoy* (*N* = 20) flies. (**B**) RNA immunoprecipitation (RIP) using an anti-m^7^G antibody followed by RT-qPCR analysis showed that *let-7* is m^7^G methylated in control female guts (*esg*^*ts*^*>mCherry*^*RNAi*^) (*N* = 3 biological replicates). *Sno*, a lncRNA, was used as a control for m7G-negative RNA. (**C**) qRT-PCR result shows that *let-7* expression is reduced in *esg>dwdr4*^*RNAi(P)*^ guts compared to control (*esg*^*ts*^*>mcherry*^*RNAi*^*)* (*N* = 4 biological replicates). (**C**, **C’**) Overexpression (OE) of *let-7* suppresses dWdr4-depleted phenotypes. (**C**) PMGs from esg^*ts*^*>dwdr4*^*RNAi*^ and *esg*^*ts*^*>dwdr4*^*RNAi*^ *& let-7*^*OE*^ females bearing *esg*^*ts*^*>gfp* (green, ISCs/EBs), stained for PHH3 (red), Fibrillarin (Fib) (magenta, nucleoli), and DAPI (blue). (**C’**) Quantification of PHH3^+^ ISCs per midgut (left graph) and nucleolar (Fib) to nuclear (DAPI) area ratio in GFP-positive cells with small nuclei (right graph) in the *esg*^*ts*^*>mcherry*^*RNAi*^ flies (*N* = 13), *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ (*N* = 21), *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ *& let-7*^*OE*^ (*N* = 23) (*n* = 111 ISC/EB cells) and *let-7*^*OE*^ alone (*N* = 21) flies. (**D**, **D’**) Overexpression of *let-7* suppresses elevated TOR signaling induced by dWdr4 depletion. (**D**) PMGs from esg^*ts*^*>dwdr4*^*RNAi*^ and *esg*^*ts*^*>dwdr4*^*RNAi*^ *& let-7*^*OE*^ females bearing *esg*^*ts*^*>gfp* (green), stained for p4EBP (red, TOR signaling reporter). (**D’**) Quantification of average p4EBP intensity in ISCs/EBs in the *esg*^*ts*^*>mcherry*^*RNAi*^ (*N* = 11), esg^*ts*^*>dwdr4*^*RNAi*^ (*N* = 11), and *esg*^*ts*^*>dwdr4*^*RNAi*^ *& let-7*^*OE*^ (*N* = 13) (*n* = 110 ISC/EB cells) female flies. (**E**, **E’**) Overexpression of *let-7* suppresses elevated JNK signaling induced by dWdr4 depletion. (**E**) PMGs from esg^*ts*^*>dwdr4*^*RNAi*^ and *esg*^*ts*^*>dwdr4*^*RNAi*^ *& let-7*^*OE*^ females bearing *esg*^*ts*^*>gfp* (green), stained for JNK (red, JNK signaling reporter). (**E’**) Quantification of average JNK intensity in ISCs/EBs in the *esg*^*ts*^*>mcherry*^*RNAi*^ (*N* = 28), esg^*ts*^*>dwdr4*^*RNAi*^ (*N* = 38), and *esg*^*ts*^*>dwdr4*^*RNAi*^ *& let-7*^*OE*^ (*N* = 20) (*n* = 100 ISC/EB cells) flies. Yellow arrows in (**A**, **C**) indicate the representative mitotic ISCs, and white arrows in (**C**) mark the representative ISC or EB nucleoli. Insets in (**C**, **D**, **E**) are enlarged views of the white square in each panel. Each dot in (**C’**, right graph, **D’**, **E’**) represents a single ISCs/EBs, and each dot in (**A’**, **C’**) represents one midgut. Scale bars in (**A**, **B**, **C**, **D**) are 50 μm, and enlarged views in (**D**, **E**, **F**) are 25 μm. White dashed lines in (**A**, **D**, **E**, **F**) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (**A’**, **D’**, **E’**, **F’**) were identified by the non-parametric Mann–Whitney *U* test, and in (**B**, **C**) by the unpaired Student’s *t* test. (**A’**) PHH3^+^ cells were increased in *Dl*^*ts*^*>dwdr4*^*RNAi(P)*^, *Dl*^*ts*^*>dmettl1*^*RNAi*^, *Dl*^*ts*^*>let-7-12-decoy*, *Dl*^*ts*^*> let-7 sponge* compared with *Dl*^*ts*^*>mcherry*^*RNAi*^ (***P = < 0.0001). (**B**) The statistical difference is **P = 0.0012. (**C**) *let-7* levels were reduced in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ and *esg*^*ts*^*>mcherry*^*RNAi*^ (**P = 0.0012). (**D’**) PHH3^+^ cells (left graph), differed between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *let7*^*OE*^ (***P = 0.0001) but not with *let7*^*OE*^ (ns, *P* = 0.72); whereas *let7*^*OE*^ alone had no effects (ns, *P* = 0.70). (**D’**, right graph) Nucleolar size was increased in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *let7*^*OE*^ (***P = 0.0001) and with *let7*^*OE*^ (*P = 0.03); nucleolar size differed significantly between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without *let7*^*OE*^ (***P = 0.001). (**E’**) p4EBP levels, differed between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *let7*^*OE*^ (***P = < 0.0001) but not with *let7*^*OE*^ (ns, *P* = 0.67); p4EBP levels differed significantly between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without *let7*^*OE*^ (***P = 0.0001). (**F’**) pJNK signals was differed in *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ compared to *esg*^*ts*^*>mcherry*^*RNAi(P)*^ without *let7*^*OE*^ (***P = 0.001) and with *let7*^*OE*^ (***P = 0.001); pJNK differed significantly between *esg*^*ts*^*>dwdr4*^*RNAi(P)*^ with and without *let7*^*OE*^ (***P = 0.001). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

### dWdr4-dMettl1 maintains let-7 levels, likely through m^7^G modification, to control TOR signaling

In addition to modifying tRNAs, the WDR4-METTL1 complex has been shown to mediate the m^7^G modification of miRNAs in cancer cell lines, including *let-7* miRNA (Pandolfini et al, 2019). The *let-7* miRNA is downregulated in intestinal adenocarcinomas and colorectal cancer (Madison et al, 2015; Mizuno et al, 2018), and targets several components in the amino acid sensing pathway to suppress TOR activation (Dubinsky et al, 2014). Interestingly, *let-7* is also decreased in *dwdr4* mutant ovaries (Fig. EV6A) (Rastegari et al, 2020), raising the possibility that the dWdr4-dMettl1 complex regulates TOR signaling in ISCs through m^7^G modification of *let-7*.

The *let-7* miRNA is co-transcribed with *miR-100* and *miR-125* from the *let-7* complex (let-7C) locus (Sokol et al, 2008). To test whether *dWdr4* affects let-7 expression, we examined PMGs using a validated transcriptional reporter, *let7-Cp12.5Kb::lacZ*, which contains a 12.5 kb intronic fragment of the *let-7C* locus upstream of *LacZ* (Chawla and Sokol, 2012). Reporter expression was detected in ISCs and remained unchanged upon *dWdr4* depletion (Fig. EV6B). We next disrupted *let-7* function in ISCs by overexpressing either a *let-7* sponge (mCherry with a 3’UTR containing 20 complementary *let-7* binding sites) (Fulga et al, 2015), and *let7-12p* decoy (containing 12 complementary *let-7* binding elements generated in this study). Both manipulations phenocopied *dwdr4* or *dmettl1* depletion, leading to ISC overproliferation (Fig. 7A,A’) and enhanced ribosome biogenesis (Fig. EV6C,C’). We further showed that *let-7* can be immunoprecipitated by anti-m^7^G antibody (Fig. 7B) and *let-7* expression was reduced in dWdr4-depleted guts (Fig. 7C), as revealed by RT-PCR. This is consistent with a requirement for m^7^G methylation in *let-7* processing (Pandolfini et al, 2019). Moreover, overexpression of *let-7* in ISCs/EBs significantly suppressed ISC overproliferation, ISC/EB expansion, and nucleolar enlargement, demonstrating that elevated ribosome biogenesis in dWdr4-depleted intestines is mediated by *let-7* loss (Fig. 7D,D’). In contrast, *let-7* overexpression alone did not produce noticeable differences compared with controls (Fig. 7D,D’). Consistently, *let-7* overexpression in ISCs/EBs suppressed TOR (Fig. 7E,E’) and JNK signaling (Fig. 7F,F’) in dWdr4-depleted intestines. Together, these findings imply that the dWdr4-dMettl1 complex mediates m^7^G modification of *let-7* to restrain the TOR-JNK-dMyc signaling cascade and maintain steady-state ribosome biogenesis for ISC homeostasis.

## Discussion

### Wdr4-Mettl1-mediated m^7^G modification of *let-7* restrains TOR–JNK–dMyc signaling to maintain ribosome biogenesis and intestinal integrity

Tight regulation of ISCs is essential for maintaining intestinal epithelial homeostasis. While ribosome biogenesis has emerged as a key determinant of stem cell properties (Gabut et al, 2020), the mechanisms that regulate ribosome biogenesis in ISCs and their impact on intestinal homeostasis remain poorly understood. In parallel, the *let-7* miRNA is known to act as a tumor suppressor (Chirshev et al, 2019) and to prevent the development of intestinal adenocarcinomas (Madison et al, 2015), yet how *let-7* is regulated in the ISC lineage remains unclear.

Our study identifies a regulatory pathway in which the Wdr4-Mettl1 complex promotes *let-7* expression in ISCs through m⁷G modification. This represents the first in vivo evidence that Wdr4-Mettl1 modifies miRNAs with m⁷G to support proper ribosome biogenesis at the tissue level. Loss of dWdr4 in ISCs relieves *let-7*-mediated suppression of TOR signaling, resulting in hyperactive TOR signaling. Elevated TOR, in turn, activates JNK-dMyc signaling, driving ISC overproliferation and ISC/EB expansion. In addition, Dl and Notch are misexpressed, leading to defective ISC-EC differentiation. Importantly, this mechanism involving miRNA modification, TOR signaling, and ribosome biogenesis may be evolutionarily conserved, as human WDR4 and METTL1 can substitute for their fly counterparts to restore ISC regulation.

TOR-induced accumulation of ROS has been reported in yeast (Zeng et al, 2021), fly larval imaginal discs (Lee et al, 2010), and hematopoietic stem cells (Chen et al, 2008), however, the underlying mechanism remains unclear. One possibility is that increased TOR signaling enhances mitochondrial oxidative phosphorylation, thereby generating more ROS (Hwang et al, 2012). In dWdr4-depleted ISCs/EBs, ROS generation activates JNK–dMyc signaling cascades not only within ISCs/EBs but also in neighboring differentiated cells located several diameters away, consistent with the role of JNK as a stress-signal amplifier that promotes secondary ROS or cytokine release to propagate JNK–dMyc activation (Santabárbara-Ruiz et al, 2015; Zhang et al, 2024). Furthermore, dWdr4 depletion in ECs promotes EC endoreplication, which may also induce ROS-JNK-dMyc signaling cascades, as ROS, pJNK, and dMyc expression are elevated in the entire PMGs upon dWdr4 loss. Together, these findings demonstrate how dWdr4-mediated miRNA modification safeguards ISC function and intestinal homeostasis, and they may help explain why patients with gastrointestinal cancers exhibiting low WDR4 expression have poorer survival outcomes, suggesting potential therapeutic avenues.

### WDR4 as a suppressor of intestinal cancers through Let-7

Recent studies have been implicated in multiple cancers (Wang et al, 2023; Zeng et al, 2021). Notably, our analysis and prior work (Zeng et al, 2021) indicate that patients with stomach or rectal cancer exhibiting higher WDR4 expression have better overall survival than those with lower expression. Consistent with this association, loss of dWdr4 in Drosophila causes *let-7*–dependent ISC hyperproliferation, intestinal dysplasia, and shortened lifespan, suggesting a conserved WDR4–Let-7 pathway that may influence intestinal tumorigenesis.

miRNAs are short, single-stranded RNAs that post-transcriptionally repress gene expression, typically by binding 3’UTRs to promote mRNA degradation or inhibit translation (Ranganathan and Sivasankar, 2014). Among them, the *Let-7* is abundant and well established as a tumor suppressor (Büssing et al, 2008). Mice lacking *let-7* develop intestinal adenocarcinomas and *Let-7* is significantly reduced in human colorectal cancer, correlating with elevated stem cell markers (Madison et al, 2015). *let-7* processing can be blocked by Lin28 binding (Piskounova et al, 2008; Viswanathan et al, 2008), which is upregulated in several cancers, including colorectal cancer (Madison et al, 2013; Viswanathan et al, 2009). In our study, functional elimination of *let-7* phenocopied dWdr4 depletion, and *let-7* overexpression rescues these phenotypes. Although a previous study reported no overt midgut phenotype upon *let-7* elimination (Chen et al, 2015), their *let-7* sponge contained only six complementary binding sites, whereas our sponges harbor 12 and 20 sites, respectively, likely increasing sequestration efficiency and phenotypic detectability, which may account for the discrepant outcomes.

Mechanistically, in mammalian cells, m^7^G installed within a RAGGU motif on *let-7e-5p* disrupts a nearby inhibitory G-quadruplex, thereby facilitating *let-7* processing (Pandolfini et al, 2019). By contrast, in a recent *Drosophila* study reported that fly *let-7* lacks the conserved RAGGU context for m^7^G based on sequence analysis, and *dmettl1* mutant testes show no reduced *let-7* abundance (Kaneko et al, 2024). In our intestinal model, however, loss of dWdr4 decreases *let-7*, *let-7* elimination phenocopies dWdr4 deficiency, and *let-7* is immunoprecipitated by anti-m^7^G antibody, together suggesting a tissue-specific regulation of *let-7* in *Drosophila*. Together with human evidence, these finding support a model in which WDR4 regulates *let-7* and may function as a suppressor of intestinal tumorigenesis.

### Sex differences in dWdr4 regulation of ISC lineage

Sexual dimorphism in physiology and metabolism is increasingly recognized in *Drosophila* intestinal biology. Male intestines are shorter and thinner than female intestines, and male ISCs proliferate more slowly, with the difference further enhanced by mating (Regan et al, 2016). Aging also impacts the sexes differently: female intestines exhibit epithelial deterioration and barrier dysfunction (Biteau et al, 2008), while male intestines maintain epithelial integrity even at advanced ages (Regan et al, 2016). Elevated ROS and JNK signaling drive female intestinal aging, whereas male ECs are protected by higher basal autophagy, which degrades damaged proteins and organelles independently of TOR signaling (Regan et al, 2022). Disruption of autophagy in males induces female-like intestinal aging, whereas activating autophagy in females reduces ROS sensitivity by suppressing p62 and Hippo signaling, protecting barrier integrity (Nagai et al, 2021). Males and females also differ in carbohydrate metabolism (Hudry et al, 2019) and gut microbiota composition (Han et al, 2017), with similar sex differences reported in humans (Houdeau, 2016; Kim et al, 2020). In our study, *dwdr4* mutant females displayed shortened intestines, thickened PMGs, and gut leakage, whereas males did not show these phenotypes. These sex-specific differences could reflect the gene’s X-linked dosage (two copies in females vs. one in males) (Regan et al, 2016), differences in ISC populations, or influences of sex-specific hormones or microbiota. Further studies will be required to clarify these mechanisms.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier/catalog no.
**Experimental models**		
*Drosophila melanogaster* Strains	Bloomington Drosophila Stock Center (BDSC); Vienna Drosophila Resource Center (VDRC)	N/A
*yw*	N/A	N/A
*wh7*	Generated in the previous study	N/A
*UASp-hWDR4*	Generated in the previous study	N/A
*UASp-dwdr4*	Generated in the previous study	N/A
*dwdr4-gfp*	Generated in the previous study	N/A
*esg-GAL4*	A gift from G-C Chen	N/A
*Dl-GAL4*	A gift from G-C Chen	N/A
*NP1-GAL4*	A gift from G-C Chen	N/A
*esg-GAL4, UAS-GFP, tub-GAL80ts (esgts)*	A gift from Lucy Erin O’Brien	N/A
*Dl-GAL4,UAS-GFP,tub-GAL80ts (Dlts)*	A gift from Dr. Bruno Lemaitre	N/A
*Su(H)GBE-GAL4,UAS-mCD8gfp;tub-GAL80ts(EBts)*	A gift from Dr. Bruno Lemaitre	N/A
*UASp-mCD8gfp*	A gift from C-Yuan Tseng	N/A
*Uasp-Catalase*	Huang et al, 2024	N/A
*how-GAL4*	BDSC	1767
*UAS-mcherryRNAi*	BDSC	35785
*UAS-egfpRNAi*	BDSC	41552
*UAS-dwdr4RNAi(P)*	BDSC	61281
*UAS-dwdr4RNAi(t)*	VDRC	41618
*UAS-hepRNAi*	BDSC	35210
*UAS-dmettl1RNAi*	VDRC	106055
*UAS-TORRNAi*	BDSC	33951
*dmyc4 mutant*	BDSC	64769
*let7-Cp12.5Kb::lacZ*	BDSC	92822
*UAS-let-7-sponge*	A gift from Dr. Tsai-Feng Fu	N/A
*UASz-Mettl1-V5*	This study	N/A
*UASz-FLAG-hMETTL1*	This study	N/A
*UASz-FLAG-hMETTL1 catalytic-dead mutant*	This study	N/A
*pUAST-attB_decoy-let-7-12p*	This study	N/A
*UAS-LucRNAi*	BDSC	61306
**Antibodies**		
Mouse anti-β-gal	Promega	Z3781
Mouse anti-Dlg	DSHB	4F3
Mouse anti-Pros	DSHB	MR1A
Chicken anti-GFP	Abcam	ab13970
Rabbit anti-GFP	GeneTex	GTX113617
Rabbit anti-Phospho-Histone H3 (PHH3) (Ser10)	Merck Millipore	06-570
Rabbit anti-phospho (p)-JNK (Thr183/Tyr185)	Cell signaling	#9251
Mouse anti-Dl	DSHB	AB_C594.9B
Mouse anti-Lamin (Lam) C	DSHB	LC28.26
Mouse anti-Fibrillian 38F3	Abcam	AB_4566
Mouse anti-dMyc	DSHB	P4C4-B10
Rabbit anti-(p)-4E-BP (Thr37/46)	Cell Signaling	#236B4
Mouse anti-headcase	DSHB	HDC U33
Mouse anti-m7G	MBL	RN017M
Rabbit anti-GFP	Torrey Pines Biolabs	#TP401
Mouse anti-V5	Invitrogen	R960-25
Alexa Fluor 488-conjugated goat anti-chicken	Jackson ImmunoResearch Lab	125986
Alexa Fluor 568 conjugated goat anti-mouse	Invitrogen	A21094
Alexa Fluor 633 conjugated goat anti-mouse	Invitrogen	A11077
Alexa Fluor 488-conjugated goat anti-rabbit	Invitrogen	A1008
**Chemicals, enzymes, and other reagents**		
Phalloidin	Invitrogen	R415
Bodipy (493/503)	Thermo Fisher	D3922
Rapamycin	Sigma-Aldrich	R0935
DAPI	Sigma	N/A
Hoechst	Invitrogen	2098863
DMSO	Sigma	D8418
Grace’s insect medium	Lonza	04-457F0
PBS	Uni Region Biotech	N/A
Formaldehyde	Alfa Aesar	N/A
Glycerol containing 20 µg/ml N-propyl gallate	Sigma	N/A
BMH-21	AdooQ Bioscience	A14335
DHE	Invitrogen	2140299
Blue Food Dye	Sigma	MKBS2204V
EU Incorporation Click-iT RNA Alexa Fluor 594 Imaging kit	Invitrogen	C10330
Click-iT EdU imaging kit	Invitrogen	C10338
TaqMan® 2X Universal PCR Master Mix	Applied Biosystems	N/A
TaqManTM MicroRNA Assay Kit	Applied Biosystems	4427975
Phusion™ High-Fidelity DNA Polymerase	New England Biolabs	M0530S
NEBuilder HiFi DNA Assembly Master Mix	New England Biolabs	E2621
1-bromo-3-chloropropane	Sigma-Aldrich	N/A
yDcpS	NEB	M0463S
RNAsin Plus	Promega	N2611
RNA Clean and Concentrator-5 kit	Zymo Research	R1017
RNaseOUT	Thermo Fisher	10777019
Dynabeads Protein G	Thermo Fisher	10004D
Duolink In Situ PLA kit	Sigma-Aldrich	DUO 9200
Trizol	Novel-Gene	N/A
anti-rabbit PLUS PLA probe	Sigma-Aldrich	DUO92002
anti-mouse MINUS PLA probe	Sigma-Aldrich	DUO92004
Duolink in situ mounting medium with DAPI	Sigma-Aldrich	DUO82040
**Primers**		
Primers used for constructing decoy-let7-12P		
decoy let7 function	F	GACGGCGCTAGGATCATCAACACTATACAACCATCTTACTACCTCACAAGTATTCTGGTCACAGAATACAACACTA
	R	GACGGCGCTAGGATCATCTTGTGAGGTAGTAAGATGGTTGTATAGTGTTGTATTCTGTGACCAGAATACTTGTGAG
decoy-miR-EcoR1/Nhel	F	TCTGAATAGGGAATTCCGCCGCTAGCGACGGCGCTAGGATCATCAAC
decoy-miR-Not1/Spel	R	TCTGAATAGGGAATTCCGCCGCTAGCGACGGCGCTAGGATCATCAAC
Mettl1-V5n	F	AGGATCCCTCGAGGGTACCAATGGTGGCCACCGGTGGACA
	R	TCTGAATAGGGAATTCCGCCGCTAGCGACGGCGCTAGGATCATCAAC
V5c-pA	F	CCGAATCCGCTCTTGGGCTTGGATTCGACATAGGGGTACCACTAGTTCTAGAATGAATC
	R	TCACGAGGCCCTTTCGTCTT
**TaqManTM microRNA assay miRbase ID and assay ID used in this study**		
Target	miRbase ID	Assay ID
let-7	dme-let-7-5p	OOO332
snoRNA227	dmesnoRNA-227	CTXGPYT
**Software**		
GraphPad Prism 9.0	GraphPad Software Inc.	https://www.graphpad.com/
ImageJ	National Institute of Health, USA	https://imagej.nih.gov/ij/
Adobe Photoshop 2025	Adobe Systems, San Jose, CA	https://www.adobe.com/
ZEN 3.1 (blue edition)	ZEISS, Germany	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html
Cytoscape	National Human Genome Research Institute	https://cytoscape.org/
Microsoft Excel 2021	Microsoft	N/A
**Other**		
BDSC	Bloomington Drosophila Stock Center	https://bdsc.indiana.edu/
VDRC	Vienna Drosophila Resource Center	https://shop.vbc.ac.at/vdrc_store/
FlyBase		https://flybase.org/
Illumina NovaSeq 6000	Illumina	N/A

### *Drosophila* strains and culture

*Drosophila* stocks were maintained at 22–25 °C on a standard cornmeal (7.1% w/v), agar (0.8% w/v), and yeast (2.4% w/v) diet, unless otherwise indicated. The *yw* strain was used as a wild-type control. The following fly strains were used in this study: *wh*^*7*^, *UASp-hWDR4, UASp-dwdr4* and *dwdr4-gfp* were generated in previous studies (Rastegari et al, 2020; Wu et al, 2006); *esg-GAL4, Dl-GAL4*, and *NP1-GAL4* (gift from Dr. Guang-Chao Chen, Institute of Biological Chemistry, Academia Sinica, Taiwan); *esg-GAL4,UAS-GFP,tub-GAL80*^*ts*^ (*esg*^*ts*^) (gift from Dr. Lucy Erin O’Brien, Department of Molecular and Cellular Physiology, Stanford University, California, USA), *Dl-GAL4,UAS-GFP,tub-GAL80*^*ts*^ (*Dl*^*ts*^), *Su(H)GBE-GAL4,UAS-mCD8gfp;tub-GAL80*^*ts*^ (*EB*^*ts*^) (gift from Dr. Bruno Lemaitre, Global Health Institute, Ecole Polytechnique Fédérale de Lausanne, Switzerland), *UASp-mCD8gfp* (Tseng et al, 2014)*, UASp-Cat* (Huang et al, 2024)*, how-GAL4* (BDSC 1767), *UAS-mcherry*^*RNAi*^ (BDSC 35785), *UAS-egfp*^*RNAi*^ (BDSC 41552), *UAS-dwdr4*^*RNAi(P)*^ (BDSC 61281), *UAS-dwdr4*^*RNAi(t)*^ (VDRC 41618), *UAS-hep*^*RNAi*^ (BDSC 35210), *UAS-dmettl1*^*RNAi*^ (VDRC 106055), *UAS-TOR*^*RNAi*^ (BDSC 33951), *dmyc*^*4*^ mutant (BDSC 64769), *let7-Cp*^*12.5Kb*^*::lacZ* (BDSC 92822) and *UAS-let-7-sponge* (gift from Dr. Tsai-Feng Fu, Department of Applied Chemistry, National Chi Nan University, Taiwan), were obtained from the Bloomington *Drosophila* Stock Center (BDSC). Other genetic elements are described in FlyBase (http://flybase.bio.indiana.edu). Flies expressing *RNAi* were cultured at 18 °C with the indicated GAL4 with or without GAL80^ts^ and shifted to 29 °C for 7 days before dissection. For earlier experiments, we used *Dl-GAL4* and *esg-GAL4*, while in later experiments we employed *Dl*^*ts*^ and *esg*^*ts*^ to achieve better temporal control of *UAS* transgene expression. Fly genetics to obtain *wh*^*7*^ homozygous female flies with or without other genetic elements is shown in the Appendix information. Genotypes of flies used in each figure and figure EV are provided in Appendix Table S4.

### Fly genetics for generating *wh*^*7*^ mutants with and without other genetic elements

To obtain *wh7* homozygous mutant female flies, *wh*^*7*^*/FM7c* females were crossed with *dwdr4-gfp /CyO* males to produce *wh*^*7*^*/Y; dwdr4-gfp /+*, used for fertility assays since *wh*^*7*^ mutant males are sterile (Wu et al, 2006). These males were then crossed with *wh*^*7*^*/FM7c* females to obtain *wh*^*7*^*/wh*^*7*^*; +/+* females for experiments.

To generate *wh*^*7*^ homozygous mutant females expressing *esg* > *hWDR4*, males of the genotype *esg-GAL4/CyO; UAS-mCD8gfp/TM3* were crossed with *wh*^*7*^*/FM7c; dwdr4-gfp/CyO* females to produce *wh*^*7*^*/Y; esg-GAL4/dwdr4-gfp; UAS-mCD8gfp/+* male progeny. These males were then crossed with *wh*^*7*^*/FM7c; hWDR4/TM3* females to obtain *wh*^*7*^*/wh*^*7*^*; esg-GAL4/+; hWDR4/UAS-mCD8gfp* females. The desired genotypes were confirmed by the absence of dwdr4-gfp expression (present in nuclei) through blinded immunostaining.

To generate *wh*^*7*^ homozygous mutant females expressing *esg*^*ts*^*>hep*^*RNAi*^, males of the genotype *esg-GAL4 UAS-gfp/CyO; Su(H)lacZ tub-GAL80*^*ts*^*/TM6B* (esgts-GAL4) were crossed with *wh7/FM7c; dwdr4-gfp/CyO* females to produce *wh*^*7*^*/Y; esg-GAL4 UAS-gfp/ dwdr4-gfp; Su(H)lacZ tub-GAL80ts/+* male progeny. These males were then crossed with *wh*^*7*^*/FM7c; UAS-hep*^*RNAi*^ females to obtain *wh*^*7*^*/wh*^*7*^*; esg-GAL4 UAS-gfp/+; Su(H)lacZ tub-GAL80ts/UAS-hep*^*RNAi*^ females. The desired genotypes were confirmed by the absence of *dwdr4-gfp* expression (present in nuclei) through blinded immunostaining.

### Rapamycin treatment

Rapamycin (Sigma-Aldrich, R0935) was dissolved in DMSO at 50 mM and stored at −20 °C as a stock solution. For use, the stock was diluted to 50 μM with ddH₂O, and 100 μl of the rapamycin solution (or ddH₂O for controls) was evenly applied to the food surface across grooves made with a scalpel. The food was air-dried in a hood and stored at 4 °C. Newly eclosed female flies were transferred to rapamycin-containing food [warmed to room temperature (RT)] and maintained with daily food changes until dissection.

### BMH-21 treatment

BMH-21 (AdooQ Bioscience, A14335) (gift from Dr. Jim-Jinn-Chyuan Sheu, Institute of Biomedical Sciences, National Sun Yat-sen University, Taiwan) was dissolved in DMSO at 5 mM and stored at −20 °C as a stock solution. For use, the stock was diluted to 5 μM with ddH_2_O, and 100 μl of the freshly prepared BMH-21 solution (or 0.1% DMSO for controls) was applied evenly to the surface of the food across grooves made with a scalpel. Three to 4-day-old female flies were transferred to BMH-21-containing food (warmed to RT) for 3 days, with food changed daily until dissection.

### Genetic mosaic analysis

Genetic mosaic clones were generated using FLP/FRT-mediated MARCM analysis. Flies with genotypes *FRT19A/hs-flp GAL80 FRT19A; act-GAL4/UAS-mCD8gfp and wh*^*7*^*FRT19A/hs-flp GAL80 FRT19A; act-GAL4/UAS-mCD8gfp* were generated from the standard crosses. Three-to-four-day-old mated female flies were subjected to heat shock for 45 min at 37 °C, a condition commonly used in intestinal studies. After heat shock, flies were cultured at 25 °C until dissection; food was changed daily. Homozygous mutant cells were identified by the presence of GFP.

### Transgenic fly line generation

Fragments of *FLAG-METTL1-WT* and *FLAG-METTL1* catalytic-dead (KD) mutant [harboring L160A and D163A mutations (Orellana et al, 2021) were amplified from the *pBAbe-METTL1-WT* and *pBAbe-METTL1-KD* mutant plasmids (gifts from Dr. Richard Gregory, Department of Hematology Oncology, Boston Children’s Hospital, USA), respectively, using PCR. The resulting DNA fragments were subcloned into the *pUASz1.0* vector (*Drosophila* Genomics Resource Center, DGRC #1431).

The *UASz-Mettl1-V5* construct was generated by inserting the coding sequence of Mettl1 with a C-terminal V5 tag into the *pUASz* vector. The Mettl1-V5 insert was prepared through PCR amplification. PCR was performed using Phusion™ High-Fidelity DNA Polymerase (New England Biolabs). Specifically, the Mettl1-V5 coding sequence was amplified from fly genomic DNA using custom-designed forward and reverse primers to generate overlapping fragments (Mettl1-V5n and V5c-pA) [V5n, V5 n-terminal; V5c, v5 c-terminal; and PolyA, pA] with a minimum of 20 bp overlap. The resulting PCR fragments and the EcoRI/SpeI linearized *pUASz* vector were then assembled using the NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs, # E2621) following the manufacturer’s protocol. The assembled plasmid was confirmed by Sanger sequencing. The primer sequences used for PCR amplification are detailed in Reagents and Tools Table. Final plasmid constructs were injected into embryos harboring an *attP2* landing site on the 3rd chromosome (WellGenetics, Taiwan).

Decoy RNA targeting the mature miRNA let-7 was designed according to the tough decoy (TuD) strategy described by Haraguchi et al (Haraguchi et al, 2009), with modifications for improved applicability. The complementary sequence of let-7 was incorporated into a pair of synthetic oligonucleotides (“decoy_let-7_functional primers”) and was amplified by PCR to generate a DNA fragment encoding a basic *decoy-let-7* unit predicted to fold into a trap-like RNA structure upon transcription. The amplified fragment was re-amplified using primers decoy-miR-EcoRI/NheI-F and decoy-miR-NotI/SpeI-R, through which EcoRI and NotI restriction sites were introduced at the 5’ and 3’ ends, respectively, to enable directional cloning. To increase sequestration efficiency, twelve tandem copies of the decoy-let-7 unit were assembled through NheI and SpeI sites, and the resulting decoy-let-7-12p cassette was obtained. The multimerized fragment was digested with EcoRI and NotI and was subsequently ligated into the corresponding sites of the pUAST-attB vector, by which the final construct, pUAST-attB_decoy-let-7-12p, was generated. This construct retained the fundamental TuD RNA architecture while its functionality was extended through multimerization, thereby enhancing the efficiency of *let-7* sequestration. The primer sequences used for PCR amplification are detailed in Reagents and Tools Table.

### Smurf assay

Intestinal integrity was evaluated according to the body distribution of non-absorbable blue food dye (Sigma, MKBS2204V). A total of 10–15 female flies (7-day-old) in each group were transferred from normal food to blue dye mixed with wet yeast (2.5% w/v) for 5–6 h. The gut integrity was determined by monitoring the blue dye coloration inside the body cavity.

### Immunostaining and fluorescence microscopy

For imaging of fly guts, immunostaining was performed as previously described (Micchelli, 2014), with modifications. In brief, ten guts in a group were dissected within 30 min in ice-cold 1X PBS (Uni Region Biotech) and fixed in 4% formaldehyde (FA; Alfa Aesar) for 2 h at RT without agitation. Samples were washed with cold 1× PBS for 2 h four times. Then, the samples were incubated with primary antibodies in 0.1% PBST (1× PBS with 0.1% Triton-X 100) at 4 °C O/N. After washing, samples were incubated with secondary antibodies at 4 °C O/N, followed by washing and counterstaining. Guts were dissected from 7-day-old females unless otherwise indicated. The following primary antibodies were used at the indicated dilutions: mouse anti-β-gal (Promega, Z3781, 1:200), mouse anti-Dlg (DSHB, 4F3, 1:100), anti-Pros (DSHB, MR1A, 1:100), chicken anti-GFP (Abcam, ab13970, 1:1000), rabbit anti-GFP (GeneTex, GTX113617, 1:500), rabbit anti-Phospho-Histone H3 (PHH3)(Ser10) (Merck Millipore, 06-570, 1:250), rabbit anti-phospho (p)-JNK (Thr183/Tyr185) (Cell signaling, #9251, 1:200; a gift kindly provided by Dr. Hsueh-Cheng Chiang, Department of Pharmacology, National Cheng Kung University, Tainan, Taiwan), mouse anti-Dl (DSHB, AB_C594.9B, 1:10), mouse anti-Lamin (Lam) C (DSHB, LC28.26, 1:500), mouse anti-Fibrillarin 38F3 (Abcam, AB_4566, 1:500), mouse anti-dMyc (DSHB, P4C4-B10, 1:5) rabbit anti-(p)-4E-BP (Thr37/46) (Cell Signaling, #236B4, 1:500), mouse anti-Hdc (DSHB, HDC-U33, 1:10), and mouse anti-m^7^G antibody (MBL, RN017M, 1:1000). Secondary antibodies were used as follows: Alexa Fluor 488-conjugated goat anti-chicken (Jackson ImmunoResearch Lab, 125986, 1:500), Alexa Fluor 568- and 633-conjugated goat anti-mouse (Invitrogen, A21094 and A11077, 1:500), and Alexa Flour 488-conjugated goat anti-rabbit (Invitrogen, A1008, 1:500). F-actin was stained with phalloidin (Invitrogen, R415, 1:100), and neutral lipids were stained with 50 μM Bodipy (493/503) (Thermo Fisher, D3922) in 0.1% PBST, at RT for 30 min. DNA was stained with 0.5 μg/ml DAPI (Sigma) for 10 min at RT. Finally, samples were mounted in 80% glycerol containing 20 µg/ml N-propyl gallate (Sigma) and analyzed using a Zeiss LSM 700 or 900 confocal microscope. EdU incorporation was performed with the Click-iT EdU imaging kit (Invitrogen, C10338), following the instruction manual. In brief, dissected guts were incubated with 10 μM EdU in pre-warmed Grace’s insect medium (GIM, Lonza, 04- 457F0) for 1 or 2 h at RT before fixation and immunostaining as described above.

EU incorporation was performed with the Click-iT RNA Alexa Fluor 594 Imaging kit (Invitrogen, C10330), following the instruction manual. In brief, dissected guts were incubated with 10 mM EU at RT for 2 h. Guts were then fixed and stained with the primary antibodies and washed as mentioned above.

### DHE staining

DHE staining was performed as previously described (Owusu-Ansah et al, 2008). Briefly, guts were dissected in GIM and incubated with 30 μM DHE (Invitrogen, 2140299) for 7 min at RT, followed by two washes of 5 min each with GIM. The guts were stained with Hoechst (Invitrogen, 2098863, 1:1000) for 2 min at RT to visualize the cell nuclei, and then post-fixed in 4% FA in 1× PBS for 7 min. After washing, the guts were mounted on slides as described above, and images were captured.

### Lifespan assay

Lifespan assays were performed as previously described (Chen et al, 2012). To standardize genetic backgrounds, *wh*^*7*^ mutant flies were outcrossed for 10 generations to the *yw* strain that had been inbred for 10 generations. Newly eclosed flies of each genotype were collected and placed in vials at 10 pairs per vial, with 8 replicates. Flies were maintained at 25 °C, transferred to fresh food every 2 days, and mortality was recorded daily until all flies had died.

For RNAi-mediated assays, flies expressing *UAS-dwdr4*^*RNAi*(P)^ (a TRIP *RNAi* line) were compared to control flies expressing *UAS-LucRNAi* (a TRIP control *RNAi* line; BDSC #61306), both driven by *esg-GAL4*. Newly eclosed flies of each genotype were collected and placed in vials at ten pairs per vial, with ten replicates. Flies were maintained at 29 °C, transferred to fresh food every 2 days, and mortality was recorded daily until all flies had died.

Similar results were observed in *wh*^*7*^ mutant flies without outcrossing or when *UAS-mcherry*^*RNAi*^ (non-TRIP *RNAi*) was driven by *esg-GAL4*. The statistical significance was calculated by the log-rank test.

### Climbing assay

Climbing assays were performed as previously described (Manjila and Hasan, 2018). Ten well-fed 1-week-old female or male non-anesthetized flies were transferred to an empty plastic vial for 5 min to allow the flies to grow accustomed to the new environment. Another tube was inverted and taped to the vial containing flies; both vials were marked at a height of 8 cm from the bottom. Then the flies were gently tapped to the bottom of one of the vials; the numbers of flies that crossed over the 8 cm mark within 12 s were recorded. The experiments were repeated three times with the same sets of flies after rest intervals of 5 min. Each genotype was tested in at least three independent replicates.

### Analysis of genes coexpressed with dWdr4

RNA-seq counts (“RNA-seq RPKM values”, March 2023 release) were obtained from FlyBase (https://flybase.org/downloads/bulkdata). Using Spearman correlation, 3886 genes were identified as being significantly (Bonferroni adjusted *P* value < 0.05), monotonically, and positively correlated with *dwdr4*. Next, a matrix was generated for training a random forest classifier that could predict the expression of *dWdr4* using the RNA-seq counts of the 3886 correlated genes as features. Using the Boruta R package (Kursa and Rudnicki, 2010), the feature importance of the genes was determined (higher feature importance equates to a greater contribution to the accuracy of prediction), and all genes that lowered the prediction accuracy of the classifier were removed. After applying this filter, 166 genes remained and were considered predictive of *dWdr4* expression.

The DAVID functional annotation tool (Huang da et al, 2009; Sherman et al, 2022) was used to determine ontological categories (GO, KEGG, and Reactome) for each of the 166 predictive genes (Benjamini cutoff <0.05). Using Cytoscape, a graph was generated with nodes representing the functional categories and edges representing the correlation between the nodes. Hierarchical clustering and a standard tree-cutting algorithm were used to sort the functional categories into the nine clusters shown in Fig. 4A.

### RNA extraction and RNA sequencing

For each replicate, 20–30 guts from one-week-old *yw* and *wh*^*7*^ mutant females were dissected and frozen by dipping in liquid nitrogen, and stored at −80 °C until use. Total RNA was extracted using a standard Trizol (Novel-Gene) extraction protocol. In brief, frozen guts were homogenized in 200 μl of Trizol, followed by a phase separation step with 200 μl 1-bromo-3-chloropropane (Sigma-Aldrich). RNA was precipitated using 500 μl isopropanol. The pellet was washed with 75% ethanol twice and re-suspended in 40 μl RNase-free water. RNA-seq was performed according to the standard Illumina protocol (Welgene, Taiwan). In brief, RNA was quantified. Then, library preparation was carried out by SureSelect XT HS2 mRNA Library Preparation kit (Agilent), followed by AMPure XP beads (Beckman Coulter, USA) for size selection. The sequence was determined using Illumina’s sequencing-by-synthesis technology; sequencing data (FASTQ reads) were generated based on Illumina’s basecalling program bcl2fastq v2.20. TRimmomatic v0.36 was used for adaptor clipping and sequence quality trimming with a sliding-window approach. HISAT2 was used for transcriptome alignment. Differential expression analysis was performed using StringTie (StringTie v2.1.4) and DEseq (DEseqv1.39.0) or DEseq2 (DEseq2v1.28.1) via an in-house pipeline from Welgene Biotech. ClusterProfiler v3.6 was used to perform functional enrichment of differentially expressed genes. The gene expression levels were calculated as fragments per Kb of transcript per million mapped reads (FPKM). Genes with low expression levels (Transcripts per million, TPM < 0.3) were discarded.

### RNA immunoprecipitation (RIP)

For each genotype, 200–300 guts from 1-week-old females were dissected per replicate, flash-frozen in liquid nitrogen, and stored at –80 °C until use. Total RNA was extracted using the standardized protocol described above. m^7^G-modified RNAs were immunoprecipitated using a mouse anti-m^7^G antibody (MBL, RN017M; 1:1000), as previously described (Pandolfini et al, 2019). In brief, 20 μg of extracted RNA was subjected to decapping by using yDcpS (NEB, M0463S), 10× reaction buffer, RNAsin Plus (Promega, N2611), and nuclease-free water for 1 h at 37 °C, followed by purification using the RNA Clean and Concentrator-5 kit (Zymo Research, R1017). The decapped RNA was denatured for 2 min at 80 °C and placed immediately on ice. A 1 μg aliquot of RNA was saved as an INPUT control. For RIP, the rest of the decapped RNA was mixed with 10 μg of anti-m^7^G antibody (MBL Life Sciences, RNO17M), 10 μl RNaseOUT (Thermo Fisher, 10777019), 200 μl of 5× RIP buffer (50 mM Tris-HCl of pH 7.4, 750 mM NaCl, 5% NP-40 (w/v), and the rest ddH_2_O to 1 ml for 2 h at °C in rotation.

The Dynabeads Protein G (Thermo Fisher, 10004D) were washed and blocked with BSA (20 μg/μl) in 1× RIP buffer for 2 h at 4 °C with rotation. After washing, 100 μl of beads were added to each sample and incubated for 2 h at 4 °C with rotation. Beads were then washed three times with ice-cold 1× RIP buffer, and bound RNA was eluted in elution buffer at 37 °C for 30 min. The INPUT and RIP samples (adjusted to 100 μl in elution buffer) were purified using RNA Clean and Concentrator-5 kit. Then they were finally eluted using 10–15 μl in ddH_2_O, quantified by Qubit RNA High Sensitivity Kit (Thermo Fisher Scientific, Q32852), and followed by miRNA qRT-PCR.

### miRNA qRT-PCR

miRNA expression was measured using a TaqMan^TM^ MicroRNA Assay Kit (Applied Biosystems, 4427975), according to the manufacturer’s instructions. Briefly, 1–10 ng RNA was reverse transcribed using MultiScribe^TM^ reverse transcriptase to generate cDNA for the *let-7* miRNA, and *snoRNA227* (housekeeping lncRNA) was used as a control reaction, with primers designed by Applied Biosystems. The PCR reaction was carried out using TaqMan^®^ 2× Universal PCR Master Mix (No AmpErase^®^ UNG, Applied Biosystems) after mixing cDNA with a small miRNA buffer containing designed primers specific for cDNA miRNA (1:15 dilution from RT reaction). The TaqManTM miRNA assay ID used in this study is provided in Reagents and Tools Table.

The % in input (the relative amount of immunoprecipitated miRNA compared to input RNA after qRT-PCR) was calculated by the formula:

$$\Delta {{\rm{Ct}}}[{{\rm{Normalized\; RIP}}}]=	[{{\rm{Ct}}}[{{\rm{IP}}}]-\log 2({{{\rm{d}}}}_{{{\rm{IP}}}})]-[{{\rm{Ct}}}[{{\rm{In}}}] \\ 	 -\log 2(1/{{{\rm{f}}}}_{{{\rm{in}}}})-\log 2({{{\rm{d}}}}_{{{\rm{in}}}})].$$

% of input = 100 × 2^-ΔCt^Ct[IP], Ct[In]: raw Ct of target in Input and Immunoprecipitated RNA. f_in_: fraction of input saved. d_IP_, d_in:_ PCR dilutions for IP and Input.

### Proximity labeling assay (PLA)

PLAs were performed using the Duolink In Situ PLA kit (Sigma-Aldrich, DUO 9200), according to the manufacturer’s instructions with modifications. In brief, the guts were dissected and fixed as previously described. After fixation, the guts were blocked in the PLA blocking buffer for 1 h at 37 °C with gentle shaking. The samples were then incubated with the primary antibody in antibody diluent O/N at 4 °C. The guts were washed three times for 40 min with 0.1% PBST and incubated with 1:5 dilutions of PLA probes: anti-rabbit PLUS (Sigma-Aldrich, DUO92002) and anti-mouse MINUS (Sigma-Aldrich, DUO92004) at 37 °C for 1 h. The guts were then washed twice with wash buffer A from the kit for 5 min, followed by 30-min ligation at 37 °C. The guts were further washed twice with buffer A for 5 min and then incubated in an amplification solution for 100 min at 37 °C. After sequential rinsing with buffer B and then 0.01× buffer B from the kit for 5 min each, samples were transferred to Duolink in situ mounting medium with DAPI (DUO82040) and stored at 4 °C.

The following primary antibodies were used: rabbit anti-GFP (Torrey Pines Biolabs, #TP401, 1:200) and mouse anti-V5 (Invitrogen, R960-25, 1:100). Guts were imaged as described above.

### Sampling, quantification, and statistical analyses

To ensure reproducibility, crosses for each genotype were set up using 15 females and 10 males, and 20–25 progeny were collected over a 2-day period at the designated temperature. From these, 10–12 female flies were randomly selected for gut dissection. For all fluorescence intensity and signal analyses, four to five images were acquired per PMG along the anterior-posterior axis, with ~8 z-sections merged to cover approximately half the gut thickness. In each merged image, 5–10 randomly selected cells were analyzed using ZEN software (ZEISS, Germany). For each PMG, 3–5 sections were examined, yielding an average of 20–30 measurements. A total of 9–10 PMGs per replicate were analyzed to obtain average values. All key experiments were independently repeated in at least two biological replicates and validated using either two independent *RNAi* lines or a combination of genetic and pharmacological approaches.

For morphological analysis of fly guts, images were captured after tissue fixation using a Zeiss SV11 Apo, and the images were then analyzed by ImageJ (NIH, USA). A spline line was drawn along the entire gut region to yield gut length, while three straight lines were drawn at random intervals through the anterior midgut and the PMG region to estimate thickness.

Proportion of each cell type in the PMG was calculated from the numbers of each cell type (according to marker labeling, see Fig. 2C) and the total cell number in two random square frames of 100 × 100 μm from each z-section merged image.

To calculate the nucleolar-to-nuclear ratio, the area of Fibrillarin signals was then measured in selected *esg* > *GFP* or *Dl* > *GFP* cells (with small nuclei) per gut section and normalized to their respective nuclear area.

To measure Dlg expression at EC-EC junctions, continuous lines were manually drawn around Dlg and LamC signals in ECs using ZEN software. The average fluorescence intensity of Dlg was normalized to the corresponding average LamC intensity within the same cell.

For F-actin fiber morphology analysis in the PMG, actin filaments in each z-section-merged image were classified as normal if they appeared long, continuous, and showed only minor deviations. In contrast, filaments exhibiting multiple lateral projections or mid-fiber breaks were classified as disorganized.

Levels of p-4EBP, dMyc, and pJNK in *Dl>gfp* or *esg>gfp* cells with small nuclei were measured and normalized to the nearby background, as described previously (Haller et al, 2017). For pJNK measurements in *wh*^*7*^ mutant PMGs, where pJNK is broadly elevated, signal intensity in cells was normalized to the neighboring background, as described earlier.

For mitotic cell analysis, PHH3-positive cells were counted from the entire midgut under the microscope.

PLA puncta were manually counted in the small cells that expressed *esg>dMettl1-V5* and *dwdr4-gfp* using z-section-merged images obtained along the PMG.

Data were compiled in Excel (Microsoft) and graphed in either Excel or Prism 9.0 (GraphPad Software). *P* values were calculated using the Chi-square test, two-tailed unpaired Student’s *t* test for normally distributed data, or the non-parametric Mann–Whitney *U* test for skewed distributions or outliers, as appropriate, with Excel or GraphPad Prism. *P* < 0.05 was considered a statistically significant difference.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Figure EV6 Source Data

Expanded View Figures

## Data Availability

RNA-seq data have been deposited in GEO under accession number GSE298087. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00701-y.

# Supplementary material for: Wdr4 regulates ribosome biogenesis and intestinal homeostasis via let-7
**Source:** EMBO Rep. 2026 Feb 9;27(8):1870–903. doi: 10.1038/s44319-026-00701-y
**Supplement:** Supplementary file 1 — Appendix

## **Appendix for Wdr4 Regulates Ribosome Biogenesis and Intestinal Homeostasis via *let-7***

### **Table of Contents**

|                                                                                                                                                                         |       |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| <b>Appendix Figure S1</b> Lower WDR4 expression in stomach and rectal cancer is associated with poor patient prognosis.                                                 | pg.2  |
| <b>Appendix Figure S2</b> dWdr4 mutant males do not show leaky gut phenotype                                                                                            | pg. 3 |
| <b>Appendix Figure S3</b> Wdr4 loss decreases male gut length but does not affect the thickness of the anterior and posterior midguts.                                  | pg. 4 |
| <b>Appendix Table S1-S3</b> Genes involved in immune response, lipid metabolism, gut digestion, ROS removal and production, and ribosome protein altered upon Wdr4 loss | pg. 5 |
| <b>Appendix Table S4</b> Genotypes used in each figure and figure EV                                                                                                    | pg. 8 |

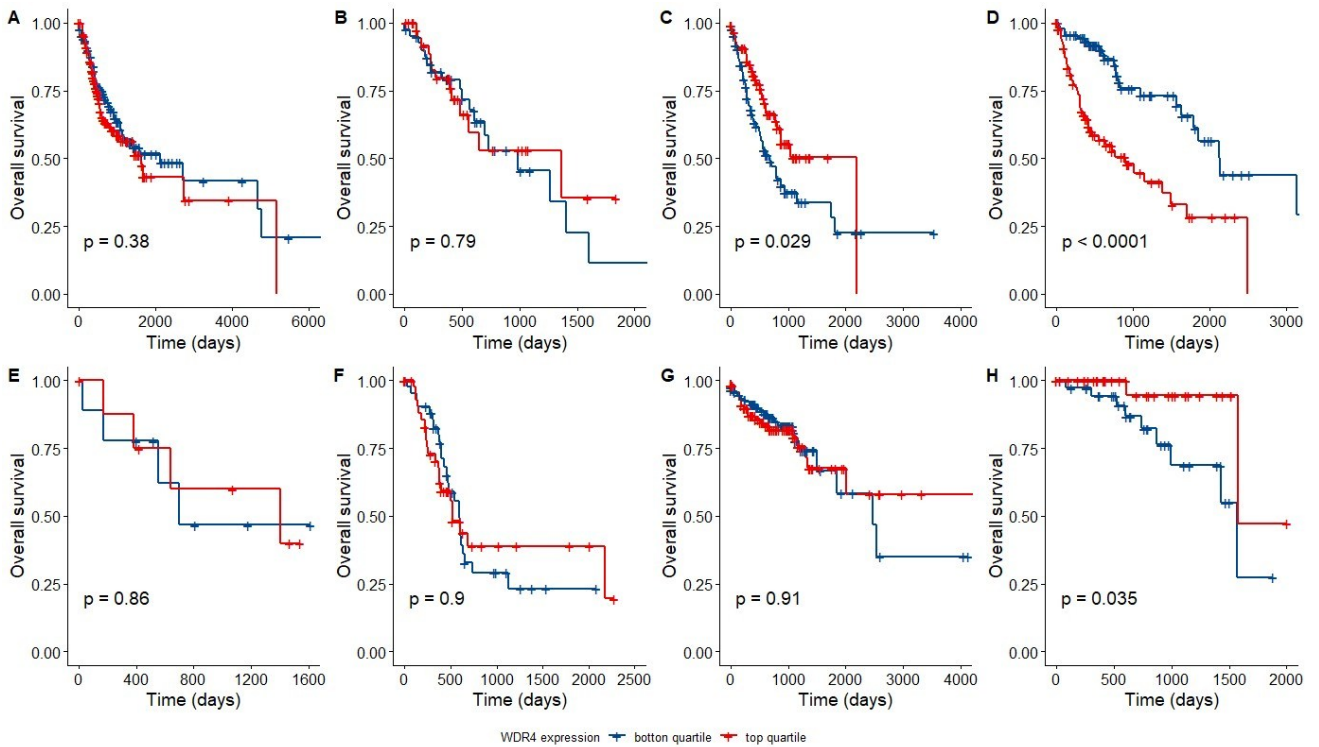

**Appendix Figure S1 Lower WDR4 expression in stomach and rectal cancer is associated with poor patient prognosis.** RNA sequencing data from the primary tumors of gastrointestinal (GI) cancers, including head and neck squamous cell carcinoma (HNSC), esophageal carcinoma (ESCA), stomach adenocarcinoma (STAD), liver hepatocellular carcinoma (LIHC), cholangiocarcinoma (CHOL), pancreatic adenocarcinoma (PAAD), colon adenocarcinoma (COAD), and rectum adenocarcinoma (READ), were obtained from The Cancer Genome Atlas (TCGA) database using the TCGAbiolinks R package (Colaprico et al., 2016). To test the prognostic value of WDR4 expression in GI cancers, the Kaplan-Meier method and log-rank test were used to compare the overall survival of patients in the highest quartile of WDR4 expression and those in the lowest quartile for each cancer type. All statistical analyses were performed in R version 4.0.5. Kaplan-Meier curves represent the overall survival of patient groups selected according to the highest and lowest quartile of WDR4 expression (red: top, blue: bottom) in tumor samples from the TCGA dataset. A, Head and Neck squamous cell carcinoma; B, Esophageal carcinoma; C, Stomach adenocarcinoma; D, Liver hepatocellular carcinoma; E, Cholangiocarcinoma; F, Pancreatic adenocarcinoma; G, Colon adenocarcinoma; H, Rectum adenocarcinoma. Statistically significant differences in were analyzed by Chi-square, in C' and E' by non-parametric Mann–Whitney U test. The prognostic value of WDR4 expression in GI cancers, the Kaplan-Meier method and log-rank test were used to compare the overall survival of patients in the highest quartile of WDR4 expression and those in the lowest quartile for each cancer type. A  $P$ -value  $< 0.05$  was considered statistically significant.

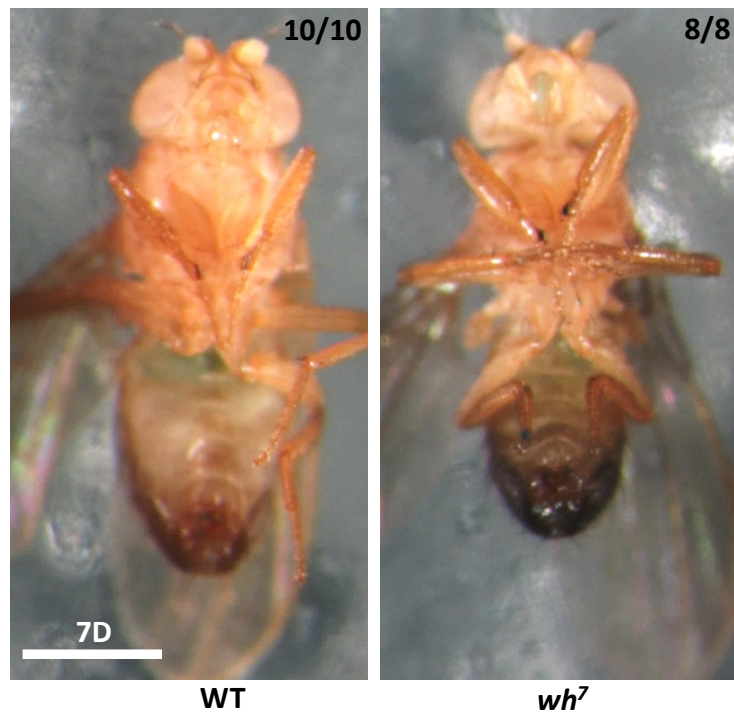

**Appendix Figure S2 *dWdr4* mutant males do not show leaky gut phenotype.** Smurf assay of wild-type (WT) and *dwdr4* mutant (*wh*<sup>7</sup>) male flies. The fraction of flies exhibiting the depicted pattern is provided in each panel.

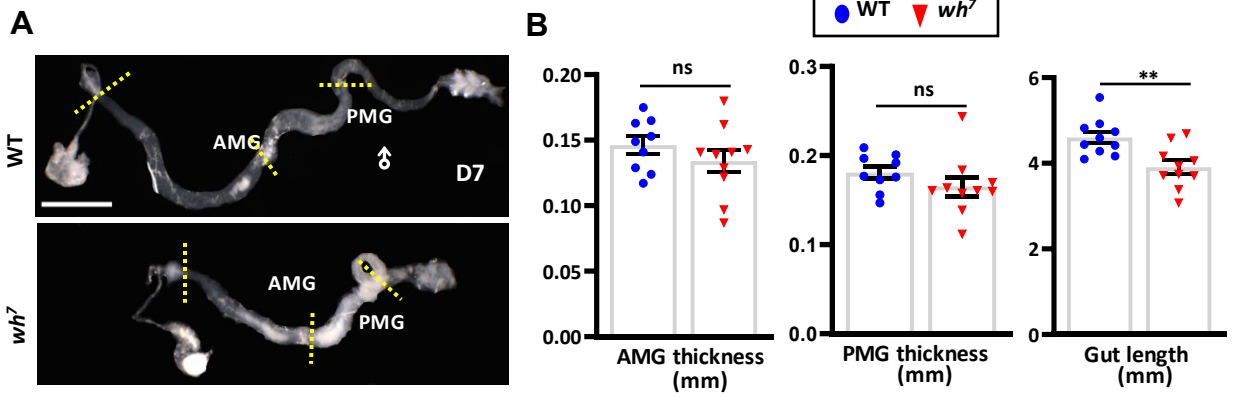

**Appendix Figure S3 *Wdr4* loss decreases male gut length but does not affect the thickness of the anterior and posterior midguts.** (A) Gut morphology of wild-type (WT), and *wh7* mutants. Dashed lines roughly define the region of AMG and PMG. (B) Gut length and thickness of anterior midgut (AMG) and posterior midgut (PMG) in 7-day-old wild-type and *dwd4* mutant (*wh*<sup>7</sup>) male flies. Statistically significant differences were identified by non-parametric Mann–Whitney U test. \*\*,  $P < 0.01$ . ns., not significant. Error bars, SD.

**Appendix Table S1** RNA-seq analysis of *dwdr4* mutant guts reveals altered genes in immune response, lipid metabolism, and digestion

| Function                        | Gene        | Symbol     | <i>wh<sup>7</sup></i> vs WT<br>log2FC | P value | padj (FDR)  |
|---------------------------------|-------------|------------|---------------------------------------|---------|-------------|
| <b>Diverse Immune Effectors</b> |             |            |                                       |         |             |
| <b>Antiviral Response</b>       | FBgn0043841 | vir-1      | -0.7305                               | 0.00124 | 0.031399362 |
|                                 | FBgn0004428 | LysE       | -1.4762                               | 1.1E-07 | 1.01548E-05 |
|                                 | FBgn0004425 | LysB       | -0.1957                               | 0.0159  | 0.232868427 |
| <b>Humoral Immune Defense</b>   | FBgn0004429 | LysP       | -0.348                                | 0.02366 | 0.307180604 |
|                                 | FBgn0004430 | LysS       | -8.2046                               | 4E-109  | 2.365E-105  |
|                                 | FBgn0035806 | PGRP-SD    | -1.7005                               | 0.00015 | 0.005721369 |
|                                 | FBgn0037906 | PGRP-LB    | -1.1799                               | 3.9E-05 | 0.001856967 |
| <b>Lipid Homeostasis</b>        |             |            |                                       |         |             |
| <b>Neuropeptide</b>             | FBgn0037976 | Tk         | -0.2517                               | 0.01164 | 0.183605402 |
| <b>Tk receptor</b>              | FBgn0004622 | TkR99D     | -0.2475                               | 0.02247 | 0.296471034 |
| <b>Insulin</b>                  | FBgn0044050 | Ilp3       | -0.8321                               | 0.00365 | 0.075191067 |
| <b>Digestion</b>                |             |            |                                       |         |             |
| <b>Protease</b>                 | FBgn0035886 | Jon66Ci    | 2.62308                               | 6.6E-11 | 1.1705E-08  |
|                                 | FBgn0031653 | Jon25Biii  | 0.50828                               | 0.00472 | 0.091207142 |
|                                 | FBgn0031654 | Jon25Bii   | 0.42901                               | 0.00471 | 0.091073829 |
|                                 | FBgn0003863 | alphaTry   | -0.0415                               | 0.09986 | 0.733192126 |
| <b>Peptidase</b>                | FBgn0010358 | deltaTry   | -0.3527                               | 0.00645 | 0.114860834 |
|                                 | FBgn0010359 | gammaTry   | -0.0929                               | 0.04131 | 0.444121457 |
|                                 | FBgn0010425 | epsilonTry | -0.071                                | 0.05818 | 0.552142764 |
|                                 | FBgn0011555 | thetaTry   | -0.1479                               | 0.02348 | 0.305896774 |
| <b>Amino Acid Storage</b>       | FBgn0002563 | Lsp1beta   | -2.5844                               | 2.4E-07 | 1.97542E-05 |
|                                 | FBgn0002564 | Lsp1gamma  | -4.1245                               | 1.9E-27 | 1.36343E-24 |
| <b>Sterol Transport</b>         | FBgn0039800 | Npc2g      | -0.1177                               | 0.05734 | 0.547175356 |
|                                 | FBgn0051410 | Npc2e      | -1.3443                               | 7.9E-06 | 0.000468642 |
| <b>Carbohydrate Digestion</b>   | FBgn0020506 | Amyrel     | 3.14937                               | 1.4E-23 | 7.67342E-21 |
|                                 | FBgn0041630 | Hexo1      | -0.2056                               | 0.01621 | 0.236154778 |

**Appendix Table S2** RNA-seq analysis of *dwdr4* mutant guts reveals altered ribosomal protein genes

| Transcript_ID | Gene        | Symbol | <i>wh<sup>7</sup></i> vs WT<br>Log2FC | P_value     | padj (FDR)_ |
|---------------|-------------|--------|---------------------------------------|-------------|-------------|
| FBtr0070155   | FBgn0002579 | RpL36  | 0.397772714                           | 0.049243702 | 0.36649981  |
| FBtr0070800   | FBgn0029785 | RpL35  | 0.725106064                           | 7.93028E-06 | 0.000261089 |
| FBtr0070982   | FBgn0029897 | RpL17  | 3.547526805                           | 1.43933E-07 | 7.06417E-06 |
| FBtr0071592   | FBgn0016726 | RpL29  | 0.785767461                           | 4.1589E-05  | 0.001182943 |
| FBtr0072174   | FBgn0034968 | RpL12  | 0.523313987                           | 0.006207748 | 0.083092908 |
| FBtr0072185   | FBgn0023170 | RpL39  | 0.59563357                            | 0.000262649 | 0.005899141 |
| FBtr0072406   | FBgn0285950 | RpL19  | 0.430767847                           | 0.011303345 | 0.132612907 |
| FBtr0073098   | FBgn0035422 | RpL28  | 2.092138458                           | 0.001476291 | 0.025757828 |

|             |             |         |             |             |             |
|-------------|-------------|---------|-------------|-------------|-------------|
| FBtr0073691 | FBgn0030433 | mRpL49  | 7.439733698 | 8.17137E-09 | 5.45506E-07 |
| FBtr0075066 | FBgn0036825 | RpL26   | 0.447817537 | 0.022971096 | 0.222353165 |
| FBtr0077452 | FBgn0285948 | RpL27A  | 0.504934745 | 0.003217902 | 0.049268659 |
| FBtr0077470 | FBgn0003941 | RpL40   | 0.429336728 | 0.021809573 | 0.21392269  |
| FBtr0078056 | FBgn0002593 | RpLP1   | 0.472457582 | 0.003104008 | 0.047773249 |
| FBtr0079016 | FBgn0261608 | RpL37A  | 0.510830504 | 0.010035003 | 0.12099986  |
| FBtr0079546 | FBgn0031980 | RpL36A  | 0.499966323 | 0.007837075 | 0.100730359 |
| FBtr0079946 | FBgn0005593 | RpL7    | 0.334192899 | 0.039107457 | 0.315418421 |
| FBtr0081181 | FBgn0086710 | RpL30   | 0.387234934 | 0.007286692 | 0.09503898  |
| FBtr0082346 | FBgn0020910 | RpL3    | 0.311849759 | 0.042693118 | 0.334960244 |
| FBtr0085594 | FBgn0002626 | RpL32   | 1.439097032 | 0.036409725 | 0.300145237 |
| FBtr0088525 | FBgn0285949 | RpL31   | 0.425841701 | 0.025047217 | 0.235817546 |
| FBtr0111120 | FBgn0040007 | RpL38   | 0.511148259 | 0.012842601 | 0.145518365 |
| FBtr0302570 | FBgn0261608 | RpL37A  | 0.746137826 | 0.007867793 | 0.101040494 |
| FBtr0308333 | FBgn0028697 | RpL15   | 4.741835864 | 0.004311324 | 0.062541334 |
| FBtr0310482 | FBgn0011272 | RpL13   | 2.169932176 | 0.000171994 | 0.004077254 |
| FBtr0330403 | FBgn0030616 | RpL37a  | 0.415641091 | 0.007692296 | 0.099302927 |
| FBtr0333370 | FBgn0035753 | RpL18   | 0.766798935 | 0.000872618 | 0.016638121 |
| FBtr0334787 | FBgn0003941 | RpL40   | 0.858092223 | 0.000445047 | 0.00933155  |
| FBtr0335135 | FBgn0053002 | mRpL27  | 2.766083181 | 2.07755E-07 | 9.52616E-06 |
| FBtr0343328 | FBgn0014026 | RpL7A   | 1.364904913 | 0.090408192 | 0.516732435 |
| FBtr0345292 | FBgn0029897 | RpL17   | 2.843801971 | 3.4825E-05  | 0.001005412 |
| FBtr0474640 | FBgn0026372 | RpL23A  | 2.205156028 | 0.000339605 | 0.007353394 |
| FBtr0071094 | FBgn0004403 | RpS14a  | 0.485131862 | 0.005426077 | 0.074899643 |
| FBtr0071096 | FBgn0004404 | RpS14b  | 0.480479353 | 0.011954    | 0.13834797  |
| FBtr0071360 | FBgn0030136 | RpS28b  | 0.649761507 | 0.001662034 | 0.028272709 |
| FBtr0071855 | FBgn0034743 | RpS16   | 0.411040308 | 0.014790017 | 0.161175914 |
| FBtr0073792 | FBgn0010198 | RpS15Aa | 1.221876106 | 0.001097208 | 0.02022205  |
| FBtr0074732 | FBgn0285947 | RpS10b  | 1.706920486 | 2.13446E-07 | 9.7534E-06  |
| FBtr0075878 | FBgn0286213 | RpS12   | 0.460196393 | 0.021835347 | 0.214017086 |
| FBtr0076423 | FBgn0010408 | RpS9    | 0.364763632 | 0.041125136 | 0.326426916 |
| FBtr0076479 | FBgn0005533 | RpS17   | 0.544311384 | 0.001332433 | 0.023700324 |
| FBtr0081089 | FBgn0261597 | RpS26   | 0.473300162 | 0.024815081 | 0.23497757  |
| FBtr0081091 | FBgn0261597 | RpS26   | 2.154254848 | 2.43142E-22 | 8.41679E-20 |
| FBtr0082136 | FBgn0261599 | RpS29   | 0.485070482 | 0.009859693 | 0.119532401 |
| FBtr0082370 | FBgn0086472 | RpS25   | 0.382581744 | 0.03088072  | 0.271363299 |
| FBtr0084410 | FBgn0002622 | RpS3    | 0.514390122 | 0.020274259 | 0.202918691 |
| FBtr0086273 | FBgn0010411 | RpS18   | 0.575863353 | 0.016294915 | 0.173578831 |
| FBtr0087123 | FBgn0034138 | RpS15   | 0.497819425 | 0.001364704 | 0.024193146 |
| FBtr0089422 | FBgn0039757 | RpS7    | 0.739196187 | 0.006003872 | 0.081101229 |
| FBtr0089425 | FBgn0039757 | RpS7    | 0.688837162 | 0.023094882 | 0.223143876 |
| FBtr0300828 | FBgn0010198 | RpS15Aa | 0.443056371 | 0.035230033 | 0.294171882 |
| FBtr0304693 | FBgn0039300 | RpS27   | 0.479207608 | 0.002609543 | 0.041167093 |
| FBtr0308296 | FBgn0017545 | RpS3A   | 0.920902802 | 0.001811332 | 0.030538005 |
| FBtr0339970 | FBgn0033912 | RpS23   | 0.527055436 | 0.013454296 | 0.150379227 |
| FBtr0346158 | FBgn0039713 | RpS8    | 0.456873756 | 0.014667345 | 0.160366606 |
| FBtr0346591 | FBgn0261597 | RpS26   | 1.99752251  | 0.001407432 | 0.024777804 |

| <b>Appendix Table S3</b> RNA-seq analysis of dwdr4 mutant female guts altered genes in redox activity |             |               |                                               |                |                   |
|-------------------------------------------------------------------------------------------------------|-------------|---------------|-----------------------------------------------|----------------|-------------------|
| <b>Function</b>                                                                                       | <b>Gene</b> | <b>Symbol</b> | <b><i>wh<sup>7</sup></i> vs WT<br/>log2FC</b> | <b>P value</b> | <b>padj (FDR)</b> |
| <b>Glutathione<br/>Transferase</b>                                                                    | FBgn0001149 | GstD1         | 1.668038376                                   | 9.39057E-09    | 1.14323E-06       |
|                                                                                                       | FBgn0010038 | GstD2         | 3.53317387                                    | 1.04069E-25    | 6.54593E-23       |
|                                                                                                       | FBgn0010040 | GstD4         | 1.399659234                                   | 0.001019884    | 0.027301045       |
|                                                                                                       | FBgn0010042 | GstD6         | 1.107945402                                   | 0.002629187    | 0.058139947       |
|                                                                                                       | FBgn0010043 | GstD7         | 1.680179562                                   | 3.11571E-06    | 0.000200432       |
|                                                                                                       | FBgn0010044 | GstD8         | 0.364677822                                   | 0.01639339     | 0.237956361       |
|                                                                                                       | FBgn0063493 | GstE7         | 2.052386042                                   | 1.26054E-07    | 1.11498E-05       |
| <b>ROS Production</b>                                                                                 | FBgn0283531 | Duox          | 0.231733687                                   | 0.037798364    | 0.418831599       |
|                                                                                                       | FBgn0010019 | Cyp4g1        | 1.785315494                                   | 1.73939E-06    | 0.000119354       |
|                                                                                                       | FBgn0031432 | Cyp309a1      | 1.718181131                                   | 7.31134E-08    | 6.89825E-06       |

Gray marks the FDR value is not smaller than  $P < 0.05$ .

**Appendix Table S4. Phenotypes of files used in each figure and Figure EV**

|                 |              |                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Figure 1</b> | <b>A</b>     | <i>yw and wh7/wh7 and wh7/wh7;dwdr4-gfp/+</i>                                                                                                                                                                                                                                                                                                        |
|                 | <b>B-C</b>   | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                                                |
|                 | <b>E</b>     | <i>dwdr4-gfp</i>                                                                                                                                                                                                                                                                                                                                     |
|                 | <b>F-F'</b>  | <i>yw and wh7/wh7 and wh7/wh7;dwdr4-gfp/+</i>                                                                                                                                                                                                                                                                                                        |
| <b>Figure 2</b> | <b>A-C'</b>  | <i>w<sup>+</sup>;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                                                                       |
|                 | <b>D-E</b>   | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                                                |
|                 | <b>E'</b>    | <i>yw and wh7/wh7 and wh7/wh7;dwdr4-gfp/+</i>                                                                                                                                                                                                                                                                                                        |
| <b>Figure 3</b> | <b>A-A''</b> | <i>FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp and wh7FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                                          |
|                 | <b>B-B'</b>  | <i>DI-GAL4/UAS-egfpRNAi and dwdr4RNAi<sup>(P)</sup>/+;DI-GAL4/+</i>                                                                                                                                                                                                                                                                                  |
|                 | <b>C</b>     | <i>w<sup>+</sup>;tub-GAL80TS/+;DI-Gal4 UAS-gfp/UAS-mcherryRNAi and w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup></i>                                                                                                                                                                                                                             |
|                 | <b>C'</b>    | <i>w<sup>+</sup>;tub-GAL80<sup>TS</sup>/+;DI-Gal4 UAS-gfp/UAS-mcherryRNAi and w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+ and w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(t)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                        |
| <b>Figure 4</b> | <b>B-B'</b>  | <i>yw;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                                                                                  |
|                 | <b>C-C'</b>  | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                                                |
|                 | <b>D</b>     | <i>w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                                                                                                                                            |
|                 | <b>D'</b>    | <i>w<sup>+</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                                                             |
| <b>Figure 5</b> | <b>A</b>     | <i>w<sup>+</sup>;tub-GAL80<sup>TS</sup>/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                                                                                                |
|                 | <b>B</b>     | <i>w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/UAS-TORRNAi</i>                                                                                                                                                           |
|                 | <b>B'</b>    | <i>w<sup>+</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and w<sup>+</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/UAS-TORRNAi and w<sup>+</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ tubGAL80TS/UAS-TORRNAi</i> |
|                 | <b>C</b>     | <i>wh7/wh7</i>                                                                                                                                                                                                                                                                                                                                       |
|                 | <b>C'</b>    | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                                                |
|                 | <b>D</b>     | <i>w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                                                                                                                                                                           |
|                 | <b>D'</b>    | <i>w<sup>+</sup>;tub-GAL80<sup>TS</sup>/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>+</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                                                                                                |
|                 | <b>E-E'</b>  | <i>w<sup>+</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80<sup>TS</sup>/UAS-mcherryRNAi and</i>                                                                                                                                                                                                                                                     |

|                 |              |                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                 |              | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                                                                                                                          |
|                 | <b>F</b>     | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                                         |
|                 | <b>F'</b>    | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/+; Su(H)GBE-lacZ tubGAL80TS/+</i>               |
| <b>Figure 6</b> | <b>A</b>     | <i>w<sup>-</sup>;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                                                     |
|                 | <b>B</b>     | <i>wh7/wh7;esg-Gal4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/+;UAS-mcD8::gfp/UAS-hepRNAi</i>                                                                                                                                                                                                                                             |
|                 | <b>B'</b>    | <i>w<sup>-</sup>;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/+;UAS-mcD8::gfp/UAS-hepRNAi</i>                                                                                                                                                                                                    |
|                 | <b>C-C'</b>  | <i>w<sup>-</sup>;esg-Gal4,Uas-gfp/ dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGal80TS/+</i>                                                                                                                                                                                                                                         |
|                 | <b>D</b>     | <i>wh7/wh7 ;esg-GAL4 UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/+ and wh7/wh7 ;esg-GAL4,UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/UAS-hepRNAi</i>                                                                                                                                                                                                 |
|                 | <b>D'</b>    | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and wh7/wh7 ;esg-GAL4 UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/+ and wh7/wh7 ;esg-GAL4,UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/UAS-hepRNAi</i>                                                                                                                  |
| <b>Figure 7</b> | <b>A</b>     | <i>w<sup>-</sup>;tub-GAL80<sup>TS</sup>/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>-</sup>;tub-GAL80TS/+;DI-GAL4 UAS-gfp/let-7-12p decoy</i>                                                                                                                                                                                      |
|                 | <b>A'</b>    | <i>w<sup>-</sup>;tub-GAL80TS/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>-</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+ and w<sup>-</sup>;tub-GAL80TS/+;DI-GAL4 UAS-gfp/let-7-12p decoy and w<sup>-</sup>;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/+ and w<sup>-</sup>;tub-GAL80TS/+;DI-GAL4 UAS-gfp/let-7 sponge</i> |
|                 | <b>B</b>     | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                                           |
|                 | <b>B'</b>    | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi</i>                                                                                                                                                                                                                                                  |
|                 | <b>C-E</b>   | <i>w<sup>-</sup>;esg-Gal4 UAS-gfp/dwdr4RNAi; Su(H)GBE-lacZ,tubGAL80TS/+ and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/UAS-let7</i>                                                                                                                                                          |
|                 | <b>C'-E'</b> | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-Gal4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/+ and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/UAS-let7</i>                                                             |
|                 |              |                                                                                                                                                                                                                                                                                                                                    |
| <b>Fig. EV1</b> | <b>A-D</b>   | <i>yw and wh7/wh7 and wh7/wh7;dwdr4-gfp/+</i>                                                                                                                                                                                                                                                                                      |
|                 | <b>E-F</b>   | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                              |
| <b>Fig. EV2</b> | <b>A</b>     | <i>w<sup>-</sup>;esg-GAL4/UAS-mcD8::gfp and wh7/wh7;esg-GAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                                                     |
|                 | <b>B</b>     | <i>FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp and wh7FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                                        |

|                 |              |                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                 | <b>C</b>     | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80<sup>TS</sup>/UAS-mcherryRNAi; and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                 |
|                 | <b>D</b>     | <i>w<sup>-</sup>;esg-GAL4/UAS-egfpRNAi and w<sup>-</sup>;esg-GAL4/UAS-dwdr4RNAi<sup>(P)</sup></i>                                                                                                                                                                                                                    |
|                 | <b>E</b>     | <i>w<sup>-</sup>;Su(H)GBE-GAL4 UAS-mcD8::gfp,tubGAL80<sup>TS</sup>/+;UAS-mcherryRNAi/+ and w<sup>-</sup>;Su(H)GBE-GAL4 UAS-mcD8::gfp,tubGAL80TS/UAS-dwdr4RNAi<sup>(P)</sup>;+/+</i>                                                                                                                                  |
|                 | <b>F</b>     | <i>w<sup>-</sup>;NP1-GAL4/UAS-egfpRNAi and w<sup>-</sup>;NP1-GAL4/UAS-dwdr4RNAi<sup>(P)</sup></i>                                                                                                                                                                                                                    |
|                 | <b>G</b>     | <i>w<sup>-</sup>;tub-GAL80<sup>TS</sup>/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>-</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+ and w<sup>-</sup>;How-GAL4/+;UAS-mcherryRNAi/+and w<sup>-</sup>;How-GAL4/dwdr4RNAi<sup>(P)</sup>;+/+ and w<sup>-</sup>;How-GAL4/dwdr4RNAi<sup>(t)</sup>;+/+</i>    |
|                 | <b>H</b>     | <i>w<sup>-</sup>;esg-GAL4/UAS-lucRNAi and w<sup>-</sup>;esg-GAL4/UAS-dwdr4RNAi<sup>(P)</sup></i>                                                                                                                                                                                                                     |
| <b>Fig. EV3</b> | <b>A</b>     | <i>FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp and wh7FRT19A/hs-flpGAL80FRT19A;actGAL4/UAS-mcD8::gfp</i>                                                                                                                                                                                                          |
|                 | <b>B</b>     | <i>w<sup>-</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                                                                                                                                           |
|                 | <b>B'</b>    | <i>w<sup>-</sup>;tub-GAL80TS/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and w<sup>-</sup>;tub-GAL80TS/dwdr4RNAi<sup>(P)</sup>;DI-GAL4 UAS-gfp/+</i>                                                                                                                                                                           |
|                 | <b>C</b>     | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                           |
|                 | <b>C'</b>    | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/+; Su(H)GBE-lacZ tubGAL80TS/+</i> |
| <b>Fig. EV4</b> | <b>A</b>     | <i>yw and wh7/wh7</i>                                                                                                                                                                                                                                                                                                |
|                 | <b>B-B'</b>  | <i>yw;esg-Gal4/Uas-mcD8::gfp and wh7/wh7;esg-Gal4/Uas-mcD8::gfp</i>                                                                                                                                                                                                                                                  |
|                 | <b>C</b>     | <i>yw;+/+;puc-lacZ/+ and wh7/wh7;+/+;puc-lacZ/+</i>                                                                                                                                                                                                                                                                  |
|                 | <b>D-E</b>   | <i>w<sup>-</sup>;esg-Gal4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/+ and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/UAS-Catalase</i>                                                                                                                          |
|                 | <b>D'-E'</b> | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ,tubGAL80TS/UAS-Catalase</i>                                           |
|                 | <b>F-G</b>   | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                           |
|                 | <b>F'-G'</b> | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+ and dmyc4/+;esg-Gal4,UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                            |
| <b>Fig. EV5</b> | <b>A-A'</b>  | <i>w<sup>-</sup>;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ tubGAL80<sup>TS</sup>/UAS-mcherryRNAi; and w<sup>-</sup>;esg-GAL4 UAS-gfp/dwdr4RNAi<sup>(P)</sup>; Su(H)GBE-lacZ tubGAL80TS/+</i>                                                                                                                                 |

|                 |             |                                                                                                                                                                                                                                                                                                                                      |
|-----------------|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                 | <b>B-B'</b> | <i>w</i> ;esg-GAL4,UAS-gfp/+; Su(H)GBE-lacZ tubGAL80 <sup>TS</sup> /UAS-mcherryRNAi; and <i>w</i> ;esg-Gal4 UAS-gfp/mettl1RNAi; Su(H)GBE-lacZ tubGAL80TS/+                                                                                                                                                                           |
|                 | <b>C-C'</b> | <i>w</i> ;esg-GAL4/dwdr4-gfp; UAS-Mettl1-V5/+                                                                                                                                                                                                                                                                                        |
|                 | <b>D</b>    | <i>wh7/wh7</i> ;esg-GAL4/UAS-mcD8::gfp and <i>wh7/wh7</i> ;esg-GAL4/UAS-mcD8::gfp; UAS-hWDR4/+                                                                                                                                                                                                                                       |
|                 | <b>D'</b>   | <i>yw</i> ;esg-Gal4/Uas-mcD8::gfp and <i>wh7/wh7</i> ;esg-GAL4/UAS-mcD8::gfp and <i>wh7/wh7</i> ;esg-GAL4/UAS-mcD8::gfp; UAS-hWDR4/+                                                                                                                                                                                                 |
|                 | <b>E</b>    | <i>w</i> ;esg-GAL4 UAS-gfp/+; Su(H)GBE-lacZ,tubGAL80TS/UAS-mcherryRNAi and <i>wh7/wh7</i> ;esg-GAL4 UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/+ and <i>wh7/wh7</i> ;esg-GAL4,UAS-gfp/+;Su(H)GBE-lacZ tubGAL80TS/UAS-hWDR4                                                                                                                   |
|                 | <b>F</b>    | <i>w</i> ;tub-GAL80TS/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/+ and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/UAS-hMETTL1 and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/UAS-hMETTL1 <sup>KD</sup>                                                                       |
|                 | <b>F'</b>   | <i>w</i> ;tub-GAL80TS/+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and <i>w</i> ;tub-GAL80TS/dwdr4RNAi <sup>(P)</sup> ;DI-GAL4 UAS-gfp/+ and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/+ and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/UAS-hMETTL1 and <i>w</i> ;tub-GAL80TS/mettl1RNAi;DI-GAL4 UAS-gfp/UAS-hMETTL1 <sup>KD</sup> |
| <b>Fig. EV6</b> | <b>A</b>    | <i>yw</i> and <i>wh7/wh7</i>                                                                                                                                                                                                                                                                                                         |
|                 | <b>B</b>    | <i>w</i> ;tub-GAL80 <sup>TS</sup> /+;DI-GAL4 UAS-gfp/let7-lacZ and <i>w</i> ;tub-GAL80TS/dwdr4RNAi <sup>(P)</sup> ;DI-GAL4 UAS-gfp/let7-lacZ                                                                                                                                                                                         |
|                 | <b>C-C'</b> | <i>w</i> ;tub-GAL80 <sup>TS</sup> /+;DI-GAL4 UAS-gfp/UAS-mcherryRNAi and <i>w</i> ;tub-GAL80TS/+;DI-GAL4 UAS-gfp/let-7-12p decoy                                                                                                                                                                                                     |

# Supplementary material for: Wdr4 regulates ribosome biogenesis and intestinal homeostasis via let-7
**Source:** EMBO Rep. 2026 Feb 9;27(8):1870–903. doi: 10.1038/s44319-026-00701-y
**Supplement:** Supplementary file 17 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Loss of dWdr4 shortens lifespan, impairs locomotor activity, and disrupts gut function in flies.

(A, B) *Drosophila* *dwdr4* mutant (*wh<sup>7</sup>*) female (A) and male flies (B) show shortened lifespans compared to wild-type (WT) controls. Lifespan defects were rescued by introducing a copy of *dwdr4-gfp* ( $N = 80$  flies). (C, D) Climbing assays reveal reduced locomotor activity in *wh<sup>7</sup>* mutant female (C) and male flies (D) compared to WT control. Climbing performance was partially improved in females ( $N = 17$  flies) and completely rescued in males ( $N = 15$  flies) by *dwdr4-gfp* expression. (E) dWdr4 loss causes the accumulation of lipid droplets. WT ( $N = 7$ ) and *wh<sup>7</sup>* mutant ( $N = 9$ ) guts with Bodipy (green, oil droplets), Phalloidin (magenta, F-actin), and DAPI (blue, nuclei). The fraction of gut sections with the pattern shown is indicated. 

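Of the 24 genes of Appendix Table S1, 23 could be tested, and 19 were lower and 4 higher in wh7 female guts than in WT. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1 was lower and 1 was higher. At an unadjusted p under 0.05, 18 were lower and 3 higher. Adjusted over the list alone, 17 were lower and 3 higher, which is not independent evidence, since the table was chosen on these libraries. The genotypes did not overlap in any of the 23, against 33.3% of genes by chance, and the same holds for this count. Among the 14 digestion genes, Lsp1gamma fell from 1758 ± 71 normalized counts (SD, n = 2) to 95 ± 4, a log2 fold change of -4.20 (standard error 0.18, adjusted p = 0.021 from edgeR's test). Lsp1beta had 1163 and 16018 normalized counts in the WT libraries and 444 and 700 in the wh7 libraries. Its log2 fold change of -3.91 (adjusted p = 0.303 from edgeR's test) became -1.03 without WT replicate 2. The trypsin genes alphaTry, deltaTry, gammaTry, epsilonTry and thetaTry had log2 fold changes of -0.48, -0.81, -0.61, -0.57 and -0.68, and deltaTry and gammaTry are similar genes whose reads could have been split. Npc2e and Hexo1 had log2 fold changes of -1.46 and -0.75. Npc2g had one of -0.96, which became -0.24 without WT replicate 2 and -1.44 without WT replicate 1. The amylase-related gene Amyrel rose from 665 ± 15 to 6403 ± 1303 normalized counts, a log2 fold change of 3.27 (standard error 0.21, adjusted p = 0.0299 from edgeR's test). The proteases Jon66Ci, Jon25Biii and Jon25Bii were also higher, with log2 fold changes of 2.76, 0.93 and 0.86, and the last 2 are similar genes. Jon25Biii was at 0.54 without WT replicate 1 and at 1.47 without WT replicate 2. Npc2e was at -0.90 without WT replicate 2 and at -1.95 without wh7 replicate 2. A list of 31 digestive protease genes, of which 8 are in Table S1, had 30 tested, 11 higher and 19 lower, with a median log2 fold change of -0.35 (camera, adjusted p = 0.00807; fry, adjusted p = 0.175). At an adjusted p under 0.05 there were 0 called genes of the list over all genes, 16 at an unadjusted p under 0.05 and 14 adjusted over the list alone. The median was -0.19 without WT replicate 2 and -0.52 without WT replicate 1. The fatty acid gene bgm of Fig. EV1F, which Table S1 does not list, had a log2 fold change of -1.25 (standard error 0.17, adjusted p = 0.0874 from edgeR's test).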

(F) Expression differences in genes involved in lipid metabolism and gut digestion between the *wh<sup>7</sup>* and WT female guts. Fold change of  $\log_2$  values ( $P < 0.05$ ) is indicated by the color indicator. Each dot in (C, D) represents one fly. Scale bar in (E) is 50  $\mu\text{m}$ . Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (A, B) were identified by the Log-rank test, and in (C, D) were identified by the unpaired Student's *t* test. Statistical analysis in (F) was performed on two biological replicates. Lifespan analysis in (A, B) showed significant differences between WT and *wh<sup>7</sup>*, *wh<sup>7</sup>* and *wh<sup>7</sup>;dwdr4-gfp*, and between WT and *wh<sup>7</sup>;dwdr4-gfp* ( $***P = < 0.0001$ ). Climbing assay in (C, D) showed significant differences between WT and *wh<sup>7</sup>* ( $***P = < 0.0001$ ), *wh<sup>7</sup>* and *wh<sup>7</sup>;dwdr4-gfp* ( $**P = 0.0014$ ), and between WT and *wh<sup>7</sup>;dwdr4-gfp* ( $***P = 0.0004$ ) in females, but in males, no differences were observed between WT and *wh<sup>7</sup>;dwdr4-gfp* (ns,  $P = 0.621$ ). *N*, number of midguts, unless otherwise stated. Source data are available online for this figure.

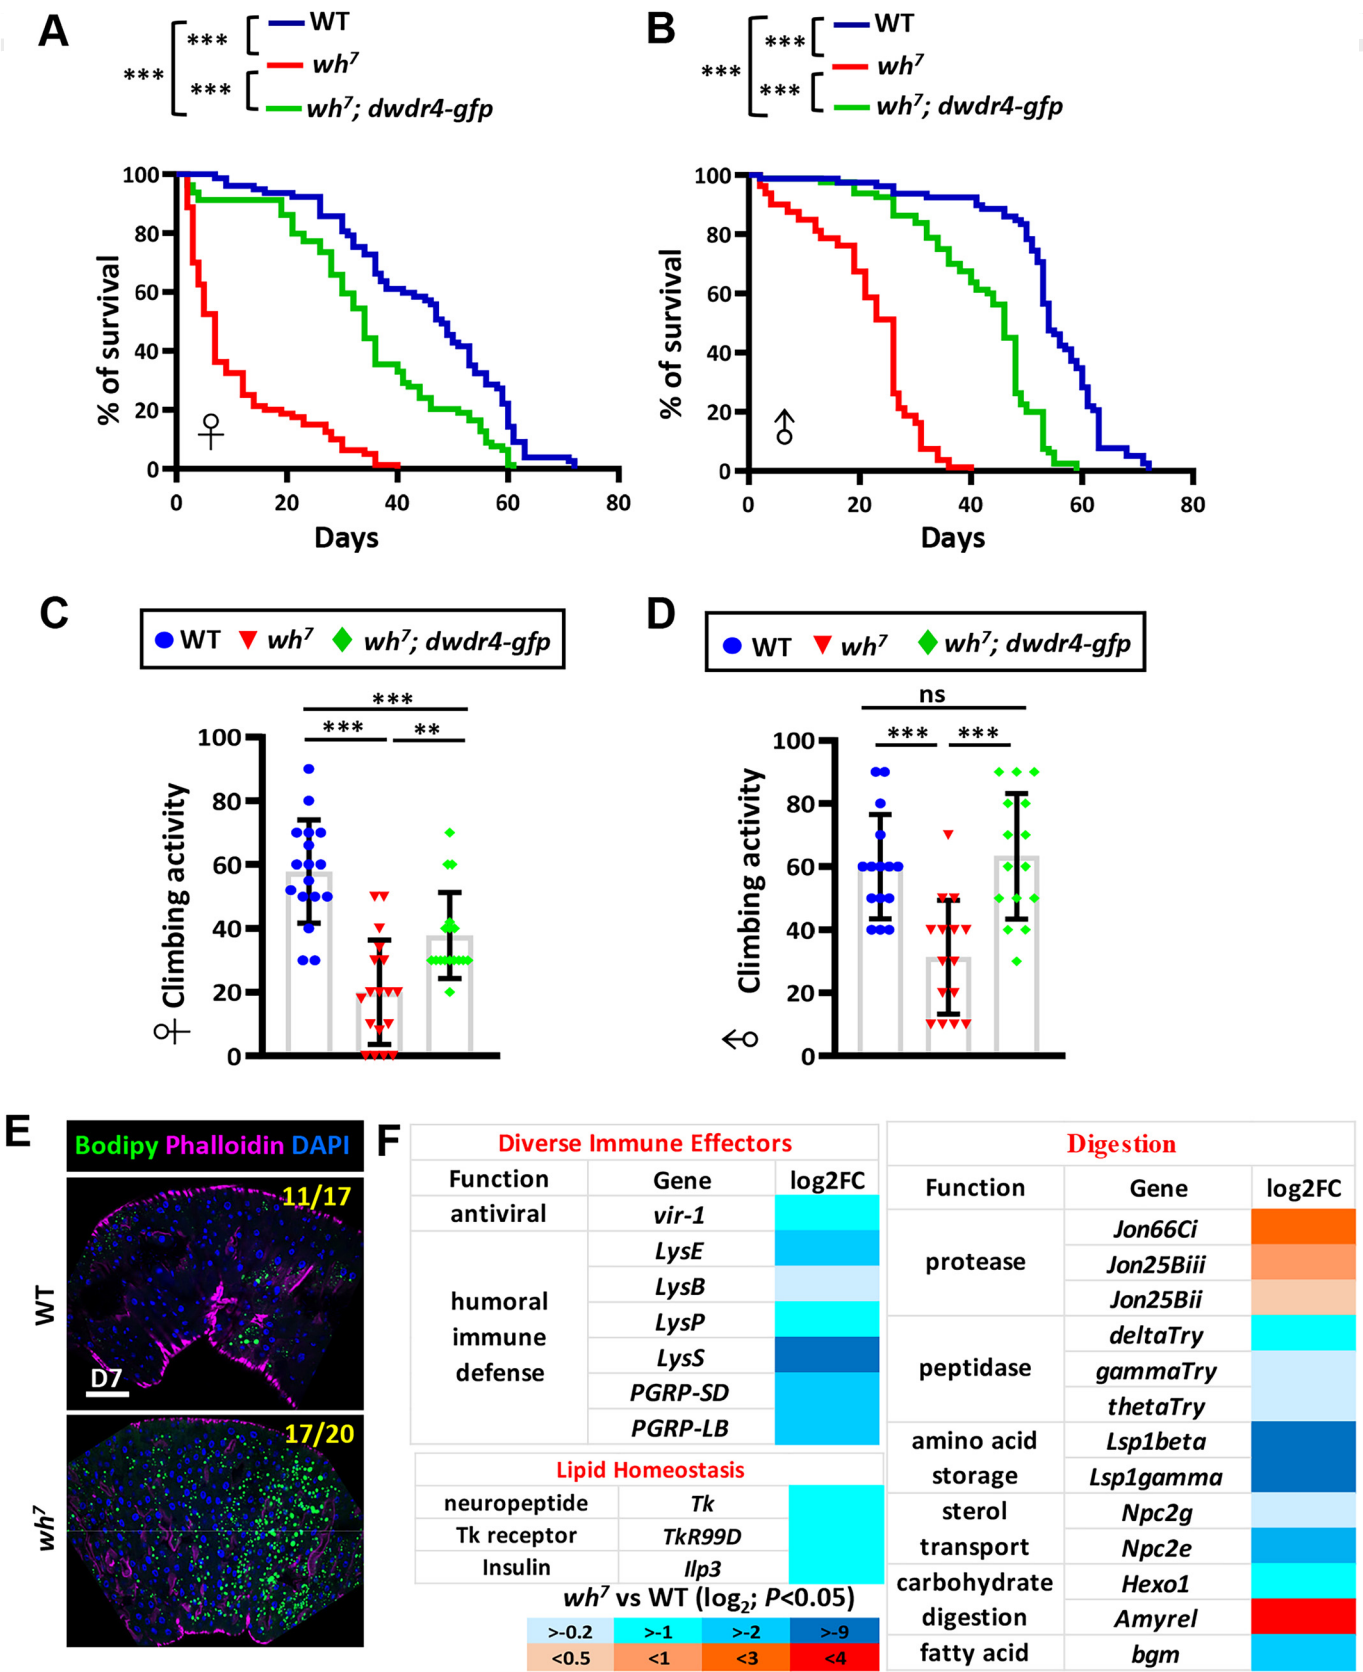

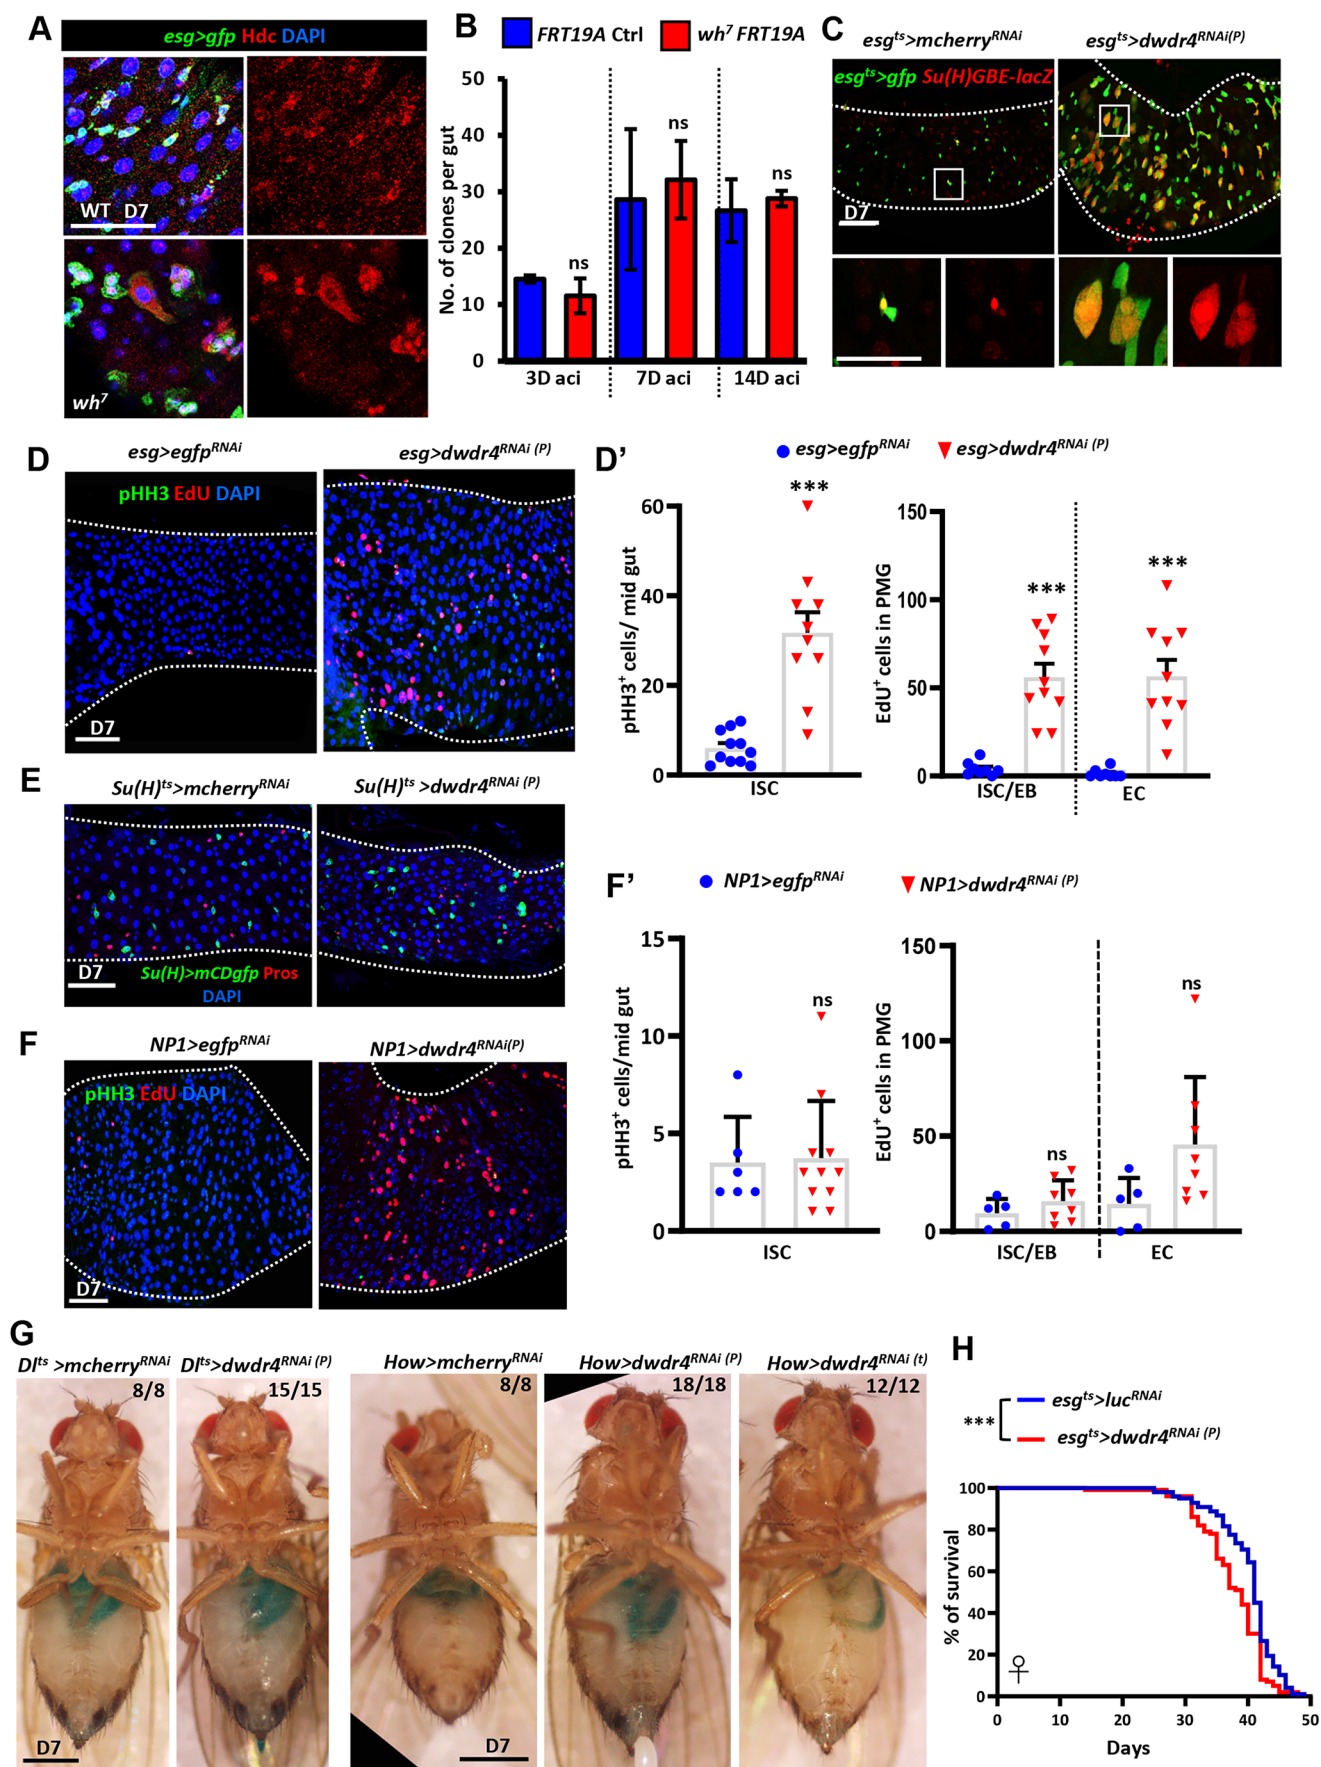

**Figure EV2. Loss of *dWdr4* in ISCs promotes their proliferation and shortens lifespan but does not compromise intestinal epithelial integrity.**

(A) Posterior midguts (PMGs) from wild-type (WT) and *dwd4* mutant (*wh<sup>7</sup>*) females expressing *esg>gfp* (green, ISCs, EBs), stained for Hdc (red, ISCs/EBs) and DAPI (blue, nuclei). In the WT control PMG ( $N = 10$ ), the ISC-EB two-cell cluster has both cells expressing Hdc, whereas in the *dwd4* mutant (*wh<sup>7</sup>*) PMG ( $N = 13$ ), Hdc expression was seen in all *esg>gfp* cell clusters as well as in misdifferentiated ECs. (B) Number (no.) of clones per midgut in *FRT19A* control (ctrl) (3D:  $N = 27$ , 7D:  $N = 30$ , 14D:  $N = 34$ ) and *wh<sup>7</sup>FRT19A* heterozygous mutant guts (3D:  $N = 29$ , 7D:  $N = 28$ , 14D:  $N = 28$ ) at 3, 7, and 14 days after clone induction (aci). (C) *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* PMG ( $N = 7$ ) shows expansion of ISCs/EBs (green, labeled with *esg<sup>ts</sup>>gfp*) with some ISCs/EBs also expressing *Su(H)-lacZ* (red, a Notch signaling reporter used as an EB marker). In the *esg<sup>ts</sup>>mcherry<sup>RNAi</sup>* control PMG ( $N = 5$ ), the ISC-EB two-cell cluster has only one *Su(H)-lacZ*-positive cell. Enlarged views of the white boxed regions are shown below. (D, D') *esg>dwd4<sup>RNAi(P)</sup>* PMG ( $N = 10$ ) shows increased mitotic ISCs (PHH3<sup>+</sup>, green), proliferating ISCs/EBs (EdU<sup>+</sup> with the small nuclei, red), and endoreplicating ECs (EdU<sup>+</sup> with the large nucleus, red), as compared to the control (*esg>egfp<sup>RNAi</sup>*) ( $N = 8$ ). (D') Number of PHH3<sup>+</sup> ISCs per midgut (left) and number of EdU<sup>+</sup> ISCs/EBs and ECs per PMG (right) for the indicated genotypes. (E) Knockdown of *dwd4* in EBs (*Su(H)<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>*) ( $N = 22$ ) causes no obvious change in the EB population (*Su(H)<sup>ts</sup>>mcd8gfp*, green) compared to *Su(H)<sup>ts</sup>>mcherry<sup>RNAi</sup>* control PMGs ( $N = 20$ ). Pros, red, pEEs/EEs. (F, F') Knockdown of *dwd4* in ECs (*NPI>dwd4<sup>RNAi(P)</sup>*) ( $N = 11$ ) does not increase mitotic ISCs (PHH3<sup>+</sup>, green) or proliferating ISCs/EBs (EdU<sup>+</sup>) compared to the control (*NPI>egfp<sup>RNAi</sup>*) ( $N = 6$ ). Still, it slightly increases endoreplicating ECs (EdU<sup>+</sup> with the large nucleus, red) compared to the control. DAPI, blue. (F') Number of PHH3<sup>+</sup> ISCs per midgut (left) and number of EdU<sup>+</sup> ISCs/EBs and ECs per PMG (right) for the indicated genotypes. (G) *Dl<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>*, *how>dwd4<sup>RNAi(P)</sup>*, and *how>dwd4<sup>RNAi(1)</sup>* female flies do not show the leaky gut phenotype, as revealed by the smurf assay. Fractions of flies with the pattern shown are indicated. (H) Female flies carrying *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* have a shortened lifespan compared to control (*esg<sup>ts</sup>>LucRNAi*) ( $N = 100$  flies). Each dot in (D', F') represents one midgut. The scale bar in (A) and enlarged views of (C) are shown at 25  $\mu$ m; (C, D, E, F) are 50  $\mu$ m, and in (G) is 0.5 mm. White dashed lines in (C, D, E, F) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (B) were identified by the unpaired Student's *t* test, in (D', F') by the non-parametric Mann-Whitney *U* test, and in H by the Log-rank test. (B) No differences were observed between *FRT19A* ctrl and *wh<sup>7</sup> FRT19A* in clones per gut after 3D aci (ns,  $P = 0.23$ ), 7D aci (ns,  $P = 0.69$ ), and 14D aci (ns,  $P = 0.57$ ). (D') PHH3<sup>+</sup> cells were significantly increased in *esg>dwd4<sup>RNAi(P)</sup>* compared with *esg>egfp<sup>RNAi</sup>* ( $***P = < 0.0001$ ); EdU<sup>+</sup> ISC/EB ( $***P = < 0.0001$ ) and EC cells ( $***P = < 0.0001$ ) showed significant increase. (F') no differences in PHH3<sup>+</sup> cells were observed in *NPI>dwd4<sup>RNAi(P)</sup>* compared with *NPI>egfp<sup>RNAi</sup>* (ns,  $P = 0.9$ ); EdU<sup>+</sup> ISC/EB (ns,  $P = 0.3$ ) showed no difference; whereas in EC cells (ns,  $P = 0.6$ ) increased slightly. Lifespan analysis in (H) showed a significant reduction in *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* compared with *esg>egfp<sup>RNAi</sup>* ( $***P = 0.0003$ ). *N*, number of midguts; unless otherwise stated. Source data are available online for this figure.

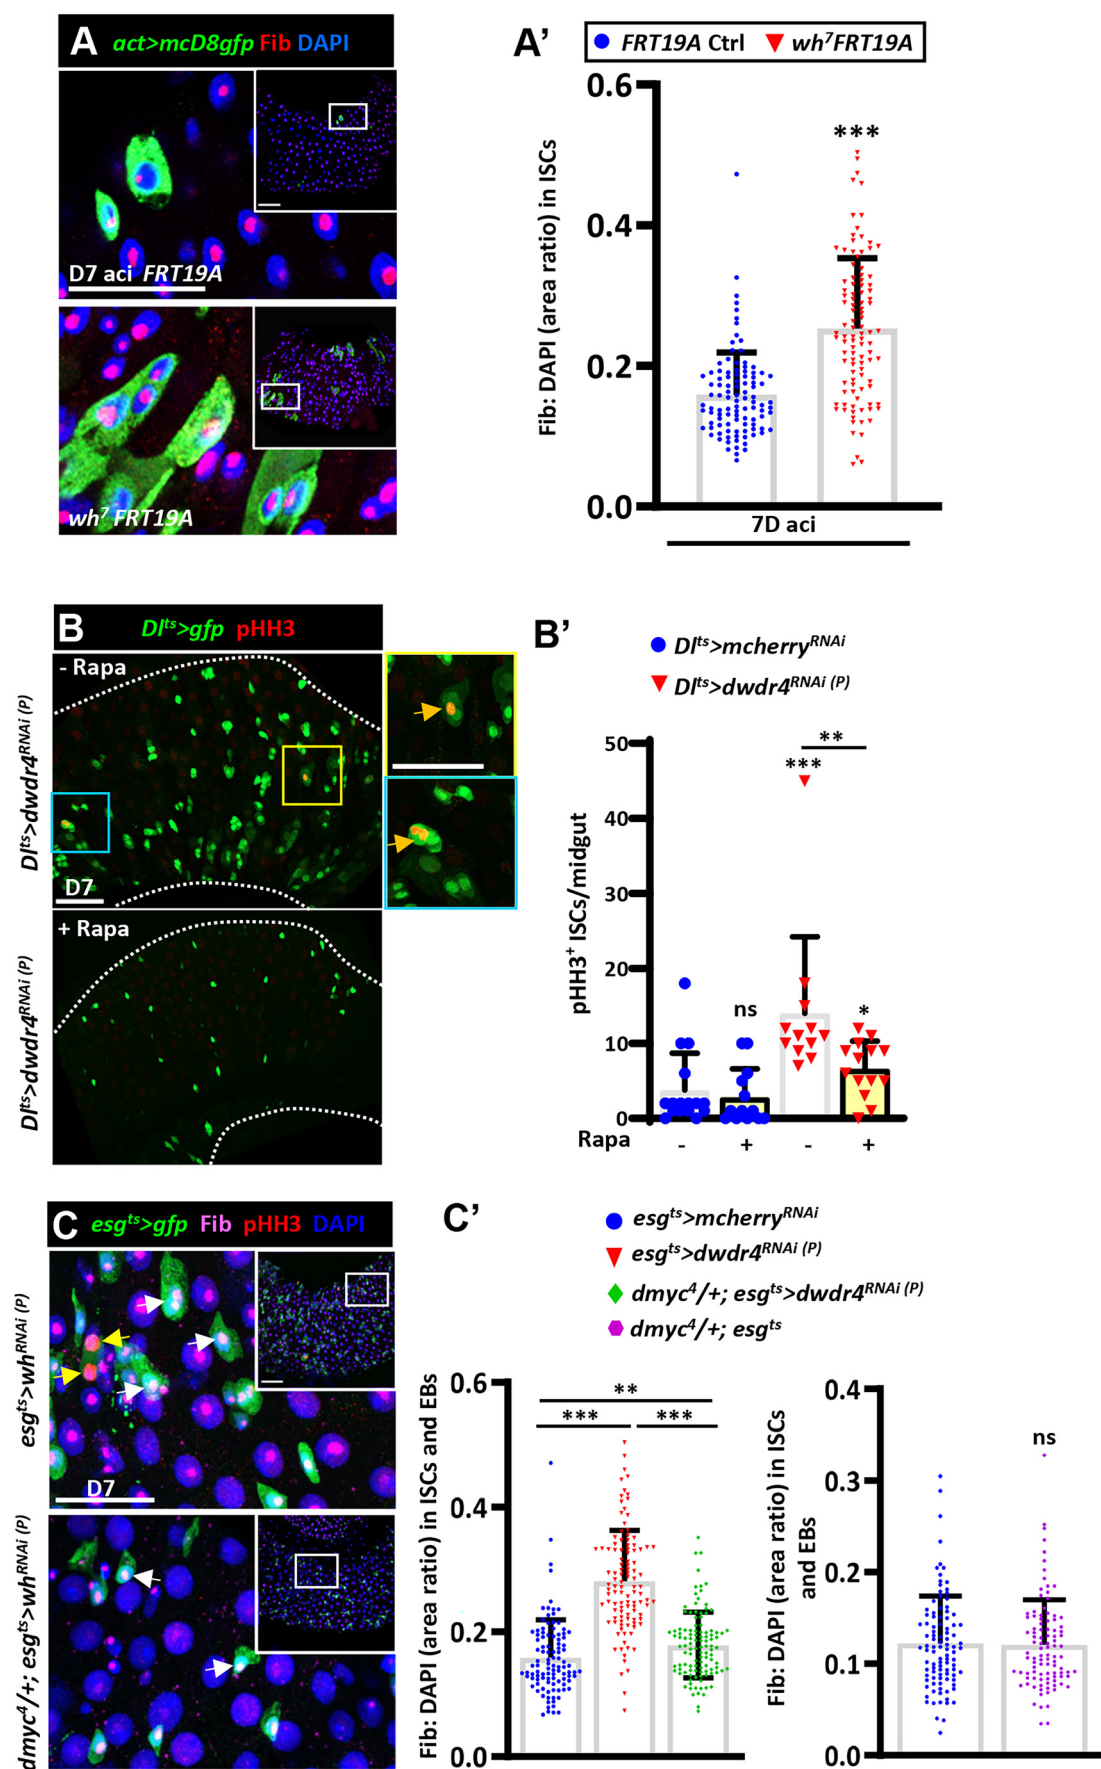

### Figure EV3. Wdr4 regulates ISC proliferation via TOR and dMyc.

(A, A') dWdr4 cell-autonomously controls ribosome biogenesis in ISCs/EBs. (A) Mosaic *FRT19A* control ( $N = 11$ ) and *wh<sup>7</sup>FRT19A* heterozygous mutant posterior midguts (PMGs) ( $N = 10$ ) ( $n = 103$  ISC/EB cells) with *act>mCD8gfp* (green, mutant cells), Fibrillarin (Fib) (red, nucleoli), and DAPI (blue, nuclei) labels. (A') Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in GFP-positive cells with small nuclei in the indicated genotypes, at 7 days after clone induction (*aci*). (B, B') Rapamycin treatment suppresses ISC expansion and overproliferation caused by dWdr4 depletion. (B) PMGs from *Dl<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* flies expressing *Dl<sup>ts</sup>>gfp* (green, ISCs) with or without rapamycin (*rapa*) treatment, stained for PHH3 (red, mitosis marker). Enlarged views of the boxed regions are shown on the right. (B') Quantification of PHH3<sup>+</sup> ISCs per midgut for the *Dl<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* ( $dH_2O$ :  $N = 12$  midguts; *Rapa*:  $N = 14$ ) and *Dl<sup>ts</sup>>mcherry<sup>RNAi</sup>* ( $dH_2O$ :  $N = 15$ ; *Rapa*:  $N = 13$ ). (C, C') Removal of a copy of dMyc suppresses elevated ribosome biogenesis induced by dWdr4 depletion. (C) PMGs from *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* and *dmyc<sup>d</sup>/+*; *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* females bearing *esg<sup>ts</sup>>gfp* (green, ISCs/EBs), stained for PHH3 (red, mitosis marker) and Fibrillarin (Fib) (magenta, nucleoli) and DAPI (blue, nuclei). These images are also shown in Fig. 5F. (C') Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in ISCs/EBs in the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* ( $N = 14$ ), *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* ( $N = 8$ ), *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* with *dmyc<sup>d</sup>* mutant ( $N = 10$ ), and *dmyc<sup>d</sup>* mutant alone ( $N = 16$ ) (111 ISC/EB cells) flies. Yellow arrows in (B, C) indicate representative mitotic ISCs, and white arrows mark representative ISC or EB nucleoli. Insets in (B) show enlargements of boxed regions; (A, C) show enlargements of boxed regions within insets. Each dot in (A', C') represents a single ISC/EBs, and each dot in (B') represents one midgut. The low magnification and enlarged views of (A, C) are shown at 50 and 25  $\mu$ m; (B) is 50  $\mu$ m. White dashed lines in (B) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (A', B', C') were identified by the non-parametric Mann-Whitney *U* test. (A') The nucleolar size differed in *FRT19A* and *wh<sup>7</sup>FRT19A* ( $***P = < 0.0001$ ). (B') PHH3<sup>+</sup> cells were unchanged by rapamycin in *Dl<sup>ts</sup>>mcherry<sup>RNAi</sup>* (ns,  $P = 0.32$ ), but differed between *Dl<sup>ts</sup>>mcherry<sup>RNAi</sup>* and *Dl<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* with ( $*P = 0.03$ ) and without rapamycin ( $***P = < 0.0001$ ); in *Dl<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>*, rapamycin significantly reduced PHH3<sup>+</sup> cells ( $**P = 0.002$ ). (C', left graph) The nucleolar size showed differences in *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* compared to *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* without *dmyc<sup>d</sup>* ( $***P = < 0.0001$ ) and with *dmyc<sup>d</sup>* ( $**P = 0.0012$ ); nucleolar size differed significantly between *esg<sup>ts</sup>>dwd4<sup>RNAi(P)</sup>* with and without *dmyc<sup>d</sup>* ( $***P = < 0.0001$ ); whereas *dmyc<sup>d</sup>* alone had no effects (ns,  $P = 0.75$ ) (right graph). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

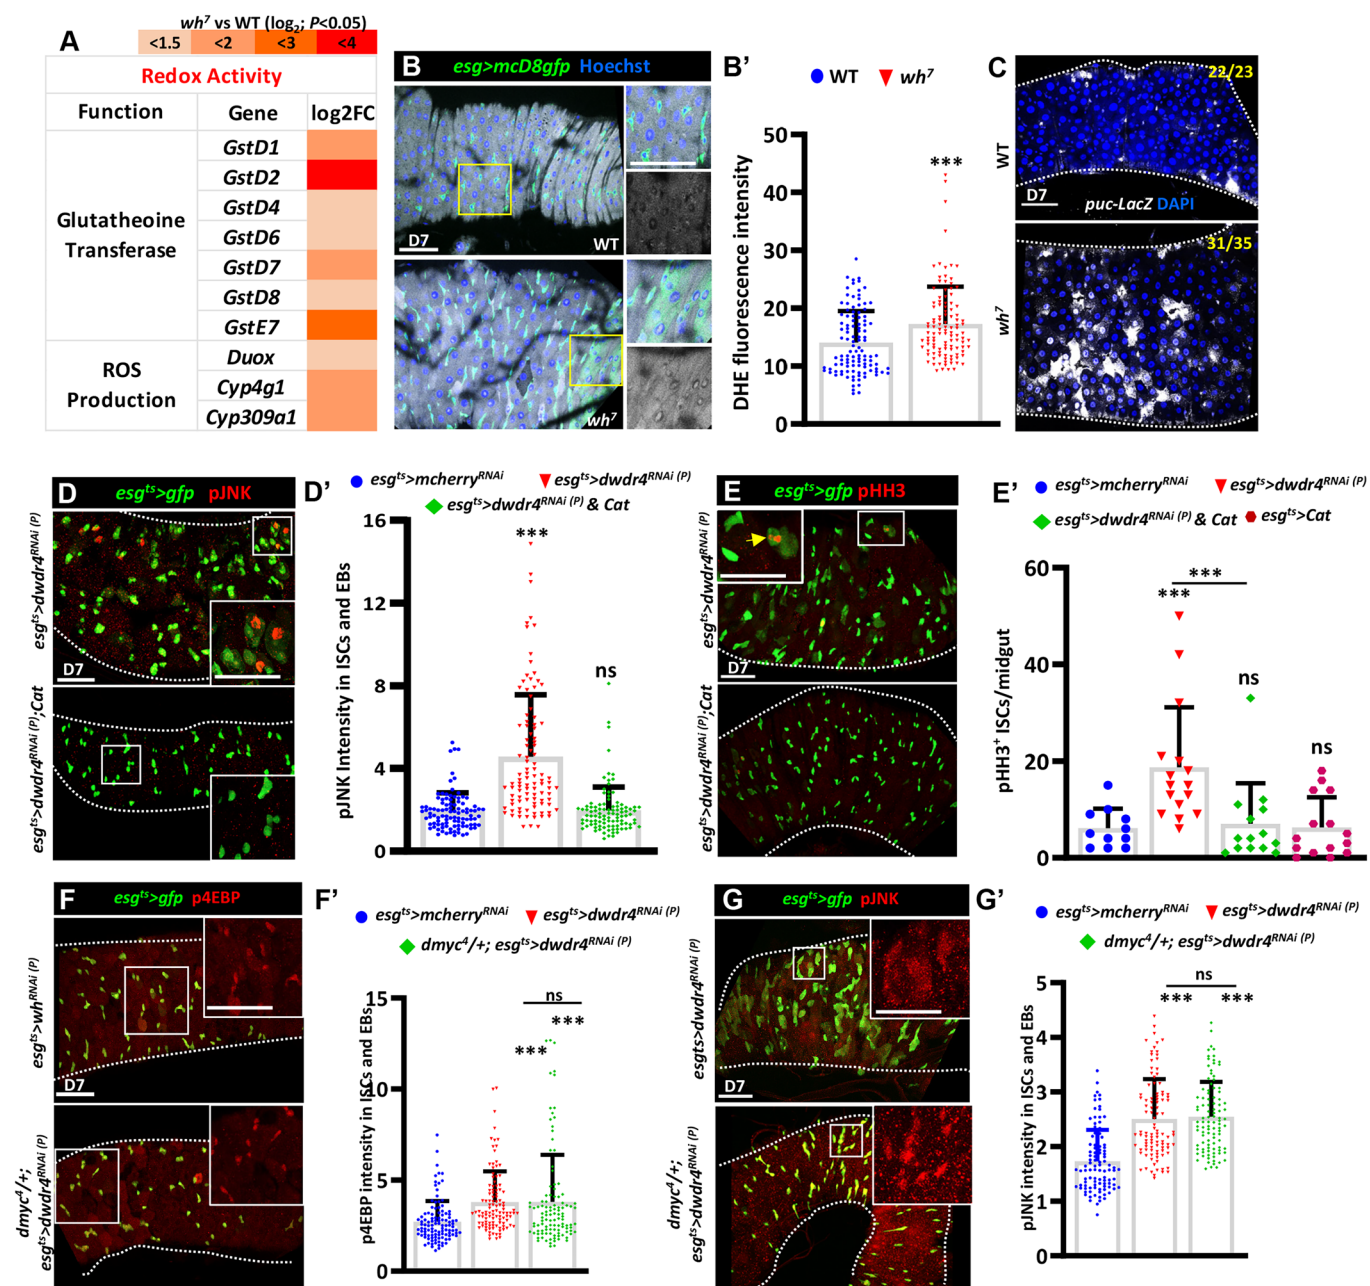

**Figure EV4. Loss of Wdr4 in the gut increases expression of genes involved in stress and redox responses as well as JNK signaling.**

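A list of 35 glutathione transferase genes had 34 genes tested in wh7 and WT female guts, the 7 of Appendix Table S3 included. Of these, 25 were higher and 9 lower in wh7, with a median log2 fold change of 0.65 (camera, adjusted p = 6.75e-06; fry, adjusted p = 0.0123). The median ranged from 0.55 to 0.94 when each library was left out in turn. At an adjusted p under 0.05 there were 3 higher genes, GstD2, GstD9 and GstE5. GstD9 rose from 937 ± 221 normalized counts (SD, n = 2) to 16258 ± 1573, a log2 fold change of 4.12 (standard error 0.24, adjusted p = 0.0299 from edgeR's quasi-likelihood test). GstE5 rose from 511 ± 21 to 5183 ± 165, a log2 fold change of 3.34 (standard error 0.15, adjusted p = 0.021 from edgeR's test). Appendix Table S3 lists neither GstD9 nor GstE5. Adjusted over the list alone, 16 of the 34 genes differed. A list of antioxidant enzyme genes had 15 genes tested, 12 higher and 3 lower, with a median log2 fold change of 0.19 (camera, adjusted p = 0.0369; fry, adjusted p = 0.0677). None of them had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05.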

(A) RNA-seq analysis results show that the expression levels of genes involved in redox activity and stress are increased in the guts of *dwdr4* (*wh<sup>7</sup>*) mutant female guts. Fold change of log<sub>2</sub> values ( $P < 0.05$ ) is indicated by color. Statistical analysis was performed on two biological replicates. (B, B') *wh<sup>7</sup>* mutant PMG bearing *esg>mCD8gfp* ( $N = 15$ ) (green, ISCs/EBs) show increased ROS levels compared to WT controls ( $N = 16$ ), ( $n = 110$  ISC/EB cells), as detected by DHE staining (gray). (B') Quantification of DHE fluorescence intensity. DAPI (blue) label nuclei. (C) *wh<sup>7</sup>* mutant PMG shows increased JNK signaling compared to controls ( $N = 7$ ), as revealed by *puc-lacZ* (gray, a JNK signaling reporter). DAPI, blue. Fractions of gut sections with the shown pattern are indicated. (D, E') Overexpression of Catalases (Cat) suppresses elevated pJNK and ISC expansion and overproliferation induced by *dWdr4* depletion. (D) PMGs from the indicated genotypes bearing *esg<sup>ts</sup>>gfp* (green, ISCs/EBs), stained for pJNK (Red, JNK signaling activity). (D') Quantification of pJNK intensity in the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* ( $N = 11$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* ( $N = 16$ ), and *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with *cat* overexpression ( $N = 16$ ) ( $n = 100$  ISC/EB cells) flies. (E) PMGs from the indicated genotypes bearing *esg<sup>ts</sup>>gfp* (green), stained for PHH3 (red, mitotic marker). (E') Quantification of PHH3<sup>+</sup> ISCs per midgut for the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* ( $N = 11$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* ( $N = 16$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with *cat<sup>OE</sup>* ( $N = 14$ ), and *cat<sup>OE</sup>* alone ( $N = 15$ ) flies. (F, G) dMyc acts downstream of TOR and JNK signaling in ISCs for ISC homeostasis. (F, F') Loss of one *dmyc* copy in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* posterior midguts (PMGs) fails to suppress ISC/EB expansion (*esg<sup>ts</sup>>gfp*, green) or the increased TOR signaling (Red, TOR signaling activity). (F') Quantification of average p4EBP intensity in the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* ( $N = 11$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* ( $N = 12$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with *dmyc<sup>d</sup>* mutant ( $N = 10$ ) ( $n = 110$  ISC/EB cells) flies. (G, G') Removal of one copy of *dmyc* in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* PMGs does not suppress the increased JNK signaling (Red, JNK signaling activity). (G') Quantification of average pJNK intensity in the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* ( $N = 9$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* ( $N = 16$ ), *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with *dmyc<sup>d</sup>* mutant ( $N = 8$ ) ( $n = 110$  ISC/EB cells) flies. Insets in (B, D, E, F, G) show enlarged views of the boxed regions. Each dot in (B', D', F', G') represents a single ISC or EB, and each dot in (E') represents one midgut. The image and insets of (B, D-G) are shown at 50 and 25  $\mu$ m. White dashed lines in (C-G) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (B'-G') were identified by the non-parametric Mann-Whitney *U* test. (B') The DHE signals increased in *wh<sup>7</sup>* compared to WT ( $***P = < 0.0001$ ). (D') The pJNK intensity showed differences in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* compared to *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* without *cat<sup>OE</sup>* ( $***P = < 0.0001$ ), but not with *cat<sup>OE</sup>* (ns,  $P = 0.7$ ). (E') The PHH3<sup>+</sup> cells showed differences in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* compared to *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* without *cat<sup>OE</sup>* ( $***P = 0.0002$ ), but not with *cat<sup>OE</sup>* (ns,  $P = 0.67$ ); PHH3<sup>+</sup> cells differed between *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with and without *cat<sup>OE</sup>* ( $***P = 0.0003$ ); whereas *cat<sup>OE</sup>* alone had no effects (ns,  $P = 0.58$ ). (F', G') p4EBP and pJNK levels showed differences in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* compared to *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* without *dmyc<sup>d</sup>* and with *dmyc<sup>d</sup>* ( $***P = < 0.0001$ ); p4EBP and pJNK levels did not differ between *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with and without *dmyc<sup>d</sup>* (ns,  $P = 0.52$  in F', 0.42 in G'). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

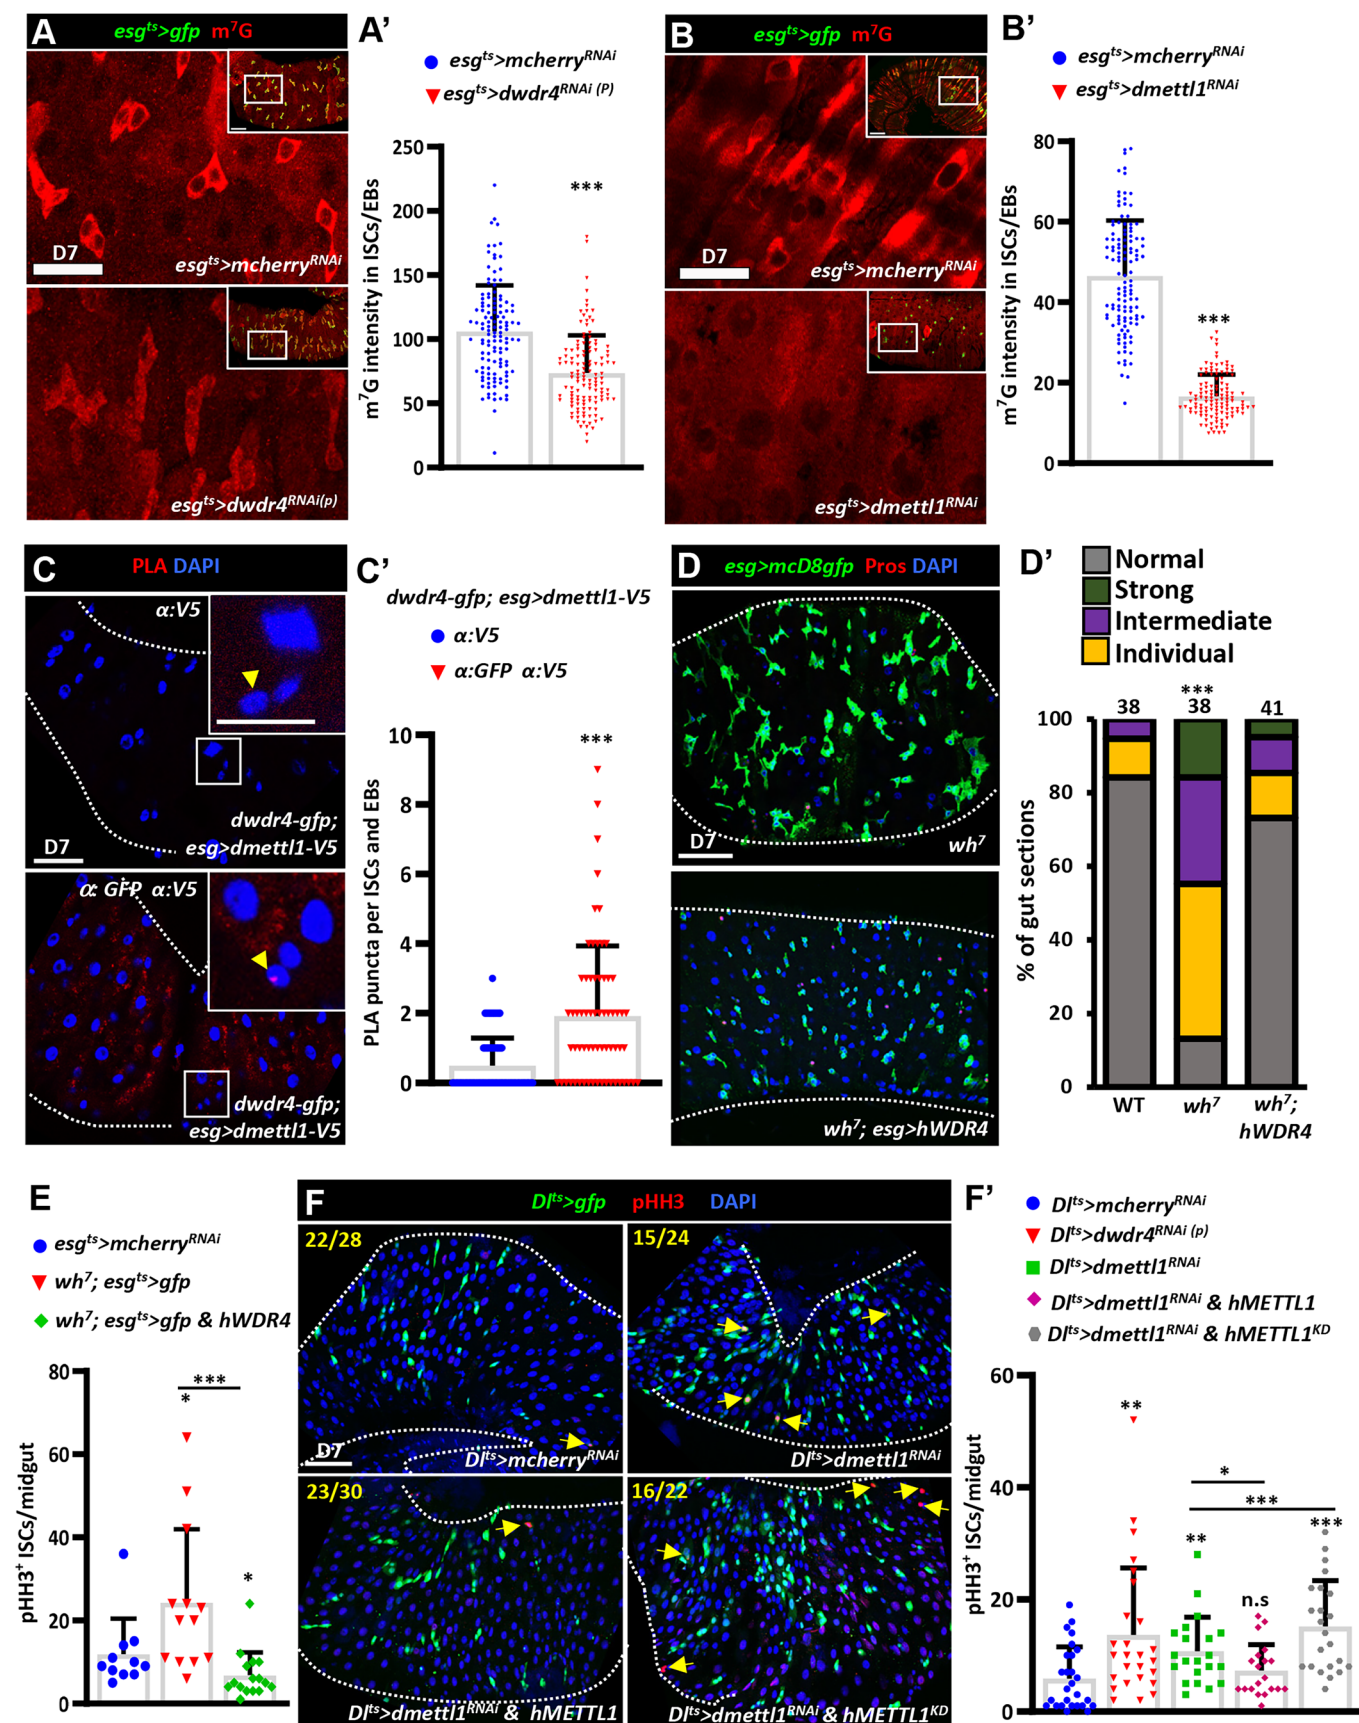

**Figure EV5. The *Drosophila* Wdr4-Mettl1 complex mediates m<sup>7</sup>G modification to maintain intestinal homeostasis in a conserved manner.**

(A, B') dWdr4 and dMettl1 control m<sup>7</sup>G levels in ISCs/EBs. (A, B) Posterior midguts (PMGs) from *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* (A) and *esg<sup>ts</sup>>dmettl1<sup>RNAi</sup>* (N = 16) (B) females show decreased m<sup>7</sup>G modification (red) in ISCs/EBs (*esg<sup>ts</sup>>gfp*, green) as compared to control (*esg<sup>ts</sup>>mcherry<sup>RNAi</sup>*) (N = 12) (n = 125 ISC/EB cells). (A', B') Quantification of average m<sup>7</sup>G fluorescence intensity in ISCs/EBs in the indicated genotypes. (C) dWdr4 interacts with dMettl1 in ISCs/EBs, as revealed by PLA assay (red punctate) using anti-GFP and anti-V5 antibodies in PMGs from *dwdr4-gfp; esg>dmettl1-V5* females. *dmettl1-V5* is expressed in ISCs/EBs under the control of *esg-GAL4*, while *dwdr4-gfp* is expressed in all intestinal cells. PMGs of the same genotype exposed only to anti-V5 antibody served as a negative control. The arrowhead in C indicates the PLA puncta. DAPI (blue) labels nuclei. (C') Quantification of PLA puncta number in the *dwdr4-gfp; esg>dmettl1-V5* females with and without anti-GFP antibody (N = 8, n = 65 ISC/EB cells). (D) Overexpression of human WDR4 in ISCs/EBs of *dwdr4* mutant (*wh<sup>7</sup>*) ISCs/EBs (labeled by *esg>mCD8gfp*, green) suppresses ISC/EB expansion. Pros, red. DAPI, blue. The *wh<sup>7</sup>* mutant image was obtained together with Fig. 2A and is shown here for comparison with the human gene rescue. (D') Quantification of ISC/EB expansion phenotypes categorized and color-coded as Fig. 2A. The number of gut sections analyzed (N = 9) per genotype is shown above each bar. (E) Overexpression of human WDR4 in *dwdr4* mutant ISCs/EBs (*esg<sup>ts</sup>>gfp*) decreases mitotic ISCs (PHH3<sup>+</sup>) in midguts. Number of PHH3<sup>+</sup> cells per midgut in the *esg<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* (N = 11), *wh<sup>7</sup>* mutant with *esg>gfp* (N = 13), *wh<sup>7</sup>* mutant with *esg>gfp* and human WDR4 overexpression (N = 16) flies. (F) Overexpression of human METTL1, but not the catalytic-dead mutant (hMETTL1<sup>KD</sup>) in ISCs (labeled by *Dl<sup>ts</sup>>gfp*, green) of *dmettl1<sup>RNAi</sup>* knockdown PMGs suppresses the increased ISC expansion and proliferation. Yellow arrows in E indicate the representative mitotic ISCs. Fractions of gut sections with the ISC/EB pattern shown are indicated. (F') Quantification of PHH3<sup>+</sup> ISC number per midgut in the *Dl<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>* (N = 27), *Dl<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* (N = 26), *Dl<sup>ts</sup>>dmettl1<sup>RNAi</sup>* (N = 21), with human METTL1 (N = 21), and hMETTL1<sup>KD</sup> (N = 23) flies. DAPI, blue. Insets in (C) show enlarged views of the white square in each panel; (A, B) show enlarged views of the square regions in the insets. Each dot in (A', B', C') represents a single ISC or EB, and each dot in (E', F') represents one midgut. The low magnification and enlarged views of (A, B, C) are shown at 50 and 25 μm; (D, F) are 50 μm. White dashed lines in (C, D, F) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (A', B') were identified by unpaired Student's *t* test, in (C', E, F') were identified by non-parametric Mann-Whitney *U* test, and in (D') were analyzed by Chi-square. (A', B') m<sup>7</sup>G intensity decreased in *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* and *esg<sup>ts</sup>>dmettl1<sup>RNAi</sup>* compared to *esg<sup>ts</sup>>mcherry<sup>RNAi</sup>* (\*\*\*P < 0.0001). (C') The \*\*\*P < 0.0001. (D') The \*\*\*P = 0.001. (E) The PHH3<sup>+</sup> cells showed differences in *wh<sup>7</sup>* compared to WT without hWDR4 (\*P = 0.017) and with hWDR4 (\*P = 0.013); PHH3<sup>+</sup> cells differed between *esg<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* with and without hWDR4 (\*\*\*P < 0.0001). (F') The PHH3<sup>+</sup> cells showed differences in *Dl<sup>ts</sup>>dwdr4<sup>RNAi(P)</sup>* (\*\*P = 0.002), *Dl<sup>ts</sup>>dmettl1<sup>RNAi</sup>* (\*\*P = 0.004), *Dl<sup>ts</sup>>dmettl1<sup>RNAi</sup>* with hMETTL1<sup>KD</sup> (\*\*\*P < 0.0001) compared to *Dl<sup>ts</sup>>mcherry<sup>RNAi(P)</sup>*, but no difference in *Dl<sup>ts</sup>>dmettl1<sup>RNAi</sup>* with hMETTL1 (ns, P = 0.16). PHH3<sup>+</sup> cells differed in *Dl<sup>ts</sup>>dmettl1<sup>RNAi</sup>* with and without hMETTL1 (\*P = 0.04), but not with hMETTL1<sup>KD</sup> (\*P = 0.0006). N, number of midguts; n, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

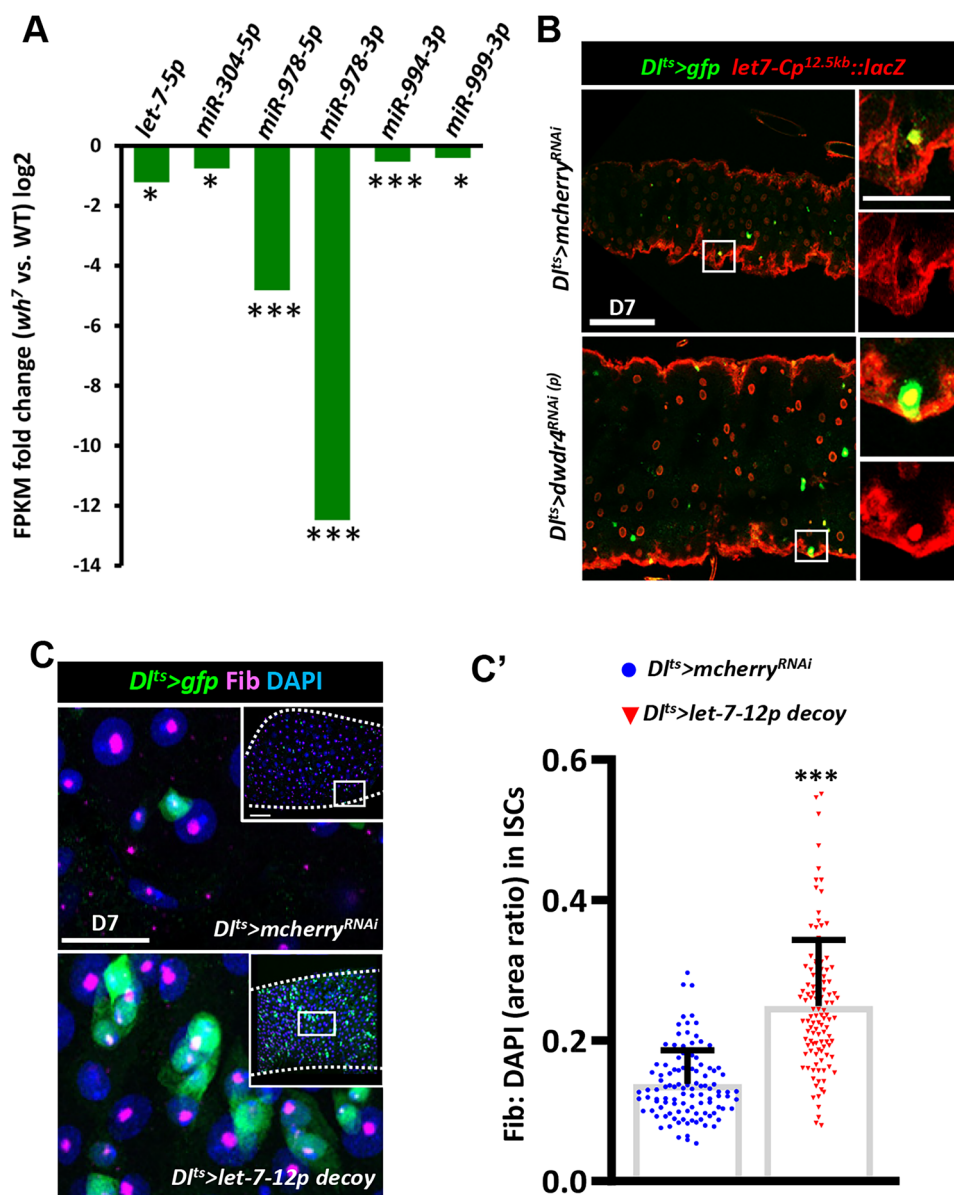

**Figure EV6. dWdr4 does not control *let-7* transcription and *let-7* disruption phenocopies *dwd4* mutant PMGs.**

(A) Fold changes in gene expression according to RNA-seq (fragments per kilobase of transcript per million mapped reads [FPKM]) in *wdr4* mutant (*wh<sup>7</sup>*) vs. wild-type (WT) ovaries; log<sub>2</sub> values are shown. Statistical analysis was performed on two biological replicates. \**P* < 0.05; \*\*\**P* < 0.001. (B) Posterior midgut (PMG) from *DI<sup>ts</sup>>dwd4<sup>RNAi</sup> (p)* (*N* = 7), females bearing *DI<sup>ts</sup>>gfp* (ISCs, green) show no obvious change in the expression of *let7-Cp<sup>12.5kb</sup>::lacZ* (red, transcriptional reporter of *let-7*) as compared to control (*DI<sup>ts</sup>>mcherry<sup>RNAi</sup>*) (*N* = 6). (C) Disruption of *let-7* function (*DI<sup>ts</sup>>let-7-12p decoy*) (*N* = 11) increases the size of Fibrillarin (Fib) (magenta, nucleoli) in ISCs (labeled by *DI<sup>ts</sup>>gfp*, green) as compared to control (*DI<sup>ts</sup>>mcherry<sup>RNAi</sup>*) (*N* = 9) (*n* = 110 ISC cells). DAPI (blue) marks nuclei. (C') Quantification of nucleolar (Fib) to nuclear (DAPI) area ratio in ISCs in the indicated genotypes. Insets in (B) show enlarged views of the boxed region in each panel; (C) shows enlarged views of the boxed region in the insets. Each dot in (C') represents a single ISC. The low magnification and enlarged views of (B, C) are shown at 50 and 25 μm. White dashed lines in (C) outline the edge of the gut. Bars represent the mean; error bars indicate standard deviation (SD). Statistically significant differences in (A) were identified by unpaired Student's *t* test, and in (C') were by non-parametric Mann-Whitney *U* test. (C') the nucleolar size is increased in *DI<sup>ts</sup>>let-7-12p decoy* compared to *DI<sup>ts</sup>>mcherry<sup>RNAi</sup>* (\*\*\**P* = < 0.0001). *N*, number of midguts; *n*, number of ISCs or ISC/EBs analyzed, unless otherwise stated. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

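RNA-seq was analysed for 4 libraries of female guts, 2 from WT (yw) and 2 from wh7, each from a pool of 20 to 30 guts of females aged 7 days. The libraries were assigned to genotype and replicate from their labels and the methods, and none was left unassigned. Other experiments of the paper, the ovary RNA-seq included, were not analysed here.

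The authors trimmed the reads with Trimmomatic, aligned them with HISAT2, quantified them with StringTie and tested them with DESeq or DESeq2. The paper states that genes with low TPM were discarded. The authors deposited raw counts per gene, which are whole numbers and not normalized. How the estimates of StringTie became whole counts, the genome build and the use of the strand are not given in the methods text. The authors also deposited a table of their own comparison with log2 fold changes, p-values and adjusted p-values for 11322 genes. The score values of that deposited table are normalized counts per library, made by the authors from the counts with 1 factor per library and rounded to whole numbers, as the values themselves show. In this deposited table, of 9592 genes with over 50 normalized counts in each genotype, 9548 had a log2 fold change nearer 0 than the ratio of the table's own normalized counts. No method of shrinkage is named in the paper's text.

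The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr (10795 of 17807) and scaled by TMM, with factors of 1.039 and 0.963 for WT and 0.986 and 1.013 for wh7. They were compared by edgeR's quasi-likelihood test with genotype as the only term, and p was adjusted by Benjamini-Hochberg over all genes tested. The threshold was an adjusted p under 0.05. Standard errors were the log2 fold change divided by the square root of the F statistic. A fold change against a genotype with at most 3 counts in both libraries was computed against 3 counts as a lower bound. Of the 17807 gene identifiers, 17710 matched a symbol and 97 did not. Chromosome arms and neighbouring genes were taken from the annotation of BDGP6.54. Apart from the gap between dwdr4 and Top3beta, no coordinates are given, since the authors' build is not named. CG4045 was taken as dmettl1 because the RefSeq table of the Release 6 plus ISO1 MT assembly gives METTL1 as its synonym.

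Gene lists were tested with limma's camera, with a preset correlation of 0.01, on edgeR's log2 CPM values, and with fry, and p was adjusted over the 22 lists with at least 5 genes tested. The lists were cytosolic and mitochondrial ribosomal proteins, IMD pathway, digestive proteases, digestive carbohydrases, lipases and sterol transport, glutathione transferases, antioxidant enzymes, enteroendocrine peptides, enteroendocrine identity, enterocytes, copper cells, intestinal progenitors, visceral muscle, mitotic cell cycle, ribosome biogenesis, TOR and FOXO targets, JNK targets, fat body, ovary, Malpighian tubule and the 166 genes the paper gives as predictive of dwdr4. Apart from that last list and the ribosomal protein lists, which follow gene symbols, they were written from general knowledge. Another 5 lists had fewer than 5 genes tested: m7G complex (4), let-7 host transcripts (3), Myc (3), background genotype (1) and testis and male genes (0). Of the paper's list of 3886 genes co-expressed with dwdr4, 1998 were held, and no test was run on it.

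The tests between the genotypes, the gene lists, the rule for the genes named and the alternatives, apart from those given as added, were set before the data were examined. For the tests of explanations, what was chosen after values had been seen is said where they are given. The genes named are the genes of Appendix Tables S1 to S3, Figs. EV1F and EV4A, dwdr4, dmettl1, genes of the lists reported, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the genotypes. Other genes are named as chosen after their values were seen.

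The procedure was tested on simulated data, with counts drawn for the real genes and 200 of them changed by known fold changes. The fitted fold changes had a slope of 0.990 against the simulated ones over the 200 genes. The quasi-likelihood test called 147 of the 150 genes changed 4-fold or more. The simulation was drawn with one fixed seed, and this test covered 10557 genes. Of its 168 calls, 17 (10.1%) were unchanged genes, above the 5% that the threshold aims at. DESeq2's Wald test made 232 calls, of which 61 (26.3%) were unchanged genes. A limit of 10% on false calls had been set for this test and was not met. It was then dropped as a condition, the simulation was left as it was, and the shares are given here instead. Calls at an adjusted p near 0.05, and those of DESeq2 in particular, are therefore less certain than the threshold states. The simulated counts were drawn with the spread that edgeR had estimated for each gene, and the number of changed genes was set. The shares of false calls may therefore differ in the data, and the simulation is not neutral between the tests. In a second simulation, a list of 85 genes raised by 0.35 had a median log2 fold change of 0.29, and a list of 85 unchanged genes one of -0.07.

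The alternatives were DESeq2's size factors, total counts, TMM without the 50 most abundant and the ribosomal protein genes, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, and an unadjusted threshold. Added after the data were seen were a crossed block, DESeq2's Wald test over the genes of the authors' table, and 6 fits with shrunken fold changes, by apeglm 1.24.0, ashr 2.2.63 and DESeq2's normal prior, each over all genes and over the genes of the authors' table. A test of single outlying libraries was not made, since each genotype has 2 libraries.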

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

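The tests of neighbouring genes and of Top3beta were chosen only after the result was seen, and for swapped labels, the share of genes on X and the loss of enteroendocrine cells the expectation came first but the measure was settled after values of single genes had been seen. Top3beta, AstA, CG12698 and CG12395 were chosen after their values were seen.

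By the rule for the genes named, the strongest differences, apart from that of dwdr4, lay in genes that the paper does not discuss. CG13325 had 4504 and 11164 normalized counts in WT and was at least 2536-fold lower in wh7, which became at least 1458-fold without WT replicate 2. CG12502 was at least 220-fold lower, with 0 normalized counts of CG12502 in both wh7 libraries. Muc14A had 42028 ± 11934 normalized counts in WT (SD, n = 2) and 94 ± 11 in wh7, a log2 fold change of -8.80 (adjusted p = 0.021 from edgeR's quasi-likelihood test), and CG10936 had a log2 fold change of -7.09. In the other direction, CG30289 was at least 210-fold and CG8135 at least 222-fold higher in wh7, and blanks, Dscam4 and CG11034 had log2 fold changes of 8.11, 4.93 and 4.39. The log2 fold change of blanks was 7.52 without WT replicate 1 and 9.05 without WT replicate 2. Swapped labels are excluded, since dwdr4 was at least 453-fold lower in the libraries labelled wh7. A strain difference confined to the chromosome of dwdr4 is argued against by the position of these genes. Of the 42 genes with an adjusted p under 0.05 and at least a 4-fold difference, 16.7% lay on X, against 16.2% of all genes tested (Fisher's exact test, two-sided, p = 0.836). Differences between the strains elsewhere in the genome stay open. Of 325 genes with an unadjusted p under 0.05 and at least a 4-fold difference, 28 neighbouring pairs changed in one direction, against a median of 5 and a highest value of 18 in 10000 shuffled gene orders (permutation p = 1e-04, the smallest they can give). The neighbours of Muc14A, CG12698 and CG12395, had 50 ± 6 and 11 ± 1 normalized counts in WT and 0 in both wh7 libraries. Such blocks may come from haplotypes that differ between yw and wh7, from copies of one gene family next to each other, or from regulation after loss of dWdr4. These cannot be told apart here, because each genotype is one strain and the pairs were not separated by family. The paper outcrossed wh7 to yw for its lifespan assays, and its text does not say whether the flies of the RNA-seq were outcrossed.

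Top3beta is in the paper's list of genes co-expressed with dwdr4 in other RNA-seq data (Dataset EV1, 3886 genes, of which 1998 were held here), but the paper does not report its change in wh7. It is the nearest tested neighbour of dwdr4 on X in BDGP6.54, on the opposite strand. Top3beta fell from 2950 ± 436 normalized counts in WT (SD, n = 2) to 24 ± 8 in wh7, a log2 fold change of -6.93 (standard error 0.33, adjusted p = 0.021 from edgeR's test). Reads of dwdr4 counted on Top3beta would also give a joint fall. They would have to outnumber those counted on dwdr4, since Top3beta had at least 1.97 times the counts of dwdr4 in each WT library. In BDGP6.54 the genes do not overlap, lie 109 bp apart and are transcribed away from each other. With that annotation, this argues against such reads as the main cause. The annotation behind the deposited counts is not named, so their share there is not known. The 11 other tested neighbours, 5 beyond Top3beta and 6 on the other side of dwdr4, had log2 fold changes from -0.28 to 0.37 and adjusted p of 0.522 or more. Rpt4, on the other side of dwdr4, was at 0.15. Another candidate explanation is that the lesion of the wh7 chromosome reaches Top3beta, so that the mutant lacks both transcripts. A fall of Top3beta through loss of dWdr4 would give the same counts. The last 2 cannot be told apart, nor the first excluded, with these counts. That would take the reads, the sequence of the allele or RNA-seq of the dwdr4-gfp rescue line, which was not analysed here.

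AstA, an enteroendocrine peptide gene that the paper's text does not mention, fell from 4596 ± 202 to 1283 ± 4 normalized counts, a log2 fold change of -1.84 (standard error 0.14, adjusted p = 0.0389 from edgeR's test). It belongs to a list of 12 enteroendocrine peptide genes, of which 11 were tested and 11 were lower in wh7, with a median log2 fold change of -1.04 (camera, adjusted p = 7.15e-07; fry, adjusted p = 0.0123). A uniform loss of enteroendocrine cells would lower these genes alike. Their log2 fold changes differed more than their standard errors allow (Cochran's Q of 139.4 over 11 genes), and AstA fell further than Tk by a log2 difference of -1.07 (standard error 0.19). These standard errors rest on 2 libraries per genotype. The spread argues against a uniform loss only as the sole cause, and a uniform loss beside other changes stays open. A loss of some enteroendocrine cell types more than others, or lower transcripts per cell, stays open too and was not tested. The paper counted slightly fewer enteroendocrine cells in wh7 posterior midguts. Its text calls that difference not significant, and its figure legend calls it significant.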

How the results depend on the processing

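The crossed pairing and DESeq2's Wald test over the genes of the authors' table were chosen only after the result was seen. The number of genes at an adjusted p under 0.05 was 52. It was 52 with DESeq2's size factors, 55 with total counts, 51 with TMM without the most abundant and ribosomal protein genes, and 54 with at least 10 counts in every library. With DESeq2's Wald test it was 798, and these included all 52 genes. In simulated data, drawn with edgeR's own estimates of spread, that test had the larger share of false calls. Without a filter on low counts it was 30, over 13372 genes tested in place of 10795, and 63.3% of the calls were higher in wh7 against 51.9%. At an unadjusted p under 0.05 it was 1570. DESeq2's Wald test over the genes of the authors' table gave 844.

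The labels number the libraries of both genotypes 1 and 2, but nothing states that the numbers pair them. With the replicate number as a block (replicate block), 0 genes had an adjusted p under 0.05 and 1091 had an unadjusted p under 0.05. That fit leaves 1 residual degree of freedom. Deviations of same-numbered libraries correlated at -0.12 across 10795 genes, which are not independent, and the crossed pairing gave 99 calls.

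Of the Table S1 genes, 1 was called lower. The count was 14 with DESeq2's Wald test, 15 with that test over the genes of the authors' table, 0 with the replicate block, 1 with the crossed pairing and 18 at an unadjusted p. Of the Table S3 genes, 1 was called higher. The count was 6 with DESeq2's Wald test, 7 over the genes of the authors' table, 0 without a filter on low counts, 0 with the replicate block, 4 with the crossed pairing and 7 at an unadjusted p. The other scalings and the filter of at least 10 counts left both counts at 1. Without a filter more genes were tested, and beyond that the cause was not tested.

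The medians of the gene lists of cytosolic and mitochondrial ribosomal proteins, IMD pathway, digestive proteases and glutathione transferases kept their direction and their side of the camera threshold in all 7 alternative fits over the 4 libraries. The median of digestive proteases was -0.21 under DESeq2's Wald test and without a filter, and the fry call of glutathione transferases was lost with the replicate block (adjusted p = 0.144). Leaving out each library in turn moved them from 0.29 to 0.44 for cytosolic ribosomal proteins, from -0.43 to 0.17 for mitochondrial ribosomal proteins, from -0.07 to 0.25 for the IMD pathway, from -0.52 to -0.19 for digestive proteases and from 0.55 to 0.94 for glutathione transferases. The sign changed without WT replicate 1 for mitochondrial ribosomal proteins (0.17) and for the IMD pathway (-0.07). Under fry, the calls of glutathione transferases, enteroendocrine peptides, enteroendocrine identity, digestive carbohydrases and fat body held, those of cytosolic ribosomal proteins, digestive proteases, intestinal progenitors, mitotic cell cycle and antioxidant enzymes did not, and copper cells passed only under fry.

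Of the 93 named genes tested, none changed direction in the fits over the 4 libraries. Their side of the threshold stayed in place under the other scalings. DESeq2's Wald test called 22 more of them, 4 were lost without a filter and 13 with the replicate block. Leaving out one library changed the sign of 3, CG4045, mRpL49 and RpS3A. At 93603837 counts or more per library, depth limits the fold changes of genes near the floor, which are given as lower bounds.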

Differences from the paper's values

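Log2 fold changes were set beside those the paper gives in Appendix Tables S1 and S3 for 33 genes, and 19 differed by more than the standard error. All 33 had the paper's direction. The larger size was found here for each of the 19, and no change of log base or unit brings the 2 series together, since the log2 fold changes of LysS, Lsp1gamma and GstD2 were close to the paper's.

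For genes of the immune response, the log2 fold change was -1.0 for vir-1 against the paper's -0.73, -0.73 for LysB against the paper's -0.20, and -2.37 for PGRP-SD against the paper's -1.70. For Tk it was -0.77 against the paper's -0.25, for TkR99D -1.04 against the paper's -0.25, and for Ilp3 -1.50 against the paper's -0.83. For the proteases it was 0.93 for Jon25Biii against the paper's 0.51, 0.86 for Jon25Bii against 0.43, -0.48 for alphaTry against -0.042, -0.81 for deltaTry against -0.35, -0.61 for gammaTry against -0.093, -0.57 for epsilonTry against -0.071 and -0.68 for thetaTry against -0.15, where the second value is the paper's. For Lsp1beta it was -3.91 against the paper's -2.58, for Npc2g -0.96 against the paper's -0.12 and for Hexo1 -0.75 against the paper's -0.21. For the genes of Table S3 it was 2.86 for GstD6 against the paper's 1.11, 1.19 for GstD8 against the paper's 0.36 and 1.25 for Duox against the paper's 0.23.

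Of the alternatives set before the data were examined, these came within the error. Lsp1beta did with total counts (-3.86), with the replicate block (-2.96), without wh7 replicate 1 (-3.61) and with DESeq2's Wald test (-3.91), the last through its larger standard error. PGRP-SD did with the replicate block (-2.13), without WT replicate 2 (-1.24) and without wh7 replicate 1 (-2.21). Jon25Biii did without WT replicate 1 (0.54) and without wh7 replicate 1 (0.86), Ilp3 without wh7 replicate 1 (-0.94), Npc2g without WT replicate 2 (-0.24), and GstD8 without WT replicate 2 (0.57) and without wh7 replicate 2 (0.50). None of them closed the gap for vir-1, LysB, Tk, TkR99D, Jon25Bii, alphaTry, deltaTry, gammaTry, epsilonTry, thetaTry, Hexo1, GstD6 and Duox.

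Fits with shrunken fold changes were chosen after seeing the values. Over all genes, the shrunken log2 fold change came within its error with apeglm for vir-1 (-0.91), PGRP-SD (-1.99), Ilp3 (-0.90), Jon25Biii (0.68), Npc2g (-0.52), GstD8 (0.41) and Duox (0.65). With ashr it did so for these 7 (-0.92, -1.71, -0.59, 0.48, -0.30, 0.27 and 0.41 in the same order) and for LysB (-0.49), alphaTry (-0.24) and epsilonTry (-0.29). With DESeq2's normal prior it did so for vir-1 (-0.89), Ilp3 (-0.80), Jon25Biii (0.70), GstD8 (0.62) and GstD6 (1.21). Over the genes of the authors' table, the same genes came within the error under each method, apart from alphaTry with ashr, and so did Lsp1beta with DESeq2's Wald test (-3.91). Of the 33 genes, 13 differed with apeglm, 10 with ashr and 25 with the normal prior over all genes, and 12, 10 and 25 over the genes of the authors' table. No fit that was run brought Tk, TkR99D, Jon25Bii, deltaTry, gammaTry, thetaTry or Hexo1 within the error. In the authors' deposited table, the log2 ratio of the authors' own normalized counts is -0.77 for Tk, -1.04 for TkR99D, 0.86 for Jon25Bii, -0.81 for deltaTry, -0.61 for gammaTry, -0.69 for thetaTry and -0.76 for Hexo1, close to the values here, so for these 7 genes the difference is to that table's log2 fold changes and not to its normalized counts.

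In the authors' deposited table, 500 genes have an adjusted p under 0.05, 265 higher and 235 lower, and 51 of the 52 genes called here are among them. Of the genes of Table S1, 10 have an adjusted p under 0.05 in the authors' deposited table, and 8 of these were not called here, vir-1, LysE, LysS, PGRP-SD, PGRP-LB, Jon66Ci, Lsp1beta and Npc2e. DESeq2's Wald test on the counts called 7 of the 8, all but Lsp1beta. Of the genes of Table S3, 7 are called in the authors' deposited table, and 6 of these were not called here, GstD1, GstD4, GstD7, GstE7, Cyp4g1 and Cyp309a1. DESeq2's Wald test called 4 of the 6, all but GstD4 and Cyp4g1, and over the genes of the authors' table, a fit chosen after seeing the values, it called 5, all but GstD4. For Tk, TkR99D and Ilp3, whose downregulation the paper states, the authors' deposited table gives no adjusted p under 0.05, and DESeq2's Wald test called Tk and TkR99D.

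The paper describes several ribosomal genes as upregulated. At the level of genes, 0 of the 48 genes of Table S2 have an adjusted p under 0.05 in the authors' deposited table and 2 have an unadjusted p under 0.05. The values of Table S2 are per transcript and were not compared. In that table many transcripts have an adjusted p under 0.05 in the authors' own test, so the counts per gene do not test the paper's statement at its own level.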

Other observations

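The tests of library composition, gene length and WT replicate 1 were chosen only after the result was seen, and for fat body the expectation came first but the measure was settled after values of single genes had been seen. Fib, Thor, puc, Myc, Yp1 and CG43149 were chosen after their values were seen.

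Ribosomal protein genes were higher in wh7 as a set. A few abundant genes taking most of the counts is argued against as the whole cause. The other scalings moved the median too little to test this. The 50 most abundant other genes took 31.6% and 33.5% of the counts in WT and 30.1% and 28.9% in wh7, which allows all other genes to rise by at most 0.10 on the log2 scale, against a lowest ribosomal median of 0.29 with a library left out. Gene length cannot be told apart from a change of these genes as a set. Over 10000 lists of other genes matched on exonic length and mean counts, the median log2 fold change was 0.09 and ranged from -0.11 to 0.31, below the 0.36 of the 83 ribosomal protein genes. The limit set for that test, which asked nearly all lists to stay far under the ribosomal median, was not met. The matched genes also had fewer counts, with a median of 24179 normalized counts against 45497, so the matching was incomplete. Whether the rise follows loss of dWdr4 was not tested apart from the strain.

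Genes for ribosome biogenesis set WT replicate 1 apart. Of 46 such genes, 41 were higher in WT replicate 1 than in each other library, against 31.5% of all genes. Their median log2 difference between WT replicates 1 and 2 was 1.18. Fib had 8014 and 1817 normalized counts in WT and 2002 and 2809 in wh7, and Thor had 5820 and 31969 in WT and 22870 and 18661 in wh7. The lowest median of the 46 genes over 4 scalings was also 1.18, which decides nothing about scaling, since a scaling shifts all genes alike. The median of all genes differed by -0.01 between the 2 WT libraries. Ovary tissue is argued against by 19 germline and eggshell genes, which had 9.12 CPM in WT replicate 1, against 6.15 in WT replicate 2 and 11.86 and 11.07 in wh7. The 46 ribosome biogenesis genes had a median log2 fold change between genotypes of -0.37 (camera, adjusted p = 0.305; fry, adjusted p = 0.872), which was 0.34 without WT replicate 1 and -0.91 without WT replicate 2. A difference in feeding or handling between the WT pools may explain this and was not tested. The direction of these genes between wh7 and WT therefore rests on which WT library is used.

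The fat body genes Lsp1beta and Lsp1gamma were lower in wh7. Attached fat body tissue as the whole cause is argued against, since the lowest log2 fold change among 7 other fat body genes with at least 1000 normalized counts was -1.15, against -4.20 for Lsp1gamma. All 7 were lower, with a median of -0.92, so a smaller share of fat body tissue in wh7 stays open for a part of the fall. Yp1 is among the 7 and is also expressed elsewhere. Lsp1gamma is also in one of the neighbouring pairs that changed in one direction, with CG43149 at -2.50. A difference between the strains therefore stays open for its fall. The fat body list of 15 genes tested had a median of -0.88 (camera, adjusted p = 0.0017; fry, adjusted p = 0.043), which was -0.56 without WT replicate 2.

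The paper reports higher pJNK and dMyc from stainings, in progenitors and more widely in the posterior midgut, and a higher puc-lacZ signal in wh7. In the RNA of whole guts, the JNK target puc had a log2 fold change of 0.16 (adjusted p = 0.85 from edgeR's quasi-likelihood test), and Myc one of -0.05 (adjusted p = 0.927 from edgeR's test). When each library was left out in turn, the log2 fold change of puc ranged from -0.16 to 0.57 and that of Myc from -0.19 to 0.07. A list of 13 JNK targets had a median of 0.11 (camera, adjusted p = 0.93; fry, adjusted p = 0.872), which was 0.55 without WT replicate 2 and -0.16 without WT replicate 1, and a list of 14 TOR and FOXO targets one of 0.06 (camera, adjusted p = 0.482; fry, adjusted p = 0.83), which was 0.53 without WT replicate 2 and -0.06 without WT replicate 1. The counts measure transcripts of whole guts, and neither phosphorylated JNK nor dMyc protein. The gene dmettl1 (CG4045) had a log2 fold change of -0.12 (standard error 0.37, adjusted p = 0.926 from edgeR's test), which was 0.44 without WT replicate 1 and -0.52 without WT replicate 2.

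The remaining gene lists were as follows. Digestive carbohydrases had a median log2 fold change of 0.68 over 15 genes (camera, adjusted p = 0.00185; fry, adjusted p = 0.0356), with 1 called gene, Amyrel. Copper cell genes had one of 0.67 over 7 genes (camera, adjusted p = 0.0634; fry, adjusted p = 0.0123), which was 0.28 without WT replicate 2. Enteroendocrine identity genes had one of -0.41 over 15 genes, 14 of them lower (camera, adjusted p = 0.00074; fry, adjusted p = 0.043). Intestinal progenitor genes had one of -0.54 over 15 genes (camera, adjusted p = 0.0116; fry, adjusted p = 0.384), which was -0.33 without WT replicate 2. For mitotic cell cycle genes it was -0.40 over 30 genes (camera, adjusted p = 0.00087; fry, adjusted p = 0.146), and -0.25 without WT replicate 1. Of the progenitor genes 12 were lower, and of the mitotic genes 25. The paper reports the other direction from stainings of wh7 guts, with more PHH3-positive cells and more ISCs and EBs. RNA of whole guts does not count cells, so these lists do not test that result, but they did not show a rise. Enterocyte genes were at -0.06 (camera, adjusted p = 0.701), with 1 called gene among 13, and at 0.15 without WT replicate 2. Lipases and sterol transport genes were at -0.20 (camera, adjusted p = 0.458), and at -0.34 without WT replicate 1. Visceral muscle genes were at -0.12 (camera, adjusted p = 0.186), at 0.04 without wh7 replicate 1 and at -0.39 without wh7 replicate 2. Malpighian tubule genes were at -0.36 (camera, adjusted p = 0.305), and at 0.19 without WT replicate 1. Ovary genes were at -0.46 (camera, adjusted p = 0.718), and at -0.02 without wh7 replicate 1. The genes the paper gives as predictive of dwdr4 were at 0.02 over 164 genes (camera, adjusted p = 0.305), 87 higher and 77 lower. They were at 0.14 without WT replicate 1 and at -0.04 without WT replicate 2. Over the testis and male genes, a library had at most 6 counts in all.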
